# Transcriptomic Signatures of Postnatal and Adult Intrinsically Photosensitive Ganglion Cells

**DOI:** 10.1523/ENEURO.0022-19.2019

**Published:** 2019-08-23

**Authors:** Daniel J. Berg, Katherine Kartheiser, Megan Leyrer, Alexandra Saali, David M. Berson

**Keywords:** cell type, circadian, intrinsically photosensitive, retinal ganglion, RNA-seq, vision

## Abstract

Intrinsically photosensitive retinal ganglion cells (ipRGCs) are rare mammalian photoreceptors essential for non-image-forming vision functions, such as circadian photoentrainment and the pupillary light reflex. They comprise multiple subtypes distinguishable by morphology, physiology, projections, and levels of expression of melanopsin (Opn4), their photopigment. The molecular programs that distinguish ipRGCs from other ganglion cells and ipRGC subtypes from one another remain elusive. Here, we present comprehensive gene expression profiles of early postnatal and adult mouse ipRGCs purified from two lines of reporter mice that mark different sets of ipRGC subtypes. We find dozens of novel genes highly enriched in ipRGCs. We reveal that *Rasgrp1* and *Tbx20* are selectively expressed in subsets of ipRGCs, though these molecularly defined groups imperfectly match established ipRGC subtypes. We demonstrate that the ipRGCs regulating circadian photoentrainment are diverse at the molecular level. Our findings reveal unexpected complexity in gene expression patterns across mammalian ipRGC subtypes.

## Significance Statement

A comprehensive transcriptomic analysis has identified dozens of genes differentially expressed in intrinsically photosensitive retinal ganglion cells, including some linked to signaling, gene regulation, and melanopsin phototransduction.

## Introduction

Many unique attributes distinguish intrinsically photosensitive retinal ganglion cells (ipRGCs) from conventional RGCs. Only ipRGCs express the blue-light-sensitive photopigment melanopsin (OPN4), which renders them autonomously light-sensitive. They violate the usual stratification rule in which ON-type RGCs deploy their dendrites only in the inner (proximal) half of the inner plexiform layer; their inputs from ON bipolar cells are atypical (Dumitrescu et al., 2009; Hoshi et al., 2009; Kim et al., 2010). Whereas most RGCs direct their entire output through the optic nerve, some ipRGCs modulate intra-retinal processing, through amacrine cells (Zhang et al., 2008; Xue et al., 2011; Reifler et al., 2015; Sabbah et al., 2017) and spontaneous retinal waves during the early postnatal period (Renna et al., 2011). Functionally, ipRGCs are unique among RGCs in their ability to encode overall light intensity for extended periods (Wong, 2012). This tonic luminance signal is transmitted to specific brain targets for a variety of functions including photoentrainment of circadian rhythms and light-evoked pupillary constriction. Additionally, ipRGCs appear more resistant than RGCs overall to various insults, including optic nerve injury, glutamate-induced excitotoxicity, and glaucoma (Cui et al., 2015).

The ipRGCs consist of at least six anatomically distinct retinal subtypes, termed M1–M6 (Fig. 1*A*). These differ in their level of melanopsin expression, visual response properties, dendritic stratification, axonal projections, and contributions to light-modulated behavioral responses (Schmidt et al., 2011). The suprachiasmatic nucleus (SCN) receives projections primarily from M1 ipRGCs, but also a minor input from the M2 subtype (Viney et al., 2007; Baver et al., 2008). The ipRGCs project to distinct regions of the midbrain, with M1 and M2 ipRGC axons arriving to the shell and core of the olivary pretectal nucleus (OPN), respectively (Prichard et al., 2002; Baver et al., 2008; Güler et al., 2008). The OPN also receives significant input from the recently described M6 ipRGCs (Quattrochi et al., 2019). M2–M4 ipRGCs send projections to image-forming brain regions and mediate coarse pattern vision, whereas spectrally opponent M5 cells contribute to color vision (Ecker et al., 2010; Estevez et al., 2012; Sonoda et al., 2018; Stabio et al., 2018).

**Figure 1.**
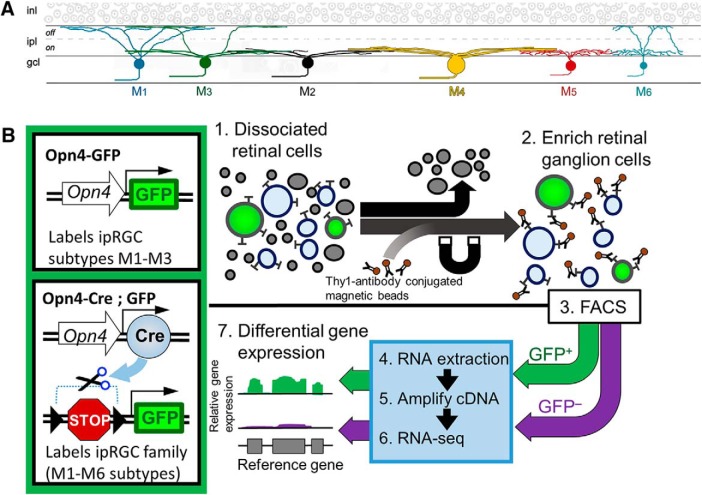
Experimental design of gene expression profiling from purified ipRGCs and comparison with generic RGCs. ***A***, Current model of ipRGC family members integrating molecular, physiology, brain circuitry, and morphology (see text for details). ***B***, Two transgenic reporters were used for gene expression profiling of ipRGCs. The BAC transgenic *Opn4-GFP* labels M1–M3 ipRGCs, whereas the *Opn4-Cre* crossed with a cre-dependent GFP reporter labels M1–M6 ipRGCs. Within the schematic of the gene expression profiling procedure: (1) Isolation of cell populations from enzymatically dissociated retinas. (2) The surface protein Thy-1 is enriched in RGCs, this high affinity of Thy1-conjugated magnetic beads to RGCs was used to enrich the extracted cell populations with RGCs. (3) FACS was used to isolate GFP-positive cells (ipRGCs) from GFP-negative cells (cRGCs). These two populations were isolated in parallel to provide direct internal testing of ipRGCs versus cRGCs under the same treatments, conditions, and genetic backgrounds. (4) The RNA of these two main populations was subjected to mRNA extraction. (5) The RNA was converted to cDNA and amplified using Nugen Ovation RNA amplification system. (6) Illumina TruSeq sequencing libraries were prepared by ligating adapters to the cDNA. Single-end 50 bp sequencing was completed using the Illumina HiSeq system. (7) DEGs were determined using EdgeR bioinformatics pipeline. See Materials and Methods for details.

The distinctive structural and functional properties of ipRGCs must ultimately be traceable to different patterns of gene expression that have remained elusive. The melanopsin phototransduction cascade is a major defining feature of ipRGCs and the basic molecular framework has been identified (for review, see Hughes et al., 2012). However, the precise phototransduction mechanisms across the ipRGC subtypes have only recently become characterized (Jiang et al., 2018; Sonoda et al., 2018). M1 ipRGCs have been further subdivided based on their expression of the transcription factor Pou4f2 (Brn3b; Chen et al., 2011; Jain et al., 2012). Ablation of Brn3b-positive ipRGCs severely impairs the pupillary light reflex, but leaves circadian photoentrainment intact (Chen et al., 2011). Further, Brn3b-positive M1 ipRGCs provide inputs to diverse brain regions including the thalamus, midbrain, and hypothalamus (Li and Schmidt, 2018). Additionally, the transcription factor Tbr2 is selectively expressed in adult ipRGCs (Mao et al., 2014; Sweeney et al., 2014). Further molecular diversity is expected among ipRGCs, both within and between established ipRGC subtypes.

Previous attempts to develop a “molecular parts list” for ipRGCs through gene-expression profiling of adult ipRGCs have been limited by the extreme heterogeneity of retinal tissue and the fragility of mature retinal neurons (Lobo et al., 2006; Heiman et al., 2008; Sanes and Masland, 2015). Prior efforts using either anti-melanopsin immunopanning or fluorescence-activated cell sorting (FACS) of genetically-labeled fluorescent ipRGCs have been limited by low yield and inclusion of contaminating cell populations such as rods (Hartwick et al., 2007; Peirson et al., 2007; Siegert et al., 2012).

Here we conducted a thorough unbiased transcriptomic analysis of ipRGCs by purifying green fluorescent protein (GFP)-tagged ipRGCs through a combination of FACS and immuno-affinity and comparing with the transcriptional profile of GFP-negative RGCs. We did this in two different mouse lines, marking partially overlapping subsets of ipRGCs. The specificity and purity of these ipRGC samples is validated by their substantial enrichment for transcripts of genes known to be selectively expressed in ipRGCs and very low expression levels of genes linked to potentially contaminating cell types. We identified >75 new gene candidates expressed much more highly in adult ipRGCs than in other RGCs. We validate two of the new molecular markers at the protein level: Rasgrp1, which is a Ras guanine nucleotide exchange factor (GEF); and Tbx20, a T-box transcription factor. We relate these novel markers to established ipRGC subtypes and patterns of central projection.

## Materials and Methods

### Animals

All experiments were conducted in accordance with NIH guidelines under protocols approved by the Brown University Animal Care and Use Committee. Both male and female adult mice [postnatal day (P)30–P90] were used unless otherwise stated. *Opn4^cre/cre^* mice were crossed with floxed-stop reporter mice: “*Z/EG*” (*Jax#003920*); the offspring express GFP in *cre*-expressing cells (M1–M6), as described by Ecker et al., 2010. *Opn4-GFP(ND100Gsat)* is a BAC transgenic mouse generated by the GENSAT project at Rockefeller University. The Rasgrp1-KO (Rasgrp1^tm1Jstn^; Dower et al., 2000) was initially provided generously by Robert Barrington (University of Alabama) for initial testing. The *Cdh3-GFP* reporter is a BAC transgenic originally generated by the Gensat project (MMRRC, BK102Gsat/MMNC) useful for identifying M6 ipRGCs (Quattrochi et al., 2019). This mouse line was backcrossed with C57BL/6J background for >10 generations. *Cdh3-GFP* mice were 3 weeks old or younger unless otherwise stated.

### Retinal dissociation

Mice from either P5 (± 1day) or young adult (P30 ± 3 days) mice were euthanized by inhalation of CO_2_. Retinal tissue was dissected free into room temperature Hibernate-A medium (BrainBits). At least three biological replicates were produced for each dataset: three replicates for immature Gensat *Opn4-GFP* mice (P4–P6); six for adult Gensat *Opn4-GFP* mice; and four for *Opn4^Cre/+^; Z/EG* ^+/−^. We were able to regularly isolate >10,000 GFP+ ipRGCs from nine P5 transgenic reporter mice. In contrast, each adult replicate required 15–20 mice to obtain sufficient cells for the transcriptional analysis because of the relative fragility of adult RGCs.

Fresh retinas were enzymatically dissociated in a medium containing 10 ml of Hibernate-A minus Calcium (BrainBits), 20U/ml papain (Worthington), 0.25% GlutaMAX (Invitrogen), 1 mm l-cysteine, 0.004% DNase, and titrated to 7.4 pH with NaOH. The dissociation medium was activated for 30 min at 37°C before retinal immersion. Retinas were incubated in it for 45 min, with gentle shaking every 5–10 min, then centrifuged for 3 min at 200 rcf and washed with 1 ml of trituration medium containing Hibernate-A and 10% fetal calf serum. Retinas were gently triturated 10–15 times with a P1000 tip and an additional 4 ml of trituration buffer was added to each tube. The retina cell suspension was centrifuged for 11 min at 1000 rcf. The pellet was washed and resuspended with 1ml of HABG buffer containing Hibernate-A, 0.25% BSA, 1% B27 (Invitrogen), and 0.25% GlutaMAX (Invitrogen).

### RGC pre-enrichment

As a first step to purifying ipRGCs from dissociated retinal cells, we selected for ganglion cells by immuno-affinity for the cell-surface protein Thy-1 (Barres et al., 1988; Cahoy et al., 2008). We adapted classic immunopanning procedures to a magnetic-activated cell-sorting approach (Miltenyi Biotec). We incubated 1 ml of dissociated retinal cell suspension with 100 µl Thy1(CD90.2)-conjugated magnetic nanoparticles (Miltenyi) for 15 min at room temperature. The cell suspension was then passed through a Pre-separation filter and MS column (Miltenyi), which retained cells bound to Thy1-magnetic beads within the column magnetic field. After rinsing with HABG media, the remaining cells were flushed with 1 ml HABG media. In preparation for FACS, 2 μl/ml of the DNA intercalating dye 7-AAD (BD Pharmingen) was added to the solution to mark cells with compromised cell membranes.

### FACS

The RGC-enriched cell suspension obtained from the immuno-affinity step was passed through a FACS Aria (BD Biosciences) electrostatic sorter. Dead and dying cells were excluded based on high deep red 7-AAD fluorescence. We also excluded cellular debris, which registered as being essentially non-fluorescent, with relatively lower forward light scatter (FSC; an indication of particle size) and side light scatter (SSC; granularity) compared with RGCs.

The remaining cells were sorted using FITC gating into GFP-positive cells (presumptive ipRGCs in either reporter mouse we used; Fig. 2) and GFP-negative cells [nearly all expected to be conventional RGCs (cRGCs)]. The goal was to compare the transcriptional profiles of these two matched samples to identify genes differentially overexpressed or underexpressed in ipRGCs. The cRGC and ipRGC samples were treated with the same reagents, cytometer settings, centrifugation forces, and temperatures throughout the procedure. cRGCs and ipRGCs had similar SSC and FSC values.

**Figure 2.**
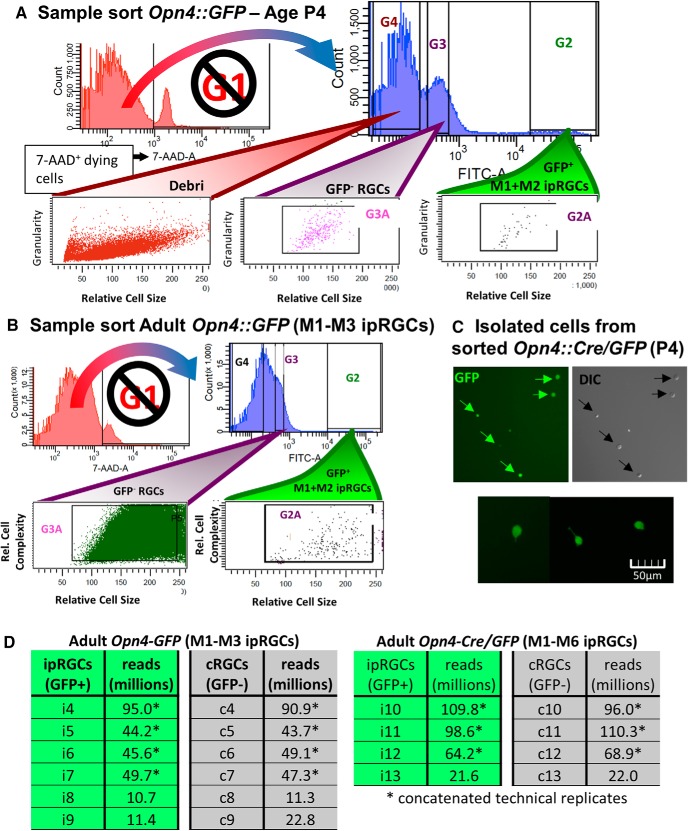
FACS gating strategy for isolating ipRGCs (GFP+) in parallel with GFP-negative cells that are enriched for RGCs. ***A***–***C***, Healthy cells were selected against death marker 7-AAD (not G1). The ipRGCs (GFP^+^) and generic RGCs (GFP^−^) cells were selected based on intensity and similar relative cell size ultimately using gates G2A and G3A, respectively. ***A***, Example sort from retina of P4 *Opn4-GFP* mouse. ***B***, Example sort from retina of young adult *Opn4-GFP* mouse, with noticeably higher debris and cell death. ***C***, Microscopy testing of accurate sorting of GFP+ cells isolated from P4 *Opn4-Cre/GFP* mouse. ***D***, Total sequenced reads from adult *Opn4-GFP* and *Opn4-Cre/GFP* reporters.

### RNA extraction and cDNA preparation

RNA-processing was done in an enclosed RNase-free environment to limit degradation of RNA throughout the extraction process. FACS-acquired cells were sorted directly into Qiagen RLT buffer with 10 μl/ml of β-mercaptoethanol for immediate lysis. While sorting, the lysis solution was kept at 4°C and periodically mixed. After sorting, we extracted the RNA from the lysed cells using the RNeasy Micro Kit and RNeasy Minelute columns (Qiagen). The enriched RNA was treated on-column with RNase-free DNase I (RNeasy Micro Kit) to remove any residual genomic DNA from the sample. For RNA elution, 12 µl of RNase-free water was added directly to the center of the spin column membrane and centrifuged at >8000 rcf for 1 min. Five microliters of eluted RNA solution was retained for Nugen Ovation cDNA amplification (Caretti et al., 2008; Clément-Ziza et al., 2009; Morse et al., 2010; Tariq et al., 2011). Additionally, integrity of eluted RNA was assessed using PicoChip RIN analysis and RNA amount using the Qubit RNA assay. Initially, we proceeded immediately with cDNA processing after RNA extraction. However, freezing at −80°C did not alter RNA integrity because the frozen RNA samples still received RIN score of 9.0 or greater. Therefore, most of the cDNA libraries were prepared after storage of extracted RNA at −80°C.

### RNA-seq library preparation and sequencing

Before preparing sequencing libraries, we first sheared cDNA to the appropriate size (200–300 bp median) using the Covaris system. Each sample was subsequently processed using Illumina TruSeq kit using a unique bar code adapter to allow for multiplexing multiple samples. Excess adapter sequences were removed using Ampure bead isolation, which removes all DNA fragments <200bp. The library fragment size distribution was tested using High Sensitivity Bioanalyzer and qPCR analysis using primers that match the library adapters (Quail et al., 2008; Fig. 2*D*). Finally, 50 bp single-end sequencing was completed using HiSeq 2000 (∼200 million reads divided among sequencing samples). Initially, we processed eight samples per lane with multiplexed sequencing. We later ran many of the sequencing libraries again with less multiplexing, providing increased sequencing depth. The corresponding technical replicates were merged together for differential expression analysis. The final read counts of each sample are shown in Fig. 2*D*.

**Figure 3.**
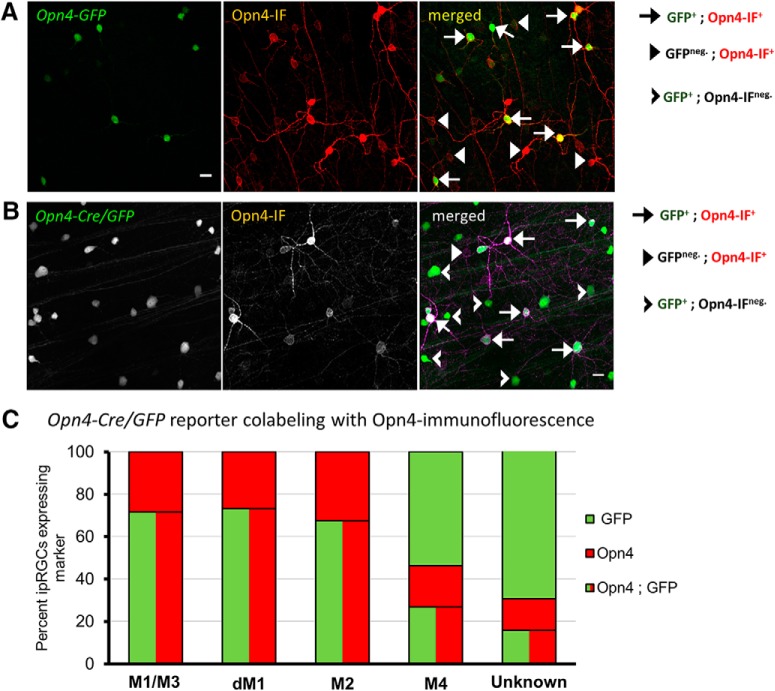
Characterization of Opn4-based fluorescent reporters for gene expression studies. ***A***, Immunofluorescence of anti-Opn4 immunofluorescence (IF) of whole-mount retina from transgenic *Opn4-GFP* mice with fluorescent protein expression in ipRGCs. Red, Opn4-immunolabeling; green, fluorescently labeled cells; yellow, merged colocalized labeling pattern. Scale bar, 20 μm. ***B***, Coexpression of *Opn4-Cre/GFP* labeling with immunofluorescence of anti-Opn4 staining of whole-mount retina. Red, Opn4-immunolabeling; green, fluorescently labeled cells; yellow, merged colocalized labeling pattern. Scale bar, 20 μm. ***C***, Quantification of labeling efficiency of Opn4-immunolabeled M1–M3 ipRGCs by *Opn4-Cre/GFP*. Additional comparison of GFP-labeling in low Opn4-expressing ipRGC subtypes M4 (large soma) and M5/6 (small soma).

### Differential gene and transcript expression analysis

For the tens of millions of reads generated by sequencing we first removed adapter sequences and low-quality reads using fastx_clipper and fastq_quality_filter, respectively. Second, using tophat2 we aligned reads to the mm9 mouse reference genome. Third, the aligned reads were converted to SAM format for htseq-count, which counted the number of reads that aligned to an annotated gene. Finally, we used the EdgeR package to perform statistical analysis on the generated count table to identify quantitative differences in expression levels between the two experimental samples (Anders and Huber, 2010; Trapnell et al., 2012; Anders et al., 2013). EdgeR compares and retains the relationship between all pairs of experimental samples when calculating differential expression likelihood (Anders et al., 2013). Our analysis filtered out genes with very low counts, <1 count per million (cpm), in more than half of the samples used in the differential expression analysis.

### Identification of differentially expressed genes

To identify the set of differentially expressed genes (DEGs) in the ipRGC populations, we used the following strict criteria. First, we identified genes with low false discovery rate (FDR; <0.05) and high fold-change (>2-fold) suggesting differential expression between ipRGCs and generic RGCs. Second, we considered whether the differentially gene expression was corroborated across both reporters (*Opn4::GFP* labeling M1–M3 cells and the *Opn4::Cre/GFP* system that labels M1–M6 ipRGCs) and both ages [P5 (± 1day) or young adult (P30 ± 3 days)]. Third, we identified whether the DEGs have nearly absent gene expression in cRGC samples to distinguish potential for selective gene expression in ipRGCs. This was distinguished both at the level of count-values and manual inspection of aligned raw reads using the Integrated Genome Viewer (IGV; Thorvaldsdóttir and Robinson, 2013). Using IGV, we verified that the reads align with reference gene model for full-length coverage across multiple ipRGC replicates and that there were absent or partial reads aligned across the generic RGC replicates.

Determining differentially repressed genes in adult ipRGCs was confounded by the high amount of contaminants in generic RGC populations. We could not decipher whether a gene with relatively low expression in ipRGCs was the result of non-RGC populations contaminating the generic RGC control population. In contrast, the P5 generic RGC samples from the *Opn4-GFP* reporter were determined to have greatly reduced levels of contamination and similar levels of RGC marker expression. This made it possible to identify genes more weakly expressed in ipRGCs than in generic RGCs in early postnatal development.

### Accession of RNA-seq data

Deposited in NCBI GEO with accession number GSE118780. To review the GEO accession, see https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE118780.

### Retina tissue preparations and solutions

Mice were killed by inhalation of CO_2_. Before removing the eye, the dorsal margin of the cornea was marked with a cautery and this was used to guide the placement of a large relieving cut in the dorsal retina as a subsequent guide to retinal orientation. Eyes were removed immediately after death and placed in Hibernate-A solution preheated to 37°C. To keep track of retinal orientation, the right and left eye were identified and processed separately.

### Immunohistochemistry

The following primary antibodies were used for our immunofluorescence colabeling studies: rabbit anti-melanopsin (Advanced Targeting Systems; 1:10,000), guinea pig anti-RBPMS (PhosphoSolutions, 1832-RBPMS), rabbit anti-GFP (Invitrogen); Goat anti-Brn3b antibody (Santa Cruz Biotechnology, sc-6026); mouse anti-Rasgrp1 (Santa Cruz Biotechnology, sc-8430); guinea pig anti-Tbx20 (1:8500; Song et al., 2006). Secondary antibodies consisted of AlexaFluor 350, 488, 594, or 647 donkey anti-goat, AlexaFluor 594 donkey anti-rabbit, and AlexaFluor 594 goat anti-guinea pig (Invitrogen or Jackson ImmunoResearch).

For immunofluorescence studies, the dissected retina was flattened onto Millipore nitrocellulose paper after making four small relieving cuts and fixed for 30 min at room temperature (freshly prepared 4% paraformaldehyde in 0.1 m PBS, pH 7.4). The tissue was then washed for 15 min in PBS three times, and then incubated in a blocking solution of 0.5% Triton-X and 5% goat serum in PBS for 2 h at room temperature. The tissue was incubated in the primary antibodies diluted in this same blocking solution for 2 d at 4°C on a shaker. The following day, the samples were washed six times for 20 min in 0.1% Tween 20 in PBS. The tissue was then incubated for 2 h in the appropriate secondary antibodies diluted 1:1000 in the blocking solution at room temperature. The tissue was then washed six times for 10 min in 0.1% Tween 20 in PBS. The retinas were mounted in Aquamount, coverslipped, and sealed with fingernail polish.

For Rasgrp1 immunofluorescence studies that did not include Tbx20 immunofluorescence, an additional antigen retrieval step was included by placing fixed tissue in Tris-EDTA, pH 8.0, for 30 min at 80°C. The samples were then allowed to return to room temperatures (∼15–30 min) before they were removed from the Tris-EDTA solution and washed three times for 15 min in PBS.

Anti-GFP immunofluorescence using AlexaFluor 488-labeled secondary antibody was included for all studies exploiting GFP labeling.

### Image acquisition

Immunofluorescent images were captured on a Zeiss Confocal (LSM 510) and Nikon Eclipse microscope (Micro Video Instruments, E614) with a built in Spot Camera (Diagnostic Instruments, HRD 100-NIK). Confocal images were taken with a 20× objective (Plan Apochromat, WD 0.55 mm) at a resolution of 2048 pixels. To enhance clarity, image files were pseudocolored and the brightness and contrast was adjusted using ImageJ 1.47 (National Institutes of Health). Final images were assembled in ImageJ and PowerPoint (Microsoft).

### Retrograde axon-transport labeling of ipRGCs from the suprachiasmatic nucleus

To label ipRGCs sending axon terminals to the SCN, we used a retrograde tracing method as previously described (Estevez et al., 2012; Stabio et al., 2018). Wild-type mice (4–8 weeks old) were anesthetized by inhalation of 3% isoflurane and placed in stereotaxic apparatus. A craniotomy was performed above the injection site (SCN: −0.5 AP, −5.6 DV, 1.25 ml) and a glass micropipette attached to a Picospritzer II (Parker Hannifin) was used to deliver 200 nl of retrograde tracer rhodamine latex microspheres (RetroBeads, Lumafluor). Three to 5 d later, the brain was removed and immediately fixed overnight at 4°C in 4% paraformaldehyde freshly prepared in 0.1 m PBS. The following day, the brain was rinsed in 0.1 m PBS and sectioned at 50 μm in the coronal plane. The slices were incubated in fluorescent DAPI stain to facilitate histologic identification of the SCN. Fluorescence imaging allowed us to visualize the injection site (rhodamine channel) in relation to the SCN, discernable from UV DAPI fluorescence. For this, we used a SPOT RT Slider digital microscope camera mounted to a Nikon (Diagnostic Instruments) as described previously (Berson et al., 2010; Estevez et al., 2012). Images were assembled in Adobe Photoshop CS3. For all data presented, injections spared the underlying optic chiasm and tracts, thus avoiding nonspecific retrograde labeling of RGCs.

## Results

For our transcriptomics studies, we enzymatically dissociated retinas from melanopsin-reporter mice, selected for RGCs by anti-Thy1 immunoaffinity, and sorted these into presumptive ipRGC and cRGC pools by FACS based on the fluorescent labeling of ipRGCs (Fig. 1*B*). 

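RNA of each sorted pool was read by RNA-seq (single-end, 50 bp). There are 26 libraries: 3 ipRGC and 3 cRGC pools at P5 (Opn4-GFP), 6 and 6 from adult Opn4-GFP mice, and 4 and 4 from adult Opn4-Cre/GFP mice. Each ipRGC pool (GFP-positive) has a cRGC pool (GFP-negative) of the same replicate number. The paper pairs its ipRGC and cRGC pools by number as split from one pool of cells, and the replicate numbers of the labels are taken here to mark the same pairs. The authors trimmed and filtered the reads, aligned them with TopHat2 to mm9, counted them per gene with htseq-count, and scaled them in edgeR. Genes below 1 CPM in most samples of a comparison had been removed. The deposited values are CPM of the scaled library size, in 1 set of columns for each age and strain. They divide back into whole reads. Reads over the listed genes range at P5 over 10818218 to 12895222 (median 10889303) in ipRGC libraries and 5467809 to 8961523 (median 8555117) in cRGC libraries. In adult Opn4-GFP the ranges are 4134285 to 34882834 (median 17717000) and 3927386 to 35090060 (median 14930824). Those of adult Opn4-Cre/GFP are 9482809 to 43877750 (median 34049884) and 6899510 to 44871619 (median 32277000). From 16 to 2530 listed genes hold no read in a library. The 3 tables list 13677 (P5), 11587 (adult Opn4-GFP) and 13357 (adult Opn4-Cre/GFP) genes. ipRGC and cRGC libraries were compared within each table with limma (trend) on log2(CPM + 1). A gene is called higher or lower at a Benjamini-Hochberg adjusted p below 0.05 and an absolute log2 fold change above 1. Fold changes are on this log2(CPM + 1) scale, which understates changes of low genes and can differ from the ratio of means. Values are mean ± SD in ipRGCs against cRGCs, with n = 3 (P5), 6 (adult Opn4-GFP) and 4 (adult Opn4-Cre/GFP) pools a group unless another n is given. Values of single genes are CPM of the scaled library size. Sums over marker lists are CPM of the reads of listed genes without that scaling, so sums and single genes are not on one scale. Groups of genes were tested with camera (fixed correlation 0.01) and again with the correlation estimated from the libraries. Some refits leave out single-run libraries, the adult libraries with 1 recorded sequencing run. These are both libraries of pools 5 and 6 in adult Opn4-GFP and of pool 4 in adult Opn4-Cre/GFP. Fewer pools remain in such a refit, so a call can be lost through the smaller n alone.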

We then compared gene expression in these ipRGC-enriched and cRGC-enriched cell samples to identify genes differentially expressed in ipRGCs compared with other ganglion cells.

We used two strains of melanopsin-reporter mice for these experiments. One of these was a BAC transgenic mouse generated by the GENSAT project (here termed *Opn4-GFP*). Because the GENSAT *Opn4-GFP* reporter line has not been characterized previously, we using anti-melanopsin immunofluorescence to relate the pattern of GFP labeling to that obtained. The M1 and M2 ipRGCs subtypes (and the bistratified M3 variant) express enough melanopsin throughout their somas and dendrites to permit M1 and M2 cells to be differentiated based on their dendritic stratification in the IPL (OFF sublayer for M1 cells; ON sublayer for M2 cells; Berson et al., 2010; Schmidt and Kofuji, 2009). M3 ipRGCs, which are relatively rare, stratify in both the ON and OFF sublamina. Documenting this bistratified pattern in such material is labor intensive, so for efficiency, we simply grouped any cell with melanopsin-immunopositive dendrites in the OFF IPL together and refer to this as the “M1/M3” type. To limit bias, identification and classification of ipRGCs based on Opn4-immunofluorescence was completed first and remained hidden from the analyst until labeling of other features were completed.

All *Opn4-GFP*^+^ cells were Opn4-immunopositive (*n* = 60 GFP^+^ cells across 7 regions of 1 retina; Fig. 3*A*). Approximately one-half of GFP^+^ cells were M1/M3 ipRGCs with somas in the ganglion-cell layer (52.6 ± 6.8% of 66 GFP+ cells across 7 retinal regions), 9.7 ± 5.0% were displaced M1 cells, and the remaining 37.7 ± 3.5 were M2 cells. Unexpectedly, many of the Opn4-immunopositive M1-M3 ipRGCs were not labeled by the reporter. Most, but not all, M1/M3 ipRGCs-immunoreactive for anti-Opn4 also coexpressed GFP (63.3 ± 4.8% of 55 M1 cells), whereas only 28.7 ± 3.9% of M2 ipRGCs (88 cells) were GFP^+^. Therefore, the coexpression of EGFP expression by the *Opn4-GFP* reporter is strongly correlated with M1–M3 ipRGCs, but only accounts for approximately half of the population. In its selective labeling of M1–M3 ipRGCs, this *Opn4-EGFP* reporter resembles another BAC transgenic melanopsin reporter mouse of similar design (Schmidt et al., 2008). The selectivity presumably results from the fact that these ipRGC subtypes express the most melanopsin, and GFP expression is proportionate.

The other reporter mouse used in this study, *Opn4^Cre/+^; Z/EG* mice (*Opn4-Cre/GFP*), has been previously demonstrated to label with EGFP all six known morphologic types of ipRGCs, named M1–M6, while labeling few if any cRGCs (Ecker et al., 2010; Estevez et al., 2012; Stabio et al., 2018; Quattrochi et al., 2019). M4–M6 cells have lower levels of melanopsin-expression than M1–M3 cells and their dendrites are not revealed by Opn4 immunostaining (Ecker et al., 2010; Stabio et al., 2018; Quattrochi et al., 2019). Nonetheless, M4 cells are recognizable among GFP+ cells in this mouse line from their large soma size, and weak melanopsin or absent anti-melanopsin immunolabeling (Estevez et al., 2012).

Opn4-immunofluorescence revealed that more than one-fourth of ipRGCs of the M1, M2 and M3 cells lacked discernable GFP-labeling in this reporter mouse (M1/M3 cells: 28%, *n* = 81; displaced M1 cells: 27%, *n* = 15; M2 cells: 33%, *n* = 132; 4 sampled regions from one *Opn4-Cre/GFP* retina; Fig. 3*B*,*C*). Among presumed M4 cells (large somas; faint Opn4-immunoreactivity) only approximately one-quarter were GFP-positive (27% Opn4^+^;GFP^neg.^, *n* = 67 M4 cells). Other presumed M4 cells (large GFP+ somas) were Opn4-immunonegative (54%, *n* = 67 M4 cells; Fig. 3*C*). GFP^+^ cells with small somas and no evident Opn4-immunoreactivity were designated as “unknown” ipRGC types (72%, *n* = 202 unknown cells; Fig. 3*C*). These were presumably mainly M5 and M6 cells, but this could not be confirmed from dendritic immunostaining. Additionally, we observed small cell bodies of unknown type with weakly Opn4-immunlabeling that did not extend to the dendrites (28%; Fig. 3*C*).

### Cell composition and purity of isolated ipRGCs and cRGCs

The transcriptional data obtained offered broad internal evidence for the efficacy of purification of cell samples. As expected, the *Opn4* (melanopsin) gene was among the genes much more highly expressed in ipRGCs than in cRGCs. For example, *Opn4* was enriched 40-fold in adult ipRGCs purified from *Opn4-GFP* mice, and this was highly significant, at *q* < 1 × 10^−55^ FDR. 

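Opn4, the gene of the photopigment melanopsin (ENSMUSG00000021799, chromosome 14, 35403804 to 35413328 of mm9), was higher in ipRGCs in all 3 comparisons. Its level in adult Opn4-GFP was 6266 ± 2926 against 177 ± 156 CPM (log2 fold change 5.33, SE 0.42, adjusted p = 1.53e-08), a 40.3-fold difference on the log2 scale. Adult Opn4-Cre/GFP pools held 1982 ± 1246 against 14.0 ± 18.2 CPM (log2 fold change 7.64, SE 0.75, adjusted p = 5.38e-05), and P5 pools 2625 ± 692 against 46.5 ± 7.96 CPM (log2 fold change 5.77, SE 0.23, adjusted p = 6.87e-10). In each of the 13 ipRGC and cRGC pairs of pools the ipRGC value was the higher.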

Though *Opn4* expression was detected in cRGCs at modest levels (Fig. 4*A*), this was expected, because some ipRGCs lack GFP expression in both melanopsin reporter lines (Opn4-GFP and Opn4-cre/GFP), and these would have been pooled with cRGCs during the FACS procedure.

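The lowest and highest Opn4 values among cRGC libraries were 41.2 and 55.7 CPM at P5, 69.1 and 487 in adult Opn4-GFP, and 1.87 and 40.4 in adult Opn4-Cre/GFP. The lowest ipRGC values of this melanopsin gene were 1986, 2915 and 820 CPM. The cRGC libraries hold 1114, 13856 and 867 Opn4 reads in all.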

**Figure 4.**
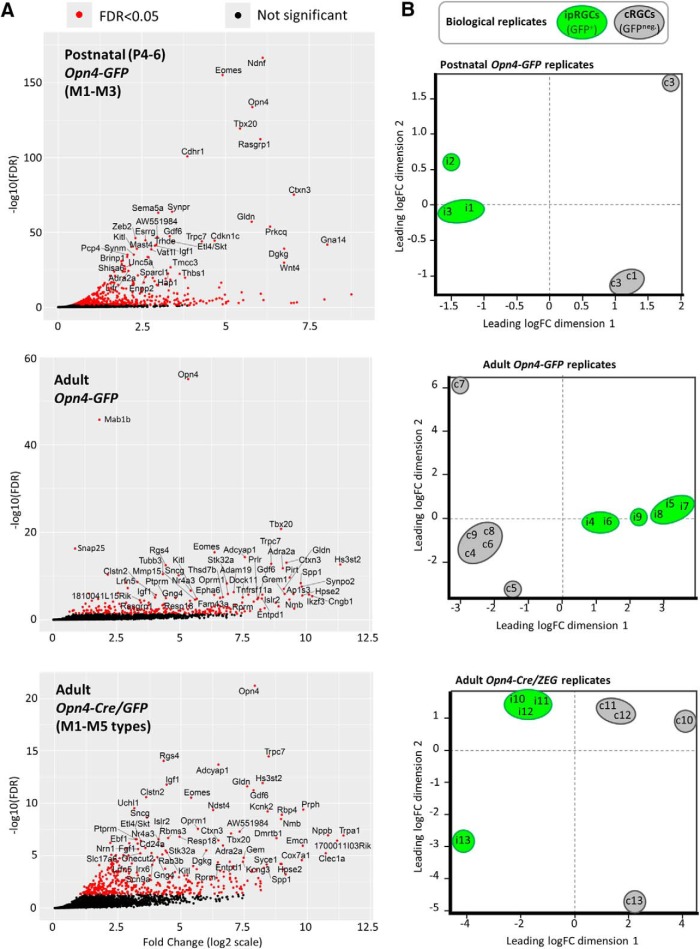
Scatterplot analysis of relative gene expression and dispersion of biological replicates from positively-selected ipRGCs and enriched cRGCs. ***A***, Volcano plot analysis of gene transcripts with positive fold-change (*x*-axis; ipRGC-enriched relative to cRGCs) plotted against the negative logarithm of the FDR (*y*-axis). Significant differentially expressed transcripts (FDR < 0.05) are represented as red dots, whereas transcript with FDR > 0.05 have black dots; blue transcripts, Parv-Cre/TdT enriched; red, SNS-Cre/TdT enriched, twofold, *p* < 0.05). The most significant genes from each sample set are attributed with gene name labels, with limits implemented for text readability (FDR < 1E−20 and logFC > 2 for postnatal age Opn4-GFP reporter; FDR < 1E−4 and logFC > 3 for adult ipRGC reporters). ***B***, EdgeR MDS plot illustrates the overall similarity between expression profiles of different samples. Each sample is denoted by a letter (“i” for ipRGCs; “c” for cRGCs) and a number, corresponding to particular replicate, comprising one pool of purified RGCs then divided into the two pools. Numbering scheme represents paired ipRGCs (GFP^+^) and cRGCs (GFP^−^) replicates (i.e., ipRGC sample “i1” was processed in parallel with cRGC sample “c1”, sample “i2” with “c2”, etc.). Distances are approximately the log2 fold-changes between samples. Green and gray ovals represent ipRGC (GFP^+^) and cRGC (GFP^−^) samples, respectively. Adapted from EdgeR simple graphical output of individual samples in 2D space.

Transcripts of other genes known to be expressed in ipRGCs were also enriched in the ipRGC pool relative to the cRGC pool (FDR < 0.05, significantly expressed in ipRGC samples, and absent or weakly expressed in cRGC samples). Among these genes were *Adcyap1* (pituitary adenylate-cyclase activating polypeptide; PACAP), *Tbr2* (*Eomesodermin*), *Trpc7* and, to a lesser extent, *Trpc6* (Hannibal et al., 2004; Xue et al., 2011; Sand et al., 2012; Mao et al., 2014; Sweeney et al., 2014; Fig. 4*A*). Together, these results demonstrate that mRNA isolated from purified ipRGC samples were enriched as expected for transcripts for genes that are known to be differentially expressed in ipRGCs.

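Adcyap1, the gene of the neuropeptide PACAP, Eomes (Tbr2), a T-box transcription factor, and Trpc7, a cation channel subunit of phototransduction, were higher in ipRGCs in all 3 comparisons. Trpc6, a related channel subunit, was higher at P5. Log2 fold changes of Eomes were 4.84 (SE 0.20, adjusted p = 7.92e-10) at P5, 6.06 (SE 0.67, adjusted p = 1.45e-06) in adult Opn4-GFP and 5.21 (SE 0.67, adjusted p = 2.82e-04) in adult Opn4-Cre/GFP. Those of Adcyap1 were 1.13 (SE 0.26, adjusted p = 0.0153) at P5, 6.48 (SE 0.79, adjusted p = 6.28e-06) in adult Opn4-GFP and 5.85 (SE 0.66, adjusted p = 1.02e-04) in adult Opn4-Cre/GFP, and those of Trpc7 were 3.95 (SE 0.32, adjusted p = 1.20e-06) at P5, 6.12 (SE 0.92, adjusted p = 8.49e-05) in adult Opn4-GFP and 6.38 (SE 0.82, adjusted p = 2.82e-04) in adult Opn4-Cre/GFP. For Trpc6 they were 1.76 (SE 0.42, adjusted p = 0.0225) at P5, 2.19 (SE 1.04, adjusted p = 0.278) in adult Opn4-GFP and 1.55 (SE 0.97, adjusted p = 0.461) in adult Opn4-Cre/GFP. In adult Opn4-GFP the levels were 730 ± 577 against 11.3 ± 12.7 CPM for Eomes, 201 ± 119 against 1.05 ± 0.666 CPM for Adcyap1, 158 ± 167 against 0.778 ± 1.45 CPM for Trpc7 and 24.2 ± 17.8 against 6.47 ± 8.01 CPM for Trpc6. With Opn4, this list of 5 known ipRGC genes had 5 members higher at P5, 4 in adult Opn4-GFP (5 adjusted over the list alone) and 4 in adult Opn4-Cre/GFP (4 adjusted over the list alone). The camera test gave adjusted p = 3.40e-17, 2.73e-12 and 9.57e-10 in that order. At P5 the call for Adcyap1 is lost without cRGC pool 1 (adjusted p = 0.0728), ipRGC pool 1 (0.0823) or ipRGC pool 3 (0.101), and that for Trpc6 without cRGC pool 1 (adjusted p = 0.0557), cRGC pool 2 (0.0647), ipRGC pool 1 (0.132) or ipRGC pool 3 (0.106).

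**Figure D1:**
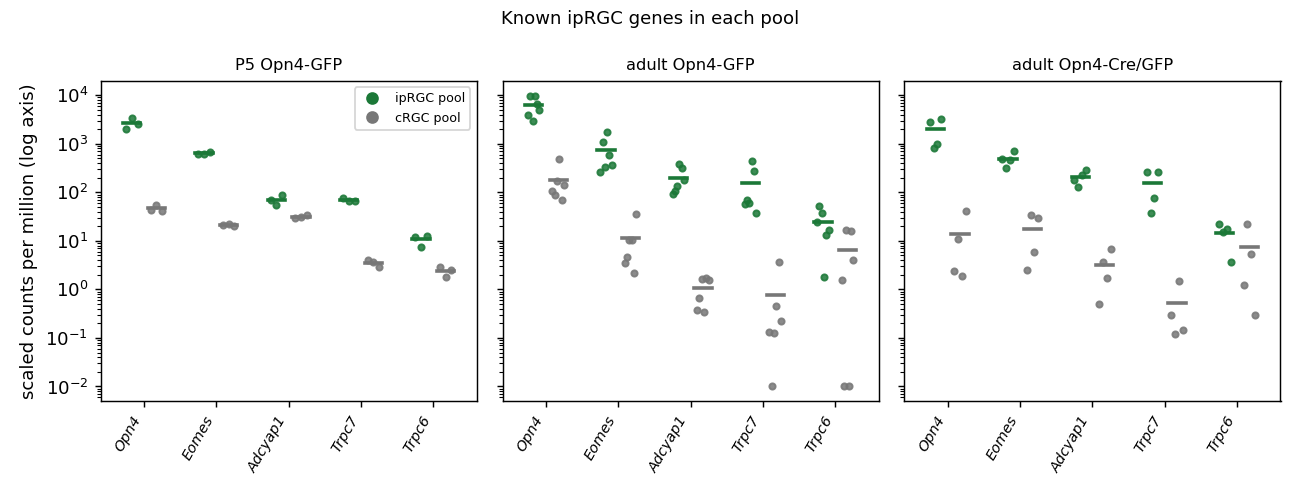
Opn4, Eomes, Adcyap1, Trpc7 and Trpc6 in each library (dots) and group means (bars), CPM on a log axis. Values under 0.01 are drawn at 0.01. n = 3 pools a group at P5, 6 in adult Opn4-GFP and 4 in adult Opn4-Cre/GFP.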

The relationship among the transcriptional profiles of ipRGC and cRGC samples across replicates are illustrated in the multidimensional scaling (MDS) plots of Figure 4*B*. These show the relationship between all pairs of samples (one of ipRGCs, the other of cRGCs) based on a count-specific pairwise distance measure (Anders et al., 2013; Fig. 4*B*). These sample pairs were clearly separated along the first dimension, indicating pronounced differences in overall gene-expression patterns between ipRGC and cRGC samples. 

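All ipRGC libraries lie on one side of dimension 1 and all cRGC libraries on the other, at P5 and in both adult strains. Dimension 1 holds 49.0% of the variation among libraries at P5, 23.9% in adult Opn4-GFP and 39.5% in adult Opn4-Cre/GFP. Median correlations between libraries of one group were 0.956 in P5 ipRGCs and 0.946 in P5 cRGCs, 0.696 and 0.594 in adult Opn4-GFP, and 0.844 and 0.695 in adult Opn4-Cre/GFP. The distances were taken from limma's multidimensional scaling of log2(CPM + 1).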

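On dimension 2 of the scaling, the mean gap between the ipRGC and cRGC libraries of one pool at P5 was 0.389, against 1.04 for ipRGC and cRGC libraries of different pools (exact permutation p = 0.167, the smallest p that 3 pools allow). In adult Opn4-GFP the gaps were 1.73 and 1.85 (exact permutation p = 0.167, smallest possible 0.00139). The adult Opn4-Cre/GFP gaps were 1.77 and 1.45 (exact permutation p = 1, smallest possible 0.0417). There the larger gap within pools leans on pool 4, with its ipRGC library at 0.660 and its cRGC library at -3.45.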

Samples of ipRGCs and cRGCs derived from the same retina and processed in parallel tended to be closely spaced along the second dimension, indicating greater similarity within than across replicates. This may reflect slight differences in overall genetic makeup of mice contributing to each pool, because both strains used were on a mixed genetic background, or to slight technical differences in the acquisition and processing of RNA from one run to the next.

In the purified ipRGC samples, we found little or no evidence of contamination by transcripts from other retinal cell types. For example, transcript levels were very low for rod and cone opsins, for the amacrine-specific marker ChAT, for several bipolar markers (Otx2; Vsx2; Grm6; Trpm1), and for markers of astrocytes, microglial and vascular cells (Fig. 5). 

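Photoreceptor and bipolar cell transcripts were low in adult ipRGC pools. In adult Opn4-GFP ipRGCs (n = 6), Otx2, a photoreceptor and bipolar cell transcription factor, was at 0.959 ± 1.08 CPM, Grm6, the ON bipolar cell glutamate receptor gene, at 2.78 ± 4.55, and Trpm1, its channel, at 6.35 ± 7.75. In adult Opn4-Cre/GFP ipRGCs (n = 4) the levels were 1.10 ± 2.13 for Otx2, 2.64 ± 2.74 for Grm6 and 3.38 ± 5.55 for Trpm1. Opn1mw, the gene of the medium-wave cone opsin, was at 22.4 ± 38.3 CPM there. Summed over marker lists, adult Opn4-GFP ipRGCs held 100 ± 60.5 CPM of rod genes (7 listed), 43.6 ± 31.2 of cone genes (2 listed), 379 ± 71.2 of bipolar cell genes (9 listed), 33.1 ± 20.1 of vascular genes (4 listed) and 0.869 ± 2.06 of Gfap, the 1 astrocyte gene listed (mean 0.0269 without ipRGC pool 5). Pan-RGC marker genes (16 listed) summed to 6061 ± 732 CPM. In ipRGC pool 4 of adult Opn4-Cre/GFP the rod genes summed to 547 CPM and the cone genes to 229, against at most 127 and 39.2 in the other 3 ipRGC pools.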

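Glul, the glutamine synthetase gene of Müller glia, was at 91.6 ± 34.3 against 95.8 ± 15.7 CPM at P5 (log2 fold change -0.11, SE 0.26, adjusted p = 0.951). Vim, the vimentin gene, was higher in P5 ipRGCs, at 94.3 ± 39.7 against 39.8 ± 14.0 CPM (log2 fold change 1.20, SE 0.31, adjusted p = 0.0355). In adults both were lower in ipRGCs. Glul was at 112 ± 38.3 against 7024 ± 1883 CPM in adult Opn4-GFP (log2 fold change -5.99, SE 0.32, adjusted p = 1.06e-11) and at 213 ± 144 against 7869 ± 6324 CPM in adult Opn4-Cre/GFP (log2 fold change -5.14, SE 0.52, adjusted p = 5.84e-05). Vim was at 10.4 ± 14.6 against 461 ± 277 CPM (log2 fold change -6.26, SE 0.91, adjusted p = 7.24e-05) and 9.81 ± 4.18 against 537 ± 598 CPM (log2 fold change -5.20, SE 0.62, adjusted p = 1.59e-04). At P5 the call for Vim is lost without cRGC pool 1 (adjusted p = 0.143), cRGC pool 2 (0.139) or ipRGC pool 2 (0.208). Vim loses its adult Opn4-Cre/GFP call with DESeq2 (no adjusted p given).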

Several transcripts suitable for assessing potential contamination from Müller glia (*Glul*, *Vim)* were present at surprisingly high levels in the purified ipRGC samples, suggesting that these glial cells may contaminate the transcriptional picture to some degree.

**Figure 5.**
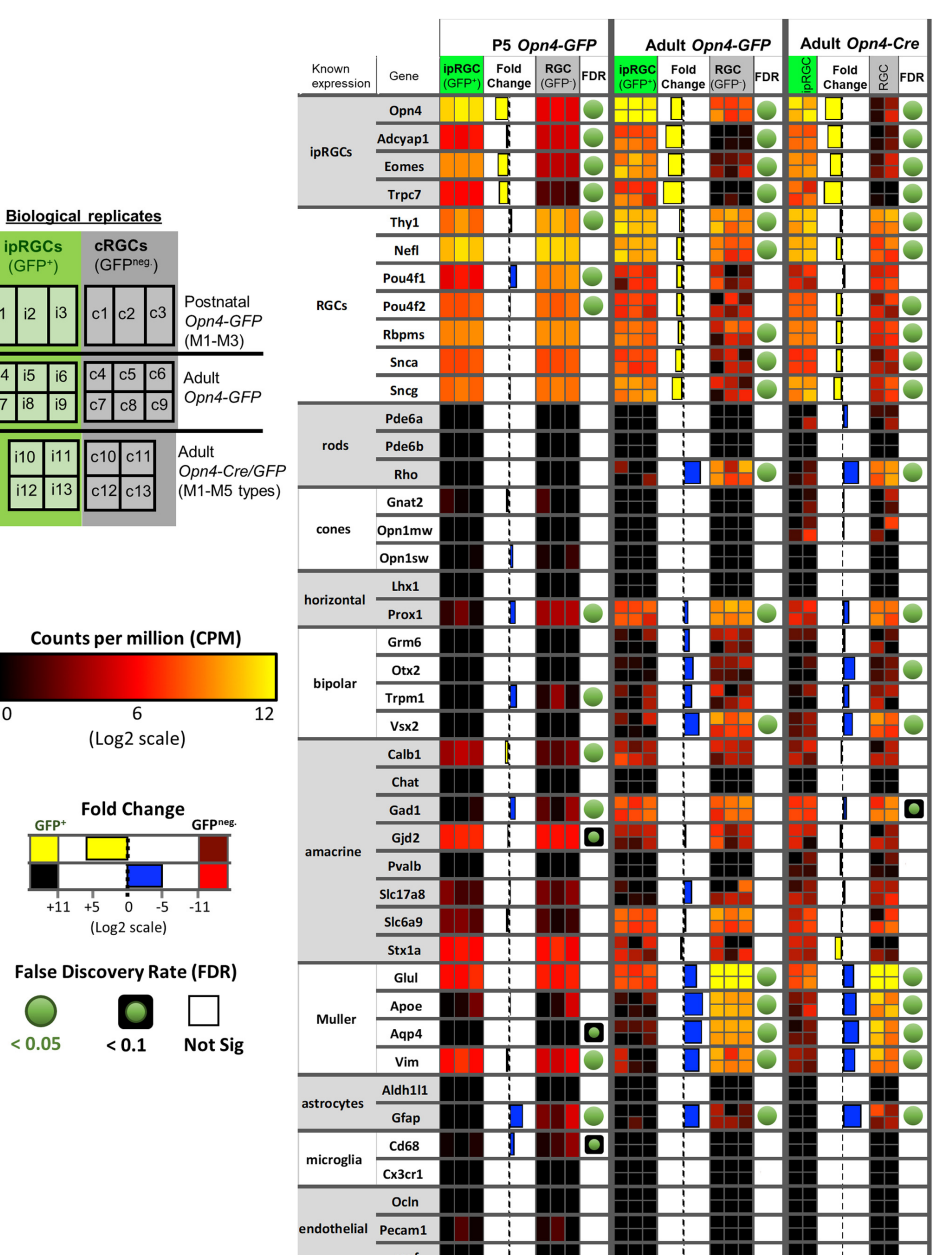
Purity and cell composition assessment of ipRGC and generic RGC samples. Heat map of known cell type marker gene expression in the retina to assess purity and cell composition of ipRGC and generic RGC samples. Shown are biological replicates tested for *Opn4-GFP* (P5 and adult) and *Opn4-Cre/GFP* reporters. Relative expression levels, fold-change, and FDR are color-coded as indicated in the figure. White boxes indicate high gene expression, whereas blue represents little or no detected expression. FDR is not available (NA) in cases that our analysis filtered out genes with very low counts, <1 cpm, in more than one-half of the samples used in the differential expression analysis.

In general, the cRGC samples were relatively less pure than the ipRGCs samples by this measure. A particularly informative transcript for assessing such contamination is that for the rhodopsin gene (*Rho*), because rods are by far the most common neuronal type in the mouse retina and express *Rho at* very high levels. Rhodopsin transcripts were significantly (150-fold) more abundant in the cRGC samples than in ipRGC samples (Fig. 5), whether isolated from *Opn4-GFP* or *Opn4-Cre/GFP* adult reporter mice (FDR < 6 × 10^−9^). 

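Of the rod genes, Pdc and Gnat1, which act in rod phototransduction, were lower in adult Opn4-GFP ipRGCs, where Pdc was at 2.32 ± 5.58 against 33.3 ± 40.2 CPM (log2 fold change -3.60, SE 0.98, adjusted p = 0.0294). Over the list, 3 of 7 members were lower and 1 (Cngb1) higher in adult Opn4-GFP (camera adjusted p = 0.0119, adjusted p = 0.0746 with an estimated correlation). Of 11 listed in adult Opn4-Cre/GFP, 2 were lower (5 adjusted over the list alone) and 1 higher (camera adjusted p = 8.57e-04, adjusted p = 0.0676 with an estimated correlation). The call for Pdc is lost in 6 of 12 refits without 1 library (adjusted p = 0.0528 to 0.0766) and with DESeq2 (0.150), edgeR's exact test (0.284) or single-run libraries left out (0.0778).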

Evidently, the second isolation step in which GFP+ positive cells were isolated by FACS from the purified RGC pool was a key factor in the greater purity of the ipRGC sample. Similarly, transcripts associated with bipolar cells and Müller glial cells were generally more abundant in cRGC than ipRGC samples. For example, the cRGCs had relatively high expression of the known Müller glia markers *Glul*, *Apoe*, *Aqp4*, and *Vim*, generally higher than in the ipRGC pool (Fig. 5). 

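Müller glia genes were lower in ipRGCs than in cRGCs in both adult strains, all 16 listed members in adult Opn4-GFP and all 19 in adult Opn4-Cre/GFP (camera adjusted p = 6.53e-52 and 1.18e-37). Apoe, a lipid carrier gene, was at 2.78 ± 3.40 against 851 ± 236 CPM in adult Opn4-GFP (log2 fold change -8.15, SE 0.64, adjusted p = 1.53e-08), and Aqp4, a water channel gene, at 3.49 ± 2.79 against 687 ± 144 CPM (log2 fold change -7.60, SE 0.66, adjusted p = 3.80e-08). The Opn4-Cre/GFP levels were 18.9 ± 21.8 against 940 ± 746 CPM (log2 fold change -5.77, SE 0.74, adjusted p = 2.87e-04) and 5.21 ± 2.53 against 907 ± 810 CPM (log2 fold change -6.81, SE 0.68, adjusted p = 5.40e-05). Slc1a3, the glial glutamate transporter gene, and Rlbp1, a retinoid carrier gene, had log2 fold changes of -7.63 (SE 0.64, adjusted p = 2.55e-08) in adult Opn4-GFP and -6.47 (SE 0.50, adjusted p = 7.21e-06) in adult Opn4-Cre/GFP, and of -7.82 (SE 0.69, adjusted p = 4.27e-08) in adult Opn4-GFP and -6.59 (SE 0.72, adjusted p = 8.84e-05) in adult Opn4-Cre/GFP. Of bipolar cell genes, 1 of 9 was lower in adult Opn4-GFP (3 adjusted over the list alone, camera adjusted p = 0.00361) and 1 of 7 in adult Opn4-Cre/GFP (camera adjusted p = 0.0247, adjusted p = 0.221 with an estimated correlation). For Otx2, a transcription factor of bipolar cells, the log2 fold changes were -2.21 (SE 0.77, adjusted p = 0.104) in adult Opn4-GFP and -1.79 (SE 0.73, adjusted p = 0.203) in adult Opn4-Cre/GFP.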

Contamination of adult cRGC samples by other cell types may explain why most RGC markers, such as *Rbpms* and *Sncg* (Soto et al., 2008; Rodriguez et al., 2014), were less abundant in the cRGC cell pool than in the ipRGC pool. However, the data suggest that contamination in the cRGC pool was not uniform across retinal cell types. 

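RGC marker genes were higher in adult ipRGC than cRGC pools. Sncg, the gamma-synuclein gene, was at 491 ± 176 against 26.3 ± 22.2 CPM in adult Opn4-GFP (log2 fold change 4.83, SE 0.71, adjusted p = 7.45e-05) and 726 ± 438 against 72.7 ± 64.1 CPM in adult Opn4-Cre/GFP (log2 fold change 3.58, SE 0.61, adjusted p = 0.00257). Rbpms, an RNA-binding protein gene that marks RGCs, was at 234 ± 75.6 against 79.7 ± 97.3 CPM (log2 fold change 2.58, SE 0.76, adjusted p = 0.0477) and 325 ± 19.5 against 64.2 ± 35.4 CPM (log2 fold change 2.47, SE 0.43, adjusted p = 0.00298). Of 16 pan-RGC markers, 9 were higher in adult Opn4-GFP (14 adjusted over the list alone, camera adjusted p = 1.54e-13) and 12 in adult Opn4-Cre/GFP (14 adjusted over the list alone, camera adjusted p = 2.71e-14, adjusted p = 0.0597 with an estimated correlation), and none was lower. Nefl, a neurofilament gene, was among them, with log2 fold changes of 2.53 (SE 0.48, adjusted p = 0.00134) in adult Opn4-GFP and 2.94 (SE 0.48, adjusted p = 0.00169) in adult Opn4-Cre/GFP. Thy1, the surface antigen used for the first purification, had 1.43 (SE 0.41, adjusted p = 0.0417) in adult Opn4-GFP and 1.28 (SE 0.48, adjusted p = 0.156) in adult Opn4-Cre/GFP. In the same adult Opn4-GFP pools the Müller glia sum was 18.2 times as high in cRGCs as in ipRGCs. The call for Rbpms in adult Opn4-GFP is lost without cRGC pool 1 (adjusted p = 0.0888), cRGC pool 4 (0.0640), cRGC pool 5 (0.0788), cRGC pool 6 (0.102), ipRGC pool 1 (0.0819), ipRGC pool 2 (0.0905), ipRGC pool 3 (0.0695), ipRGC pool 4 (0.0940), ipRGC pool 5 (0.0957) or ipRGC pool 6 (0.0667). With the pool number as a block it is also lost (adjusted p = 0.0704). Thy1 loses its adult Opn4-GFP call in 9 of 12 refits without 1 library (adjusted p = 0.0544 to 0.109) and with DESeq2 (0.157), edgeR's exact test (0.191) or single-run libraries left out (0.367), and Nefl with single-run libraries left out (adjusted p = 0.0560). Rbpms loses its adult Opn4-GFP call with DESeq2 (adjusted p = 0.246), edgeR's exact test (0.317) or single-run libraries left out (0.305).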

Amacrine-specific transcripts were no more abundant overall in cRGCs than in ipRGCs, and microglial and vascular markers were essentially absent, as in ipRGCs.

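Summed over 15 amacrine cell genes, adult Opn4-GFP libraries held 2600 ± 691 against 5175 ± 1516 CPM (exact permutation test, adjusted p = 0.0349), 1.99 times as much in cRGCs. For adult Opn4-Cre/GFP the sum was 1981 ± 407 against 4070 ± 1359 CPM (exact permutation test, adjusted p = 0.129, smallest possible unadjusted p 0.0286). Pax6, a transcription factor of amacrine cells and RGCs, had log2 fold changes of -0.96 (SE 0.41, adjusted p = 0.205) in adult Opn4-GFP and -0.96 (SE 0.36, adjusted p = 0.159) in adult Opn4-Cre/GFP, and Gad1, a GABA synthesis enzyme, -0.63 (SE 0.56, adjusted p = 0.646) in adult Opn4-GFP and -1.40 (SE 0.58, adjusted p = 0.210) in adult Opn4-Cre/GFP. Of the list, 3 of 15 were lower in adult Opn4-GFP (camera adjusted p = 0.00743, adjusted p = 0.0867 with an estimated correlation), 1 of 15 in adult Opn4-Cre/GFP (camera adjusted p = 0.0964), and none was higher. Of 4 vascular genes listed, Kdr and Flt1, the VEGF receptor genes, were lower in ipRGCs of both adult strains. Kdr was at 2.23 ± 3.95 against 643 ± 146 CPM in adult Opn4-GFP (log2 fold change -8.25, SE 0.72, adjusted p = 3.80e-08) and 6.40 ± 5.22 against 823 ± 656 CPM in adult Opn4-Cre/GFP (log2 fold change -6.83, SE 0.66, adjusted p = 5.38e-05). Flt1 was at 10.0 ± 14.0 against 560 ± 239 CPM (log2 fold change -6.78, SE 0.83, adjusted p = 7.26e-06) and 7.82 ± 8.62 against 711 ± 586 CPM (log2 fold change -6.42, SE 0.70, adjusted p = 8.84e-05). Pdgfrb, a pericyte gene listed with adult Opn4-Cre/GFP, was lower there too, at 0.469 ± 0.277 against 46.9 ± 7.90 CPM (log2 fold change -5.03, SE 0.72, adjusted p = 6.37e-04). No microglia gene of the list was tested in adults.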

In immature mice (P5; *Opn4-GFP*), contamination of cRGC samples by non-RGC transcripts appeared more modest than in adults. 

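At P5 the Müller glia genes (14 listed) summed to 585 ± 116 against 501 ± 32.9 CPM (exact permutation test, adjusted p = 0.417) and the rod genes (5 listed) to 33.2 ± 7.07 against 42.8 ± 22.3 CPM (adjusted p = 0.860). With 3 pools a group the smallest possible unadjusted p is 0.1. Pan-RGC markers summed to 8802 ± 1916 against 11029 ± 940 CPM (adjusted p = 0.319). Of the 17 tested, Pou4f1, Pou4f3 and Rbpms2 were lower and none higher (camera adjusted p = 0.00162, adjusted p = 0.374 with an estimated correlation). Of the Müller genes 1 (Vim) was higher in ipRGCs and none lower (camera adjusted p = 0.808). Apoe was at 3.17 ± 3.16 against 11.7 ± 18.3 CPM (log2 fold change -0.59, SE 0.86, adjusted p = 0.898) and Slc1a3 at 2.21 ± 1.53 against 10.2 ± 9.63 CPM (log2 fold change -1.57, SE 0.58, adjusted p = 0.185). Of the amacrine genes 1 of 12 was higher and 3 lower (camera adjusted p = 0.497), among them Pax6 at 114 ± 9.92 against 253 ± 58.5 CPM (log2 fold change -1.12, SE 0.22, adjusted p = 0.00624), whose log2 fold change is under the threshold without cRGC pool 3 (-0.98). Gfap, the astrocyte filament gene, was lower in P5 ipRGCs, at 0.151 ± 0.202 against 15.8 ± 17.6 CPM (log2 fold change -3.35, SE 0.61, adjusted p = 0.00321). The microglia genes (2 listed) summed to 1.77 ± 0.685 against 6.27 ± 6.03 CPM and the vascular genes (3 listed) to 12.3 ± 1.33 against 109 ± 167 CPM. Without cRGC pool 3, which held 13.2 and 302 CPM, these cRGC means are 2.82 and 13.0 CPM. The astrocyte sum was 78.0 CPM in that pool and at most 18.1 in the other 2 cRGC pools.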

The major sources of contamination (rods and Müller glia) are still being born and undergoing early-stage differentiation at this age, and this would presumably depress the abundance of their cell-type-specific transcripts (Young, 1985; Morrow et al., 1998; Matsushima et al., 2011).

To summarize, this analysis suggests that the ipRGC samples were relatively free of contamination by most other retinal cell types. In contrast, contamination of the cRGC samples appears to derive mainly from Müller cells and strongly expressed genes in rods. 

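Of the marker lists summed, Müller glia genes differed most in CPM between the adult pools, though not in ratio. Their sum in adult Opn4-GFP was 1114 ± 369 against 20315 ± 6058 CPM (exact permutation test, adjusted p = 0.0155) and in adult Opn4-Cre/GFP 1274 ± 369 against 22303 ± 16298 CPM (adjusted p = 0.0768). Glul and Dkk3 were the most abundant of them, Dkk3 at 736 ± 265 against 4555 ± 1481 CPM and 694 ± 73.1 against 5190 ± 4182 CPM. Rod genes in cRGCs summed to 666 ± 523 CPM in adult Opn4-GFP (n = 6, adjusted p = 0.0155). Those of adult Opn4-Cre/GFP summed to 205 ± 230 against 808 ± 361 CPM (adjusted p = 0.129). Other lists with higher sums in adult Opn4-GFP cRGCs were vascular genes (1226 ± 447 CPM, adjusted p = 0.0155), horizontal cell genes (162 ± 59.5 against 542 ± 185 CPM, adjusted p = 0.0155), dividing and progenitor cell genes (6.07 ± 6.96 against 693 ± 822 CPM, adjusted p = 0.0155) and oligodendrocyte genes (8.48 ± 10.1 against 95.4 ± 49.2 CPM, adjusted p = 0.0266). Lhx2 and Ccnd1, which Müller glia also express, are the members listed for dividing and progenitor cells. The horizontal cell sum turns higher in ipRGCs (log2 ratio 1.75) when Prox1, its most abundant gene, is left out. In adult Opn4-Cre/GFP, where the smallest possible unadjusted p is 0.0286, no list sum passed after adjustment. There the vascular genes were at 26.7 ± 10.1 against 1532 ± 1132 CPM (adjusted p = 0.0768) and the pan-RGC markers at 6734 ± 1526 against 1477 ± 818 CPM (adjusted p = 0.0768). Single pools weigh on some of these means. Without cRGC pool 1 the Müller glia and vascular means of adult Opn4-Cre/GFP cRGCs are 14316 and 1004 CPM, and without ipRGC pool 4 the rod mean of its ipRGCs is 90.5. In adult Opn4-GFP the dividing and progenitor mean of cRGCs is 370 CPM without cRGC pool 4, and the oligodendrocyte mean of ipRGCs 5.23 without ipRGC pool 1.

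**Figure D2:**
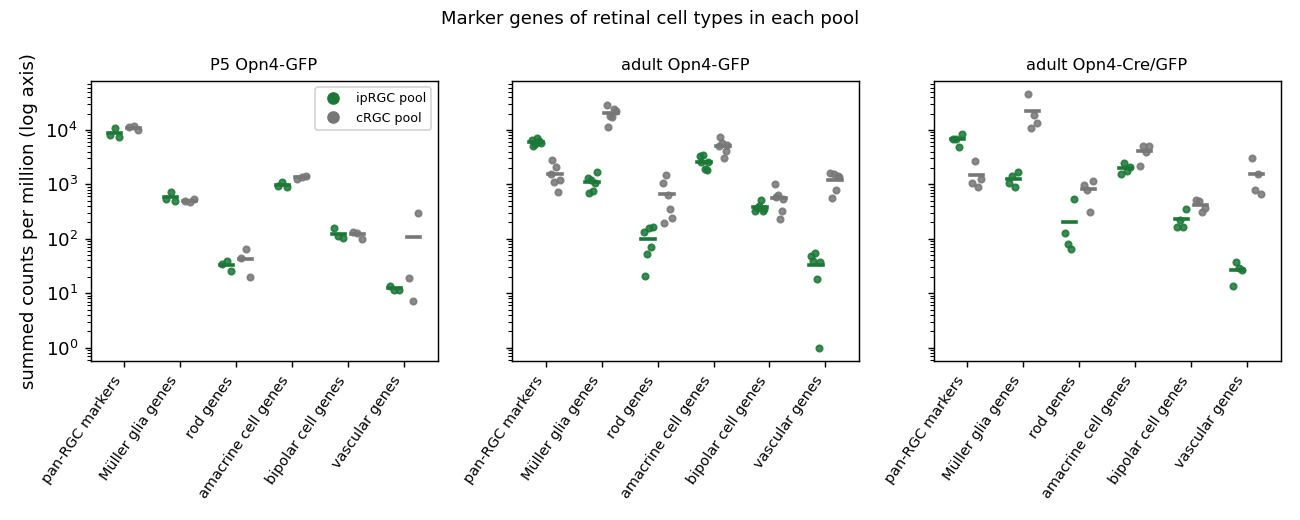
Sums of 6 marker lists in each library (dots) and group means (bars), CPM of the listed reads (unscaled) on a log axis. Values under 0.1 are drawn at 0.1. n = 3 pools a group at P5, 6 in adult Opn4-GFP and 4 in adult Opn4-Cre/GFP.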

Though this must be factored into the analysis, our primary focus was on genes more strongly expressed in ipRGCs than in cRGCs, and this difference seems unlikely to be affected by the modest contamination of the cRGC pool.

### Genes differentially expressed in ipRGCs

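In adults 106 genes were higher in ipRGCs of both strains and 360 in one or both. Independent lists of these sizes would share 4.04. Of the 106, 10 had a mean below 1 CPM in cRGCs of both strains, and 30 are named in the paper's text. Over all 3 comparisons 42 genes were higher, where independent lists would share 0.0744. They include Ctxn3, which codes for cortexin 3, with log2 fold changes of 5.67 (SE 0.40, adjusted p = 4.53e-07) at P5, 6.48 (SE 0.86, adjusted p = 2.02e-05) in adult Opn4-GFP and 5.77 (SE 0.81, adjusted p = 5.43e-04) in adult Opn4-Cre/GFP. Adra2a, an adrenergic receptor gene, had 2.30 (SE 0.28, adjusted p = 8.77e-05) at P5, 6.22 (SE 0.89, adjusted p = 5.68e-05) in adult Opn4-GFP and 4.66 (SE 0.79, adjusted p = 0.00225) in adult Opn4-Cre/GFP, and Gdf6, a bone morphogenetic protein family gene, 3.23 (SE 0.29, adjusted p = 3.89e-06) at P5, 5.27 (SE 0.94, adjusted p = 6.85e-04) in adult Opn4-GFP and 6.06 (SE 0.75, adjusted p = 1.98e-04) in adult Opn4-Cre/GFP. Genes lower in ipRGCs of both adult strains number 236 (12.7 for independent lists), and 20 were lower in all 3 comparisons. RGC markers themselves had a median log2 fold change of 2.45 in adult Opn4-GFP and 2.47 in adult Opn4-Cre/GFP, against -0.24 at P5. An adult rise of about that size without a call at P5 is thus not set apart from that of RGC genes in general. The same holds for adult shifts of neuronal gene lists. In adults, genes higher in ipRGCs whose interval (95%) lies above these medians number 47 of 204 and 34 of 262. The count in both adult strains falls from 106 to 61 without ipRGC pool 1 of adult Opn4-Cre/GFP, 65 without pool 3 and 70 without pool 4, and that in all 3 comparisons from 42 to 23 without pool 1 and 25 without pool 3. With single-run libraries left out 42 genes are higher in both adult strains, with edgeR's exact test 61 and in the fit of all 26 libraries 117. Those above the markers become 31 in adult Opn4-GFP without cRGC pool 2, and 16 and 21 in adult Opn4-Cre/GFP without ipRGC pools 1 and 3.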

Comparing the abundance of transcripts in the ipRGC and cRGC pools, we identified >75 genes that were differentially elevated expression in ipRGCs (as marked by one or both melanopsin-reporter lines) relative to cRGCs. 

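At P5 263 genes were called higher and 310 lower in ipRGCs, of 13593 tested. Adult Opn4-GFP had 204 and 390 of 11464, and adult Opn4-Cre/GFP 262 and 465 of 13325. Of the genes higher, 53 at P5, 32 in adult Opn4-GFP and 57 in adult Opn4-Cre/GFP had a mean below 1 CPM in cRGCs. Spp1 (osteopontin), with 0.0658 CPM in adult Opn4-GFP cRGCs, and Hs3st2, with 0.0311, are examples. By the same thresholds the authors' deposited table holds 387 higher and 487 lower at P5, 283 and 506 in adult Opn4-GFP, and 472 and 697 in adult Opn4-Cre/GFP. Of these, 263 and 310, 185 and 373, and 262 and 464 are shared. Without ipRGC pool 1 the count of higher genes at P5 is 162, and without cRGC pool 1 that of lower genes is 193. In adult Opn4-GFP the higher genes number 135, 135, 128 and 133 without ipRGC pool 1, 3, 5 or 6. In adult Opn4-Cre/GFP they number 93, 114, 105 and 136 without ipRGC pool 1, 2, 3 or 4, and 171, 396 and 174 without cRGC pool 1, 2 or 3, and the lower genes 280 and 264 without cRGC pool 1 or 3. The filter is applied anew in each refit. Without an ipRGC pool it leaves 36 of the 263, 16 to 17 of the 204 and 40 of the 262 higher genes untested, and without a cRGC pool 34 of the 310, 44 to 56 of the 390 and 72 of the 465 lower genes.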

Briefly, identification of DEGs in ipRGCs relied on the following stringent criteria: (1) low FDR with high fold-change, (2) corroboration of differential expression across both ipRGC reporters, and (3) absence of gene expression in cRGC samples (see Materials and Methods). Some instances of genes with borderline FDR in a subset of samples, such as *Zcchc12* and *Hs6st2*, were included after closer manual inspection of aligned reads determined relative high expression in ipRGCs combined with absent or relatively low aligned reads in cRGC samples. 

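Hs6st2, a heparan sulfate 6-O-sulfotransferase gene, was higher in ipRGCs at P5 (84.6 ± 24.5 against 18.9 ± 8.54 CPM, log2 fold change 2.16, SE 0.35, adjusted p = 0.00110) and in adult Opn4-Cre/GFP (57.0 ± 16.2 against 4.55 ± 4.62 CPM, log2 fold change 3.87, SE 0.83, adjusted p = 0.0109). In adult Opn4-GFP it was at 16.1 ± 11.9 against 3.89 ± 6.43 CPM (log2 fold change 2.28, SE 0.92, adjusted p = 0.185), with 1 cRGC library at 0 and the ipRGC value higher in 5 of 6 pools. Zcchc12, a zinc finger gene, was higher at P5 (80.1 ± 31.5 against 23.9 ± 6.86 CPM, log2 fold change 1.66, SE 0.31, adjusted p = 0.00390). In adults it was at 36.0 ± 34.0 against 9.51 ± 19.1 CPM in Opn4-GFP (log2 fold change 3.06, SE 1.03, adjusted p = 0.0908) and 30.5 ± 10.2 against 5.09 ± 3.51 CPM in Opn4-Cre/GFP (log2 fold change 2.68, SE 0.83, adjusted p = 0.0817). The call for Hs6st2 in adult Opn4-Cre/GFP is lost without ipRGC pool 3 (adjusted p = 0.0583). Zcchc12 is called in adult Opn4-GFP without cRGC pool 3 (adjusted p = 0.0230).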

The identified DEGs are diverse, and most have not been previously identified as ipRGC-enriched (Fig. 6; see Materials and Methods). Here, we survey some of these genes, grouped by their functional features (Fig. 6).

**Figure 6.**
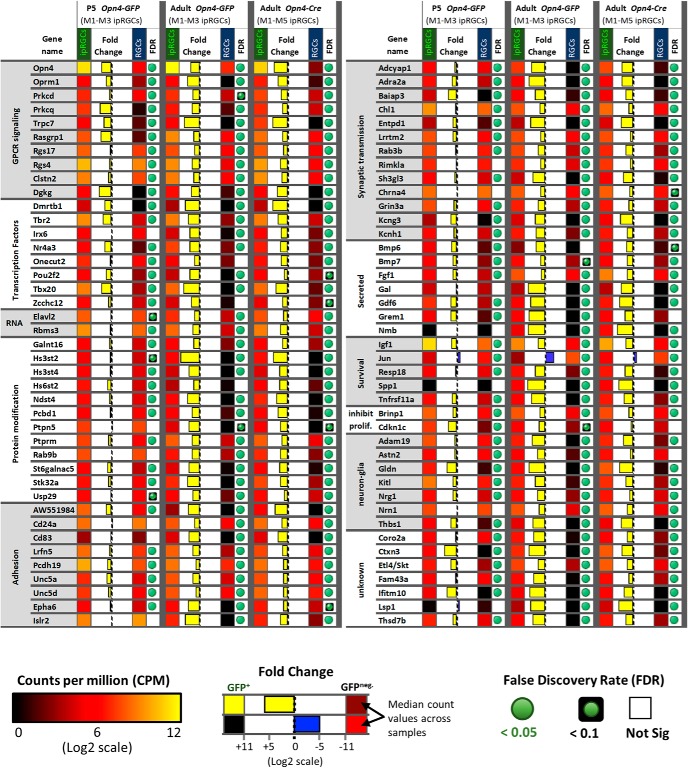
The expression pattern of candidate ipRGC-specific genes. Heat map of 83 genes differentially expressed in ipRGCs that have functional links to GPCR signaling, regulation, and maintenance of molecular programs, neuron communication and organization, neuron survival, and neuron-glia interactions. Relative expression levels, fold-change, and FDR are color-coded as indicated in the figure.

#### Expression differences between the *Opn4-GFP* and *Opn4-Cre/GFP* reporter systems

To study gene expression differences across the different ipRGC subtypes, we compared the expression patterns of *Opn4-Cre/GFP* (labels M1–M6 subtypes) and *Opn4-GFP* (labels only the M1–M3 subtypes; Fig. 7). 

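Across 11339 genes tested in both adult strains, the log2 fold changes of Opn4-GFP and Opn4-Cre/GFP correlate at r = 0.668. Of the genes called in both, 0 point in opposite directions. Stk32a, a protein kinase gene, is among those higher in both, with log2 fold changes of 5.80 (SE 0.80, adjusted p = 3.64e-05) in adult Opn4-GFP and 4.18 (SE 0.82, adjusted p = 0.00609) in adult Opn4-Cre/GFP. Of the 106 genes higher in both strains, 103 were tested at P5 and 80 had the same sign there. Against P5, 14 genes were called in opposite directions in adult Opn4-GFP and 18 in adult Opn4-Cre/GFP. The interaction of strain and population called 0 of 11407 genes (limma, smallest adjusted p = 0.999, 272 genes at unadjusted p below 0.05). DESeq2 called 6 and edgeR's likelihood ratio test 4.

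**Figure D3:**
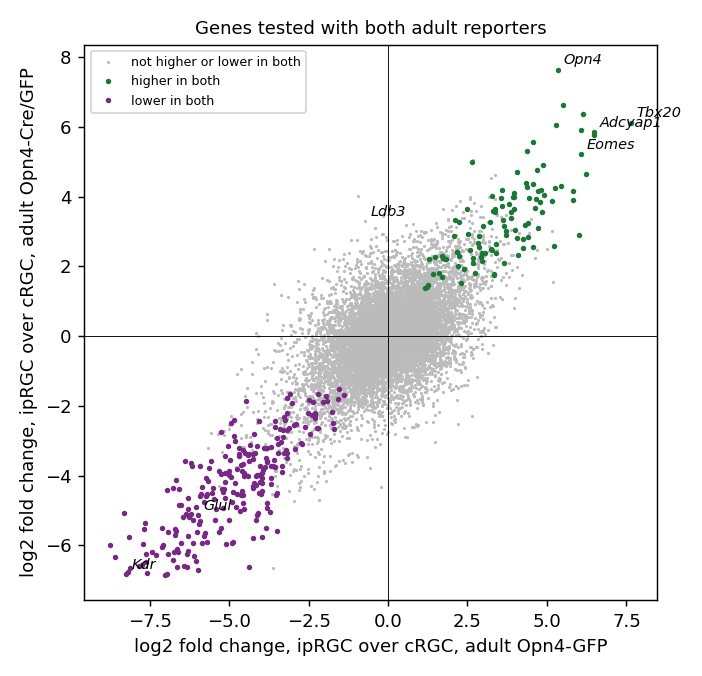
Log2 fold change of ipRGCs against cRGCs in adult Opn4-GFP (6 pools a group) and adult Opn4-Cre/GFP (4 pools a group), one dot for each gene tested in both.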

In general, genes differentially expressed in ipRGCs identified in the two reporter systems were both supportive and cross-correlated. However, we identified 24 genes that were differentially expressed in the adult *Opn4-Cre/GFP* reporter but had low or no apparent expression in the *Opn4-GFP* reporter, suggesting selective expression in one or more of the M4–M6 ipRGC subtypes. 

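Of the 262 genes higher in ipRGCs of adult Opn4-Cre/GFP, 35 are not listed with adult Opn4-GFP, where a gene below 1 CPM in most libraries had been removed. In 20 of these 35 (57.1%) the highest of 4 ipRGC values is that of pool 4, against 44 of the 106 genes higher in both strains (41.5%). Such genes number 16 without cRGC pool 1 or 3. Without ipRGC pool 1, 2 or 3 they number 4 and without ipRGC pool 4 7, but there the filter of the test, applied anew, leaves 28 of the 35 untested. They are 48 with DESeq2 or edgeR's exact test and 24 with the pool number as a block, while the fit of all 26 libraries holds none of these genes. Pool 4 also holds 1595 genes at 0, against at most 79 in the other 3. Compared directly, ipRGC pools of adult Opn4-Cre/GFP (n = 4) and adult Opn4-GFP (n = 6) differed in 1 of 11205 genes, with 410 at unadjusted p below 0.05. It was Ldb3, a muscle Z-disc gene, lower in Opn4-Cre/GFP (log2 fold change -3.45, limma adjusted p = 0.0405), with a log2 fold change of -3.06 to -3.93 over all settings. DESeq2 called 1 gene higher and 2 lower, and edgeR's quasi-likelihood test 0. Of the 37 genes that the authors' deposited table classes as specific to the Cre strain, 25 could be tested directly, 0 were called and 18 had a higher mean in Opn4-Cre/GFP. The direct comparison holds only genes listed with both adult strains, so none of the 35 entered it. On simulated reads it recovered 63% of genes at a log2 change of 4. It therefore cannot speak against genes specific to Opn4-Cre/GFP. Mouse line and reporter differ together between these groups of pools. The call for Ldb3 is lost without any one of 8 of the 10 pools and kept only without ipRGC pool 4 of adult Opn4-GFP (adjusted p = 0.0473) or ipRGC pool 2 of adult Opn4-Cre/GFP (0.0127).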

The *Opn4-Cre/GFP*-specific genes included *Anxa2*, *Gem*, *Sema3d*, *Rbp4*, and *Rxrg*. 

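Anxa2, a calcium-dependent membrane-binding protein gene, and Gem, a small GTPase gene, were higher in ipRGCs of adult Opn4-Cre/GFP. Anxa2 was at 9.36 ± 7.77 against 0.177 ± 0.155 CPM (log2 fold change 2.90, SE 0.68, adjusted p = 0.0198) and Gem at 19.0 ± 19.1 against 0.135 ± 0.152 CPM (log2 fold change 3.75, SE 0.75, adjusted p = 0.00702). Sema3d, a secreted semaphorin gene, was at 9.57 ± 12.2 against 0.344 ± 0.620 CPM (log2 fold change 2.50, SE 0.76, adjusted p = 0.0736), Rbp4, a retinol carrier gene, at 46.7 ± 85.8 against 0.0443 ± 0.0706 CPM (log2 fold change 3.46, SE 1.04, adjusted p = 0.0712), and Rxrg, a retinoid receptor gene, at 14.0 ± 14.9 against 0.0981 ± 0.119 CPM (log2 fold change 2.88, SE 0.88, adjusted p = 0.0760). None of the 5 is listed with adult Opn4-GFP, so the strains cannot be compared in them. Pools 1 to 4 held 5.61, 2.44, 3.36 and 175 CPM of Rbp4, 6.90, 12.1, 9.59 and 47.5 of Gem and 1.46, 30.3, 1.26 and 22.9 of Rxrg. With Kcnk4 and Kcns3, 7 genes that the paper reports as specific to Opn4-Cre/GFP are named in its text, part of a longer list. Of these 7, 2 were higher and 7 adjusted over them alone (camera adjusted p = 1.71e-06, adjusted p = 0.0683 with an estimated correlation). The study chose these genes on these samples, so they are not independent evidence. At P5, 2 of 6 of them (Anxa2 and Rxrg) were lower in ipRGCs. The call for Anxa2 is lost without cRGC pool 1 (adjusted p = 0.0519) or cRGC pool 3 (0.0630). Edge cases follow the tool, since edgeR's likelihood ratio test with the pool as a block calls Rbp4 (adjusted p = 3.31e-10), Rxrg (0.00114) and Sema3d (0.0191). Rbp4 is called higher in adult Opn4-Cre/GFP with edgeR's exact test (adjusted p = 5.66e-05) or single-run libraries left out (0.0375). The latter refit leaves out pool 4 of both groups. Rxrg is called higher in adult Opn4-Cre/GFP with DESeq2 (adjusted p = 1.72e-05) or edgeR's exact test (0.00191).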

Recently, an Rpb4 reporter (Rbp4-Cre) was demonstrated to mark amacrine cells coupled to ipRGCs, although there was an apparent lack of labeling in ipRGCs (Sabbah et al., 2017). 

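Kcnk4 values in ipRGC pools 1 to 4 of adult Opn4-Cre/GFP were 1.73, 5.34, 4.04 and 28.9 CPM, against a cRGC mean of 0.263 ± 0.306 (log2 fold change 2.53, SE 0.76, adjusted p = 0.0720, n = 4 pools a group). At P5 the gene was at 3.15 ± 0.953 against 3.39 ± 1.56 CPM (log2 fold change -0.03, SE 0.46, adjusted p = 0.994), and it is not listed with adult Opn4-GFP. DESeq2 (adjusted p = 0.00389) and edgeR's exact test (0.0300) call it in adult Opn4-Cre/GFP. Over the two-pore channel family, 2 of 6 members were higher in adult Opn4-Cre/GFP (camera adjusted p = 0.0247, adjusted p = 0.123 with an estimated correlation). They are Kcnk2 and Kcnk10, with Kcnk2 at 5.06 (SE 0.79, adjusted p = 0.00116).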

The Kcnk4/TRAAK, another gene that was differentially expressed in the *Opn4-Cre/GFP* reporter, encodes a two-pore potassium channel subunit (Fink et al., 1998). Additionally, our data suggest that the Kcns3 electrically silent voltage-gated potassium channel subunit has its expression restricted to the ipRGCs labeled by *Opn4-Cre/GFP*, but this difference did not reach statistical significance (FDR 0.13). However, close inspection of reads aligning to Kcns3 using the IGV confirmed weak expression in ipRGCs and absent expression in cRGCs for *Opn4-Cre/GFP* samples (data not shown). 

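Kcns3, a silent potassium channel subunit gene, was at 8.82 ± 7.65 against 0.613 ± 0.893 CPM in adult Opn4-Cre/GFP (log2 fold change 2.15, SE 0.85, adjusted p = 0.185). The ipRGC pools 1 to 4 held 17.0, 4.86, 13.2 and 0.205 CPM, and 3 of 4 exceeded their cRGC partner. At P5 the level was 1.41 ± 0.585 against 0.826 ± 1.00 CPM (log2 fold change 0.51, SE 0.50, adjusted p = 0.817), and the gene is not listed with adult Opn4-GFP. Without ipRGC pool 4 it is called (log2 fold change 2.97, adjusted p = 0.0378). Kcns3 is called higher in adult Opn4-Cre/GFP with single-run libraries left out (adjusted p = 0.0403).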

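Nxph1, a neurexophilin gene, is listed with adult Opn4-Cre/GFP and not with adult Opn4-GFP, at 15.7 ± 11.9 against 3.40 ± 5.39 CPM (log2 fold change 2.25, SE 0.94, adjusted p = 0.218). Pools 1 to 4 of its ipRGCs held 28.4, 7.95, 23.0 and 3.38 CPM. Nxph3, a related gene, is listed with adult Opn4-GFP and not with adult Opn4-Cre/GFP, at 19.2 ± 32.9 against 2.56 ± 6.15 CPM (log2 fold change 2.25, SE 0.97, adjusted p = 0.214), with 4 of 6 cRGC libraries at 0. At P5 Nxph3 was higher in ipRGCs (8.60 ± 3.51 against 0.451 ± 0.633 CPM, log2 fold change 2.74, SE 0.49, adjusted p = 0.00250), and Nxph1 was at 3.53 ± 2.80 against 8.78 ± 4.86 CPM (log2 fold change -1.22, SE 0.60, adjusted p = 0.411).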

Last, the neurexophilins Nxph1 and Nxph3 were differentially expressed in the *Opn4-GFP* and *Opn4-Cre/GFP* reporters, respectively (Fig. 7). These proteins are known to bind α-neurexins in mice and have restricted expression patterns (Missler et al., 1998; Beglopoulos et al., 2005; Craig and Kang, 2007).

**Figure 7.**
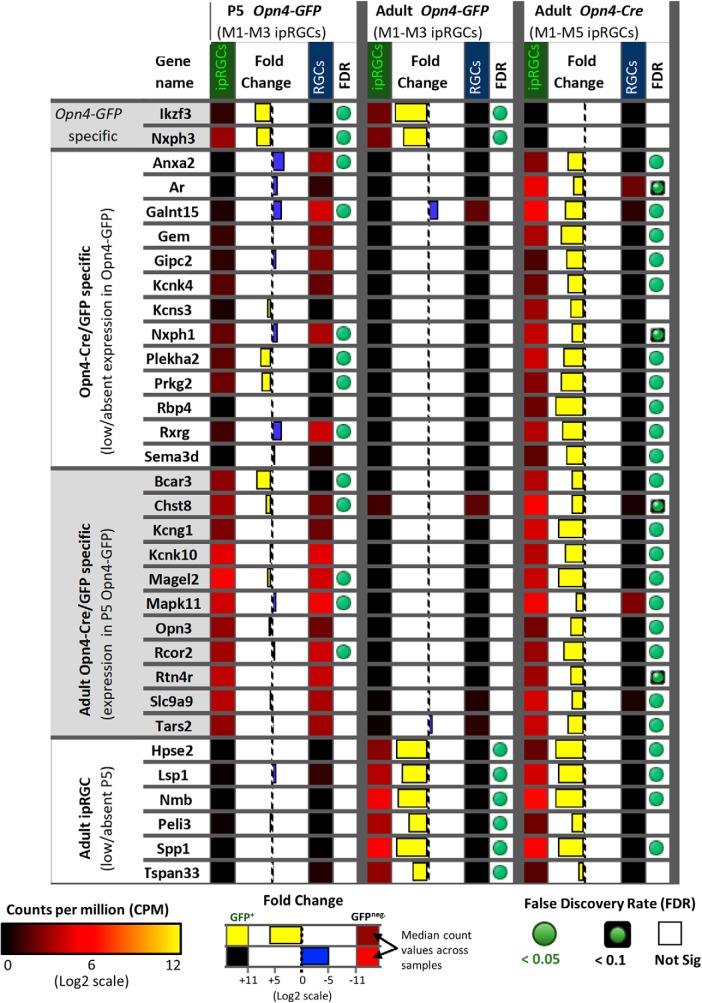
Expression pattern differences between Opn4-based reporters. Heat map of genes differentially expressed in adult ipRGCs labeled by the *Opn4-Cre/GFP* reporter (M1–M6 ipRGCs) compared with *Opn4-GFP* (M1–M3 ipRGCs). Relative expression levels, fold-change, and FDR are color-coded as indicated in the figure.

#### Transcription factors

Transcription factors, by regulating other genes, help to generate and maintain ipRGC identity. We noted above that the T-box transcription factor *Tbr2* was much more strongly expressed in adult ipRGCs than in cRGCs, as expected (Sweeney et al., 2014). *Tbr2* is best known for its key role in early retinal development. Its expression in adult retina is far more restricted, but it remains expressed in the majority of ipRGCs. A second T-box transcription factor, *Tbx20*, was similarly enriched (Fig. 6). 

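Tbx20 (ENSMUSG00000031965, chromosome 9, 24527648 to 24578746 of mm9), a T-box transcription factor gene, was higher in ipRGCs in every comparison and every pool. It was at 538 ± 175 against 12.3 ± 2.90 CPM at P5 (log2 fold change 5.31, SE 0.26, adjusted p = 5.07e-09), 375 ± 179 against 0.842 ± 0.775 CPM in adult Opn4-GFP (log2 fold change 7.64, SE 0.73, adjusted p = 1.60e-07) and 358 ± 138 against 8.01 ± 10.5 CPM in adult Opn4-Cre/GFP (log2 fold change 6.12, SE 0.80, adjusted p = 3.02e-04). Of 7 T-box genes tested, Eomes and Tbx20 were the 2 higher in each comparison. In ipRGCs Tbx2, another member, was lower at P5 and in adult Opn4-Cre/GFP, and Tbr1 at P5 (camera adjusted p = 0.630, 0.0316 and 0.815 at P5, in adult Opn4-GFP and in adult Opn4-Cre/GFP, and in adult Opn4-GFP adjusted p = 0.0746 with an estimated correlation). The call for Tbx2 is lost without ipRGC pool 1 (adjusted p = 0.115), cRGC pool 1 (0.0814) or cRGC pool 2 (0.0784) at P5, and in 6 of 8 refits without 1 library (adjusted p = 0.0502 to 0.122) and with DESeq2 (no adjusted p given) or the pool number as a block (0.0524) in adult Opn4-Cre/GFP.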

*Tbx20* has not been previously linked to adult retinal function, but we will show that it too is quite selectively expressed in ipRGCs. Additionally, four other transcription factors, *Irx6*, *Dmrtb1*, *Nr4a3*, and *Pou6f2,* were differentially expressed in adult ipRGCs. Most of these genes serve as broad lineage determinants in early retinal development (Zhou et al., 1996; Star et al., 2012). 

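Irx6, an Iroquois homeobox gene, was higher in ipRGCs of adult Opn4-Cre/GFP (81.7 ± 50.5 against 6.09 ± 4.41 CPM, log2 fold change 3.60, SE 0.71, adjusted p = 0.00625), as was Dmrtb1, a DM domain gene (17.5 ± 11.7 against 0.0228 ± 0.0163 CPM, log2 fold change 3.98, SE 0.71, adjusted p = 0.00331). In adult Opn4-GFP the log2 fold changes were 2.78 (SE 1.11, adjusted p = 0.175) and 2.57 (SE 0.83, adjusted p = 0.0742). Nr4a3, an orphan nuclear receptor gene, was higher in both, at 5.14 (SE 0.82, adjusted p = 1.86e-04) in adult Opn4-GFP and 3.87 (SE 0.82, adjusted p = 0.0106) in adult Opn4-Cre/GFP in log2 fold change. At P5 Dmrtb1 (3.22 (SE 0.41, adjusted p = 1.17e-04)) and Nr4a3 (3.57 (SE 0.39, adjusted p = 3.26e-05)) were higher, while Irx6 was at 0.18 (SE 0.25, adjusted p = 0.890). With Eomes and Tbx20, this list that the study chose on these samples had 4 of 6 members higher in adult Opn4-GFP (6 adjusted over the list alone), 6 of 6 in adult Opn4-Cre/GFP and 4 of 6 at P5, which is not independent evidence (camera adjusted p = 9.03e-11, 2.29e-10 and 1.06e-11). The call for Nr4a3 in adult Opn4-Cre/GFP is lost without ipRGC pool 1 (adjusted p = 0.0669) or ipRGC pool 3 (0.0547). Dmrtb1 is called in adult Opn4-GFP without ipRGC pool 4 (adjusted p = 0.0160).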

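Elavl2, a neuronal RNA-binding protein gene, was at 163 ± 102 against 21.7 ± 16.5 CPM in adult Opn4-GFP (log2 fold change 2.86, SE 0.64, adjusted p = 0.00608) and 267 ± 126 against 48.2 ± 31.5 CPM in adult Opn4-Cre/GFP (log2 fold change 2.56, SE 0.53, adjusted p = 0.00927), higher in ipRGCs of both. At P5 it was at 280 ± 66.0 against 212 ± 32.4 CPM (log2 fold change 0.38, SE 0.22, adjusted p = 0.555). Its adult changes are near the medians of pan-RGC markers, 2.45 and 2.47, so they do not set it apart from RGC genes in general. Nr4a3 levels were 240 ± 182 against 6.47 ± 6.55 CPM in adult Opn4-GFP, 118 ± 85.2 against 7.67 ± 6.59 CPM in adult Opn4-Cre/GFP and 55.7 ± 10.8 against 4.16 ± 2.54 CPM at P5. Elavl2 loses its adult Opn4-Cre/GFP call with single-run libraries left out (adjusted p = 0.0522). Elavl2 loses its adult Opn4-GFP call with single-run libraries left out (adjusted p = 0.245).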

Other highly expressed genes included the neuron-derived orphan receptor 1 *Nor1* (*Nr4a3*), which codes for a nuclear receptor, and *Elavl2* gene, which codes for a RNA-binding protein important for mRNA metabolism and neuronal differentiation (Fornaro et al., 2007; Hinman and Lou, 2008). Pathway analysis (DAVID) of DEGs in ipRGCs suggested specialization in heparan sulfate biosynthesis, including *Hs3st4*, *Hs3st2*, *Hs6st2*, *Ndst4*, and *Gpc5* (Fig. 6).

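Hs3st2, a heparan sulfate 3-O-sulfotransferase gene, was higher in ipRGCs of both adult strains, with log2 fold changes of 6.06 (SE 0.87, adjusted p = 6.38e-05) in adult Opn4-GFP and 5.93 (SE 0.78, adjusted p = 3.02e-04) in adult Opn4-Cre/GFP. Ndst4, an N-deacetylase and N-sulfotransferase gene, was higher in all 3 comparisons (1.38 (SE 0.26, adjusted p = 0.00370) at P5, 4.38 (SE 1.04, adjusted p = 0.0101) in adult Opn4-GFP and 5.30 (SE 0.80, adjusted p = 9.29e-04) in adult Opn4-Cre/GFP). In adult Opn4-GFP, where cRGC pool 4 held 95.9 CPM and the next cRGC pool 4.99, that call is lost with DESeq2, edgeR's exact test (log2 fold change 2.21, adjusted p = 0.482) and single-run libraries left out (0.189). Hs3st4, a second 3-O-sulfotransferase gene, was higher in adult Opn4-Cre/GFP (3.41 (SE 0.81, adjusted p = 0.0206)), with 2.99 (SE 0.96, adjusted p = 0.0735) in adult Opn4-GFP. Gpc5, a heparan sulfate proteoglycan gene, is listed at P5 alone and was higher there (21.2 ± 5.59 against 3.22 ± 1.28 CPM, log2 fold change 2.40, SE 0.41, adjusted p = 0.00170). Of the heparan sulfate list, 4 of 29 members were higher and 1 lower at P5, 4 of 26 higher and 3 lower in adult Opn4-GFP, and 4 of 31 higher and 4 lower in adult Opn4-Cre/GFP. Among all genes tested 263 of 13593, 204 of 11464 and 262 of 13325 were higher. Adjusted over the list alone, 5, 8 and 7 were higher. The camera test, which asks for a shift of the mean, gave adjusted p = 0.238, 0.507 and 0.364. Among those lower in both adult strains was Sdc4, the syndecan 4 gene. The call for Hs3st4 in adult Opn4-Cre/GFP is lost without cRGC pool 3 (adjusted p = 0.0758), ipRGC pool 1 (0.0642), ipRGC pool 2 (0.0707) or ipRGC pool 3 (0.0742). In adult Opn4-GFP it is called without cRGC pool 6 (adjusted p = 0.0330) or ipRGC pool 6 (0.0338).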

#### Receptors and channels

Multiple genes encoding diverse surface receptors were differentially expressed in ipRGCs (Fig. 8). For example, expression data suggest that ionotropic nicotinic acetylcholine receptors in ipRGCs may be composed of α3, α4, α6, β2, and β3 subunits (Fig. 8), although the α3 and α4 transcripts were borderline for differential expression in ipRGCs. 

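Among nicotinic receptor subunits, Chrna4 was higher in ipRGCs of adult Opn4-GFP (271 ± 102 against 64.2 ± 69.2 CPM, log2 fold change 2.99, SE 0.79, adjusted p = 0.0246) and Chrna3 in ipRGCs of adult Opn4-Cre/GFP (29.4 ± 13.5 against 1.89 ± 2.16 CPM, log2 fold change 3.61, SE 0.85, adjusted p = 0.0200). The other adult levels were 13.5 ± 16.3 against 1.81 ± 2.64 CPM for Chrna3 in Opn4-GFP (adjusted p = 0.252) and 350 ± 134 against 99.8 ± 93.6 CPM for Chrna4 in Opn4-Cre/GFP (adjusted p = 0.109). Adult ipRGC means were 76.5 and 178 CPM for Chrna6, 329 and 251 for Chrnb2, and 167 and 331 for Chrnb3. Chrna6 had adult log2 fold changes of 0.70 (SE 0.60, adjusted p = 0.634) in adult Opn4-GFP and 1.45 (SE 0.50, adjusted p = 0.123) in adult Opn4-Cre/GFP. Chrnb2 had 1.67 (SE 0.61, adjusted p = 0.130) in adult Opn4-GFP and 2.18 (SE 0.76, adjusted p = 0.129) in adult Opn4-Cre/GFP. Chrnb3 had -0.24 (SE 0.69, adjusted p = 0.914) in adult Opn4-GFP and 0.51 (SE 0.56, adjusted p = 0.711) in adult Opn4-Cre/GFP. At P5 Chrna6 (-3.08 (SE 0.30, adjusted p = 8.47e-06)), Chrnb3 (-2.11 (SE 0.21, adjusted p = 9.12e-06)), Chrnb4 (-2.61 (SE 0.45, adjusted p = 0.00184)) and Chrna3 (-1.16 (SE 0.22, adjusted p = 0.00468)) were lower in ipRGCs. Over the family 1 of 8 members was higher in adult Opn4-GFP (2 adjusted over the list alone, camera adjusted p = 0.212), 1 of 9 in adult Opn4-Cre/GFP (4 adjusted over the list alone, camera adjusted p = 0.0103, adjusted p = 0.244 with an estimated correlation), and 4 of 10 were lower at P5 (camera adjusted p = 7.80e-05, adjusted p = 0.248 with an estimated correlation). The adult Opn4-GFP call for Chrna4 is lost without cRGC pool 5 (adjusted p = 0.0663), ipRGC pool 3 (0.0583), ipRGC pool 4 (0.0553) or ipRGC pool 6 (0.0545). The Opn4-Cre/GFP call for Chrna3 is lost without cRGC pool 1 (adjusted p = 0.0605), ipRGC pool 1 (0.0696) or ipRGC pool 2 (0.0754). Chrnb2 is called in adult Opn4-GFP without cRGC pool 4 (adjusted p = 0.00917). In adult Opn4-Cre/GFP calls are gained for Chrna4 without cRGC pool 4 (adjusted p = 0.0401) and Chrna6 without cRGC pool 2 (adjusted p = 0.0259). Chrna3 loses its adult Opn4-Cre/GFP call with single-run libraries left out (adjusted p = 0.0522). Chrna4 loses its adult Opn4-GFP call with DESeq2 (adjusted p = 0.0832), edgeR's exact test (0.129) or single-run libraries left out (0.102).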

In agreement with previous studies, we found that ipRGCs expressed the Drd1 dopamine receptor, but had low levels of Drd2 expression (Van Hook et al., 2012). 

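Drd1, a dopamine receptor gene that raises cAMP, was at 132 ± 78.9 against 354 ± 457 CPM in adult Opn4-GFP (log2 fold change -0.39, SE 0.71, adjusted p = 0.857) and 75.9 ± 28.1 against 73.9 ± 49.0 CPM in adult Opn4-Cre/GFP (log2 fold change 0.37, SE 0.66, adjusted p = 0.840). At P5 it was at 23.2 ± 1.75 against 10.5 ± 2.08 CPM (log2 fold change 1.08, SE 0.33, adjusted p = 0.0834). Drd2, a dopamine receptor gene that lowers cAMP, was lower in P5 ipRGCs (2.69 ± 0.575 against 21.3 ± 5.99 CPM, log2 fold change -2.57, SE 0.40, adjusted p = 8.00e-04). In adults it was at 3.87 ± 7.20 against 25.7 ± 40.0 CPM in Opn4-GFP and 5.94 ± 3.73 against 17.0 ± 19.5 CPM in Opn4-Cre/GFP, and not called in either. Drd1 is called higher at P5 with DESeq2 (adjusted p = 0.0184), edgeR's exact test (0.0360) or the pool number as a block (0.0370).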

Several serotonin receptor genes (Htr1b, Htr1d, and Htr5a) were modestly enriched in ipRGCs. 

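Htr1b and Htr1d, serotonin receptor genes, were higher in ipRGCs of adult Opn4-Cre/GFP, Htr1b at 9.75 ± 2.86 against 0.781 ± 0.861 CPM (log2 fold change 2.67, SE 0.70, adjusted p = 0.0361) and Htr1d at 66.3 ± 19.6 against 9.77 ± 10.6 CPM (log2 fold change 3.38, SE 0.87, adjusted p = 0.0333). The Opn4-GFP levels were 7.87 ± 5.43 against 1.29 ± 2.83 CPM (log2 fold change 2.22, SE 0.77, adjusted p = 0.104) and 51.1 ± 29.1 against 34.1 ± 46.3 CPM (log2 fold change 2.32, SE 1.18, adjusted p = 0.329). In adult Opn4-Cre/GFP the change of Htr1b is near the median of pan-RGC markers (2.47). Htr5a had adult log2 fold changes of 1.32 (SE 1.35, adjusted p = 0.706) in adult Opn4-GFP and 2.52 (SE 1.03, adjusted p = 0.205) in adult Opn4-Cre/GFP. At P5 Htr5a was lower in ipRGCs (22.4 ± 2.13 against 47.5 ± 4.87 CPM, log2 fold change -1.05, SE 0.26, adjusted p = 0.0301), as was Htr1a (-2.61 (SE 0.43, adjusted p = 0.00137)), and Htr1d was at -0.63 (SE 0.30, adjusted p = 0.396). Of the monoamine and melatonin receptor list, 3 of 15 were higher in adult Opn4-Cre/GFP (camera adjusted p = 0.0272, adjusted p = 0.470 with an estimated correlation), 1 of 12 in adult Opn4-GFP (camera adjusted p = 0.0591), and 3 of 15 higher and 3 lower at P5 (camera adjusted p = 0.721). Htr1b loses its adult Opn4-Cre/GFP call without cRGC pool 1 (adjusted p = 0.0960), cRGC pool 3 (0.0873), cRGC pool 4 (0.0688), ipRGC pool 1 (0.110), ipRGC pool 2 (0.0920) or ipRGC pool 3 (0.105). That for Htr1d is lost without cRGC pool 3 (adjusted p = 0.0953), ipRGC pool 1 (0.113), ipRGC pool 2 (0.112), ipRGC pool 3 (0.102) or ipRGC pool 4 (0.0572). In adult Opn4-GFP Htr1b is called without cRGC pool 3 (adjusted p = 0.0322). The P5 call for Htr5a is lost without cRGC pool 1 (adjusted p = 0.132), cRGC pool 2 (0.108), ipRGC pool 1 (0.0842), ipRGC pool 2 (0.0746) or ipRGC pool 3 (0.103). Htr1b loses its adult Opn4-Cre/GFP call with edgeR's exact test (adjusted p = 0.0601). Htr1d loses its adult Opn4-Cre/GFP call with edgeR's exact test (adjusted p = 0.100).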

The ipRGCs were also found to express many glutamate receptors subunits, but only one of these, the NMDA receptor subunit 3A (GRIN3A), was differentially expressed relative to other adult RGCs. 

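Grin3a, an NMDA receptor subunit gene, was higher in ipRGCs of both adult strains, at 110 ± 44.5 against 15.9 ± 15.5 CPM in Opn4-GFP (log2 fold change 3.40, SE 0.83, adjusted p = 0.0124) and 103 ± 30.5 against 26.5 ± 27.7 CPM in Opn4-Cre/GFP (log2 fold change 2.39, SE 0.65, adjusted p = 0.0445). It was also higher at P5 (210 ± 20.3 against 64.6 ± 9.78 CPM, log2 fold change 1.69, SE 0.22, adjusted p = 1.17e-04). Of the ionotropic glutamate receptor list it was the 1 member of 16 higher in adult Opn4-GFP, where 1 was lower (camera adjusted p = 0.544), and the 1 of 17 in adult Opn4-Cre/GFP (camera adjusted p = 0.161). At P5 3 of 17 were higher (Grin3a, Grin2c and Grik4) and 2 lower (Gria3 and Grik3, camera adjusted p = 0.409). The call in adult Opn4-Cre/GFP is lost without cRGC pool 1 (adjusted p = 0.109), cRGC pool 3 (0.0848), cRGC pool 4 (0.0862), ipRGC pool 1 (0.0874), ipRGC pool 2 (0.114), ipRGC pool 3 (0.163) or ipRGC pool 4 (0.0950), and with the pool number as a block (adjusted p = 0.0537). At P5 that of Grik4 is lost without ipRGC pool 1 (adjusted p = 0.0882) or cRGC pool 2 (0.0543) and that of Grin2c in 5 of 6 refits without 1 library (adjusted p = 0.0982 to 0.217). Grin3a loses its adult Opn4-Cre/GFP call with edgeR's exact test (adjusted p = 0.105) or single-run libraries left out (0.120). Grin3a loses its adult Opn4-GFP call with edgeR's exact test (adjusted p = 0.0513) or single-run libraries left out (0.312).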

The mu opioid receptor gene *Oprm1* is differentially expressed in ipRGCs; it could regulate their light responses interacting with L-type calcium channels, which carry the majority of light-evoked inward calcium current in ipRGCs (Moises et al., 1994; Diaz et al., 1995; Doğrul et al., 2001; Hartwick et al., 2007). 

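Oprm1, the mu opioid receptor gene, was higher in ipRGCs in all 3 comparisons. It was at 100 ± 107 against 2.91 ± 4.13 CPM in adult Opn4-GFP (log2 fold change 4.88, SE 0.97, adjusted p = 0.00197), 114 ± 34.1 against 4.44 ± 5.30 CPM in adult Opn4-Cre/GFP (log2 fold change 4.90, SE 0.76, adjusted p = 0.00116) and 57.4 ± 6.96 against 8.38 ± 4.03 CPM at P5 (log2 fold change 2.74, SE 0.36, adjusted p = 1.79e-04). Of 6 adult Opn4-GFP cRGC libraries, 2 were at 0.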

Recently, μ-opioid receptors (MORs) immunoreactivity was identified on rodent M1–M3 ipRGCs and MOR activation reduced ipRGC excitability via modulation of voltage-gated potassium and calcium currents (Cleymaet et al., 2019). Our data appear at odds with earlier reports that M1 and M4 ipRGCs express the melatonin receptor genes Mtnr1a and Mtnr1b (Sengupta et al., 2011; Pack et al., 2015; Sheng et al., 2015). Additionally, *Kcnh1*, also known as ether-a-go-go (*Eag1*), was differentially expressed in ipRGCs (Fig. 6). 

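Mtnr1a, a melatonin receptor gene, is listed at P5 alone, at 2.53 ± 0.706 against 0.237 ± 0.272 CPM (log2 fold change 1.52, SE 0.45, adjusted p = 0.0761). Neither adult set of columns lists Mtnr1a or Mtnr1b, so neither reached 1 CPM in most adult libraries. At P5 the edgeR exact test calls Mtnr1a higher in ipRGCs (adjusted p = 0.0190).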

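Kcnh1, the ether-a-go-go potassium channel gene, was higher in ipRGCs in all 3 comparisons, at 137 ± 108 against 14.6 ± 25.5 CPM in adult Opn4-GFP (log2 fold change 4.41, SE 0.95, adjusted p = 0.00446) and 74.7 ± 11.8 against 21.4 ± 5.61 CPM at P5 (log2 fold change 1.77, SE 0.27, adjusted p = 7.76e-04). The adult Opn4-Cre/GFP change was 3.24 (SE 0.72, adjusted p = 0.0145). Of voltage-gated potassium channel genes, 3 of 24 were higher in adult Opn4-GFP (with Kcnh7 and Kcnq5, camera adjusted p = 6.97e-06), 4 of 29 in adult Opn4-Cre/GFP (with Kcnc4, Kcng1 and Kcng3, camera adjusted p = 6.69e-06, adjusted p = 0.280 with an estimated correlation), and 2 of 33 higher and 1 lower at P5 (camera adjusted p = 0.240). Pan-RGC markers had median log2 fold changes of 2.45 and 2.47 in the adult strains, so the adult shift of this list need not be particular to ipRGCs. The call for Kcnh1 in adult Opn4-Cre/GFP is lost without ipRGC pool 1 (adjusted p = 0.0714) or ipRGC pool 3 (0.0515). Kcnc4 loses its call without ipRGC pool 1 (adjusted p = 0.0569), ipRGC pool 2 (0.0589) or ipRGC pool 4 (0.0622) and with single-run libraries left out (0.0648), and Kcng1 without ipRGC pool 1 (adjusted p = 0.0508) or cRGC pool 3 (0.0603) and with edgeR's exact test (0.152). The adult Opn4-GFP call for Kcnh7 is lost in 9 of 12 refits without 1 library (adjusted p = 0.0510 to 0.0931) and with edgeR's exact test (0.0638), the pool number as a block (0.0523) or single-run libraries left out (0.201). That for Kcnq5 is lost in 5 of the 6 refits without 1 library that test it (adjusted p = 0.0702 to 0.0956) and with DESeq2 (0.0548) or edgeR's exact test (0.138). Kcnh1 loses its adult Opn4-GFP call with edgeR's exact test (adjusted p = 0.0900).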

Kcnh1 is a voltage-gated K^+^ channel that has been shown to be crucial for the generation of dark current in the inner segment of rods (Frings et al., 1998), but may normally regulate other neuronal functions in ipRGCs (Martin et al., 2008).

**Figure 8.**
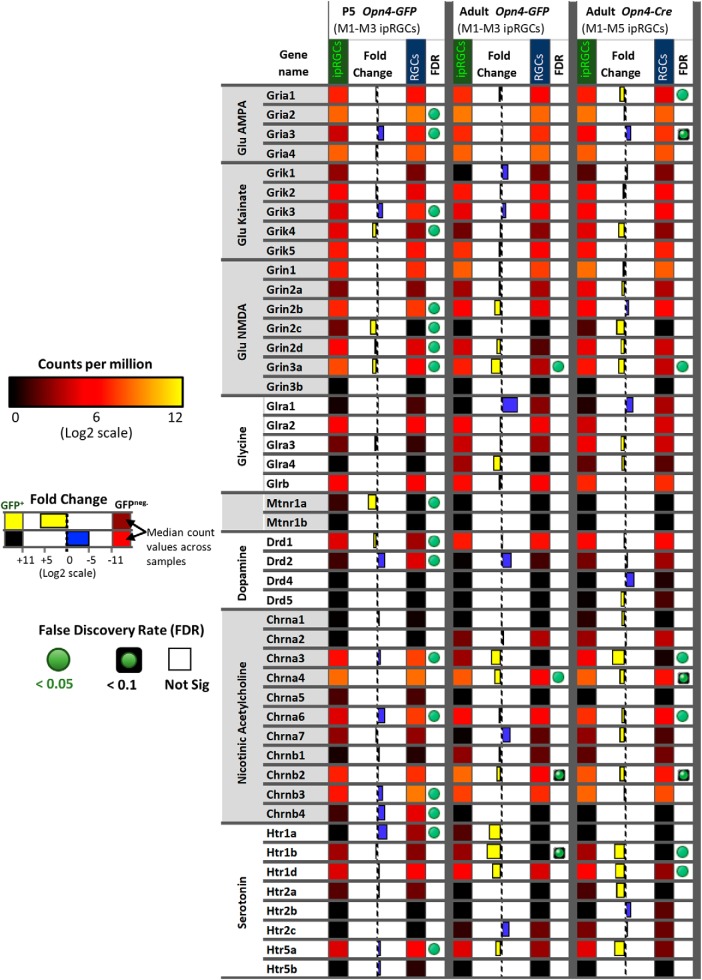
The expression pattern of neurotransmitter receptors. Heat map of genes encoding for nicotinic acetylcholine, dopamine, serotonin, glycine, glutamate, and melatonin receptors. Relative expression levels, fold-change, and FDR are color-coded as indicated in the figure.

#### Cell adhesion

Genes encoding for several cell adhesion molecules were differentially expressed in ipRGCs (Fig. 9*B*). For example, the cell adhesion molecule *DscamL1* was relatively low in ipRGCs during postnatal development, but the closely related genes encoding the Ig superfamily adhesion molecules *Sidekick-1* and *Sidekick-2* were enriched in developing ipRGCs. 

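Dscaml1, an immunoglobulin superfamily adhesion gene, was lower in P5 ipRGCs, at 3.89 ± 2.07 against 30.2 ± 1.78 CPM (log2 fold change -2.75, SE 0.39, adjusted p = 3.17e-04). Sdk2 (sidekick 2), a synaptic adhesion gene, was higher there, at 334 ± 118 against 92.9 ± 45.6 CPM (log2 fold change 1.92, SE 0.35, adjusted p = 0.00294), and Sdk1 was at 98.4 ± 42.3 against 52.7 ± 17.5 CPM (log2 fold change 0.86, SE 0.32, adjusted p = 0.203). Dscaml1 in adults had log2 fold changes of 0.01 (SE 0.96, adjusted p = 0.998) in adult Opn4-GFP and -0.99 (SE 0.99, adjusted p = 0.683) in adult Opn4-Cre/GFP. Sdk2 had -0.30 (SE 0.57, adjusted p = 0.868) in adult Opn4-GFP and -0.16 (SE 0.38, adjusted p = 0.886) in adult Opn4-Cre/GFP. Sdk1 had 1.03 (SE 0.74, adjusted p = 0.545) in adult Opn4-GFP and 3.03 (SE 0.86, adjusted p = 0.0533) in adult Opn4-Cre/GFP. Sdk1 is called higher in adult Opn4-Cre/GFP without cRGC pool 2 (adjusted p = 0.0143). Sdk1 is called higher in adult Opn4-Cre/GFP with RLE scaling (adjusted p = 0.0473).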

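Unc5a and Unc5d, netrin receptor genes, were higher in ipRGCs at P5 and in adult Opn4-GFP. At P5 Unc5a was at 151 ± 48.8 against 23.1 ± 2.85 CPM (log2 fold change 2.62, SE 0.26, adjusted p = 1.33e-05). Unc5a in adult Opn4-GFP was at 268 ± 149 against 33.7 ± 40.0 CPM (log2 fold change 3.78, SE 0.79, adjusted p = 0.00356). Unc5d was at 154 ± 30.8 against 51.7 ± 5.36 CPM at P5 (log2 fold change 1.55, SE 0.23, adjusted p = 5.15e-04). Its adult Opn4-GFP level was 286 ± 152 against 81.3 ± 71.4 CPM (log2 fold change 2.12, SE 0.58, adjusted p = 0.0309). Their adult Opn4-Cre/GFP log2 fold changes were 2.69 (SE 0.80, adjusted p = 0.0672) and 2.59 (SE 0.76, adjusted p = 0.0619). The call for Unc5d in adult Opn4-GFP is lost without cRGC pool 1 (adjusted p = 0.0822), cRGC pool 5 (0.0575), cRGC pool 6 (0.0806), ipRGC pool 1 (0.0561), ipRGC pool 2 (0.0687), ipRGC pool 4 (0.0764) or ipRGC pool 5 (0.0646). Unc5a is called in adult Opn4-Cre/GFP without cRGC pool 2 (adjusted p = 0.0141). Unc5d is called there without cRGC pool 1 (adjusted p = 0.0481) or cRGC pool 2 (0.0294). Unc5a loses its adult Opn4-GFP call with single-run libraries left out (adjusted p = 0.0736). Unc5d loses its adult Opn4-GFP call with edgeR's exact test (adjusted p = 0.0920) or single-run libraries left out (0.238).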

*Unc5a* and *Unc5d* were significantly differentially expressed both in early postnatal and adult ipRGCs. In contrast, expression of *Unc5b* and *Unc5C* in ipRGCs was low relative to that in cRGCs. 

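Unc5b, another netrin receptor gene, was lower in ipRGCs of adult Opn4-Cre/GFP, at 4.03 ± 1.14 against 60.0 ± 19.0 CPM (log2 fold change -3.57, SE 0.66, adjusted p = 0.00416). Unc5b in adult Opn4-GFP was at 12.4 ± 25.9 against 71.3 ± 56.8 CPM (log2 fold change -3.78, SE 1.17, adjusted p = 0.0627) and at P5 at 6.51 ± 2.45 against 8.49 ± 2.77 CPM (log2 fold change -0.34, SE 0.42, adjusted p = 0.869). Unc5c was at 113 ± 11.8 against 108 ± 29.4 CPM at P5 (log2 fold change 0.09, SE 0.24, adjusted p = 0.955), 208 ± 187 against 214 ± 94.5 CPM in adult Opn4-GFP (log2 fold change -0.36, SE 0.56, adjusted p = 0.830) and 204 ± 138 against 249 ± 86.4 CPM in adult Opn4-Cre/GFP (log2 fold change -0.41, SE 0.47, adjusted p = 0.726). Unc5b is called lower in adult Opn4-GFP without cRGC pool 2 (adjusted p = 0.0146) or ipRGC pool 3 (0.0147).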

As suggested previously, expression of the repulsive ligand *Sema6a* was significantly lower in ipRGCs than cRGCs during postnatal development (Matsuoka et al., 2011). However, its receptor *PlxnA4* was enriched in P5 ipRGCs. 

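Sema6a, a transmembrane semaphorin gene, was lower in P5 ipRGCs, at 185 ± 62.2 against 1182 ± 269 CPM (log2 fold change -2.70, SE 0.25, adjusted p = 6.35e-06), and lower in each of the 3 pools. Adult levels were 279 ± 149 against 591 ± 453 CPM in Opn4-GFP (adjusted p = 0.243) and 152 ± 61.8 against 317 ± 159 CPM in Opn4-Cre/GFP (adjusted p = 0.257).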

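Plxna4, a plexin gene that codes for a semaphorin receptor, was higher in P5 ipRGCs, at 96.1 ± 15.9 against 33.6 ± 5.97 CPM (log2 fold change 1.49, SE 0.25, adjusted p = 0.00138). Adult log2 fold changes were 1.72 (SE 0.76, adjusted p = 0.228) in adult Opn4-GFP and -0.31 (SE 0.61, adjusted p = 0.862) in adult Opn4-Cre/GFP. Of 39 netrin, semaphorin and plexin genes tested at P5, 6 were higher and 2 lower (7 and 3 adjusted over the list alone, camera adjusted p = 0.269). The others higher include Plxnc1 and Sema6d, and Sema3e was lower. In adults 2 of 35 were higher and 4 lower in Opn4-GFP (camera adjusted p = 0.732) and 0 of 37 higher and 3 lower in Opn4-Cre/GFP (6 and 7 adjusted over the list alone, camera adjusted p = 0.658).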

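Sema5a, a transmembrane semaphorin gene, was at 515 ± 19.0 against 65.4 ± 10.4 CPM at P5 (log2 fold change 2.97, SE 0.20, adjusted p = 4.21e-07), higher in ipRGCs of each pool. In adult Opn4-GFP it was at 500 ± 287 against 496 ± 276 CPM (log2 fold change 0.06, SE 0.43, adjusted p = 0.968) and in adult Opn4-Cre/GFP at 384 ± 66.4 against 586 ± 335 CPM (log2 fold change -0.44, SE 0.41, adjusted p = 0.652).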

Another semaphorin, *Sema5a*, was also significantly enriched in developing ipRGCs. Other differentially expressed cell-adhesion molecules *Salm5* (*Lrfn5*), *Clstn2*, *Thbs1*, *Lrrtm2*, *Pcdh19*, *Ptprm*, and *Lrrc4c (Ngl1)* could play significant roles in the formation of ipRGC synapses (Burden-Gulley and Brady-Kalnay, 1999; Lin et al., 2003, 2018; de Wit et al., 2009; Xu et al., 2010; Lipina et al., 2016; Pederick et al., 2016). 

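Lrfn5 and Clstn2, synaptic adhesion genes, and Ptprm, a receptor phosphatase gene, were higher in ipRGCs in all 3 comparisons. Lrfn5 had log2 fold changes of 1.21 (SE 0.22, adjusted p = 0.00308) at P5, 4.00 (SE 0.66, adjusted p = 3.18e-04) in adult Opn4-GFP and 3.03 (SE 0.52, adjusted p = 0.00265) in adult Opn4-Cre/GFP. Clstn2 had 1.68 (SE 0.25, adjusted p = 4.72e-04) at P5, 3.29 (SE 0.50, adjusted p = 9.97e-05) in adult Opn4-GFP and 3.60 (SE 0.46, adjusted p = 2.82e-04) in adult Opn4-Cre/GFP. Ptprm had 1.89 (SE 0.22, adjusted p = 4.59e-05) at P5, 4.32 (SE 0.74, adjusted p = 4.19e-04) in adult Opn4-GFP and 3.18 (SE 0.54, adjusted p = 0.00253) in adult Opn4-Cre/GFP. Lrrtm2, a postsynaptic adhesion gene, was also higher in all 3, at 220 ± 51.4 against 54.9 ± 8.63 CPM at P5 (adjusted p = 7.20e-05). In adults it had 2.40 (SE 0.57, adjusted p = 0.0101) in adult Opn4-GFP and 1.94 (SE 0.49, adjusted p = 0.0297) in adult Opn4-Cre/GFP. Pcdh19, a protocadherin gene, and Thbs1, the thrombospondin 1 gene, were higher at P5 and in adult Opn4-Cre/GFP. Pcdh19 had 2.00 (SE 0.21, adjusted p = 1.94e-05) at P5, 2.17 (SE 0.66, adjusted p = 0.0553) in adult Opn4-GFP and 2.58 (SE 0.68, adjusted p = 0.0367) in adult Opn4-Cre/GFP. Thbs1 had 3.26 (SE 0.36, adjusted p = 3.15e-05) at P5, 3.35 (SE 1.04, adjusted p = 0.0623) in adult Opn4-GFP and 3.92 (SE 0.98, adjusted p = 0.0281) in adult Opn4-Cre/GFP. Lrrc4c, a netrin-G ligand gene, was higher at P5. It had 1.25 (SE 0.25, adjusted p = 0.00628) at P5, 0.23 (SE 0.53, adjusted p = 0.894) in adult Opn4-GFP and -0.17 (SE 0.50, adjusted p = 0.912) in adult Opn4-Cre/GFP. At P5 ipRGCs held 912 ± 157 CPM of Pcdh19 and 543 ± 78.5 of Clstn2 (n = 3), against 226 and 174 in cRGCs. Lrrtm2 loses its adult Opn4-Cre/GFP call without cRGC pool 3 (adjusted p = 0.0603), ipRGC pool 1 (0.0857), ipRGC pool 2 (0.0754), ipRGC pool 3 (0.108) or ipRGC pool 4 (0.0597). That for Pcdh19 is lost without cRGC pool 4 (adjusted p = 0.0670), ipRGC pool 1 (0.0948), ipRGC pool 2 (0.0854) or ipRGC pool 3 (0.115). Thbs1 loses it without cRGC pool 1 (adjusted p = 0.0785), cRGC pool 2 (0.0579), cRGC pool 4 (0.0569), ipRGC pool 1 (0.0963), ipRGC pool 2 (0.0540), ipRGC pool 3 (0.0748) or ipRGC pool 4 (0.0580). In adult Opn4-GFP Pcdh19 is called without cRGC pool 2 (adjusted p = 0.00829) or cRGC pool 3 (0.0399). Thbs1 is called there without cRGC pool 1 (adjusted p = 0.0439) or ipRGC pool 5 (0.0169). The P5 call for Lrrc4c is lost without ipRGC pool 1 (adjusted p = 0.0503). With the pool number as a block, Pcdh19 (adjusted p = 0.0506) and Thbs1 (0.0518) are not called in adult Opn4-Cre/GFP and Pcdh19 is called in adult Opn4-GFP (0.0475). Lrrtm2 loses its adult Opn4-Cre/GFP call with single-run libraries left out (adjusted p = 0.0510). Lrrtm2 loses its adult Opn4-GFP call with single-run libraries left out (adjusted p = 0.166). Pcdh19 loses its adult Opn4-Cre/GFP call with single-run libraries left out (adjusted p = 0.0734). Thbs1 loses its adult Opn4-Cre/GFP call with DESeq2 (adjusted p = 0.183), edgeR's exact test (0.335) or single-run libraries left out (0.0841). Thbs1 is called higher in adult Opn4-GFP with DESeq2 (adjusted p = 0.0135).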

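Mdga1 was higher in P5 ipRGCs, at 37.6 ± 16.7 against 5.02 ± 2.32 CPM (log2 fold change 2.69, SE 0.42, adjusted p = 8.58e-04). In adults this glycoprotein gene was at 119 ± 76.1 against 199 ± 223 CPM in Opn4-GFP (log2 fold change 0.08, SE 0.77, adjusted p = 0.974) and 131 ± 61.3 against 55.9 ± 51.9 CPM in Opn4-Cre/GFP (log2 fold change 1.81, SE 0.75, adjusted p = 0.209).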

The cell surface glycoprotein *Mdga1* was also differentially expressed in developing ipRGCs, and is known to influence the formation and maintenance of inhibitory synapses (Pettem et al., 2013).

**Figure 9.**
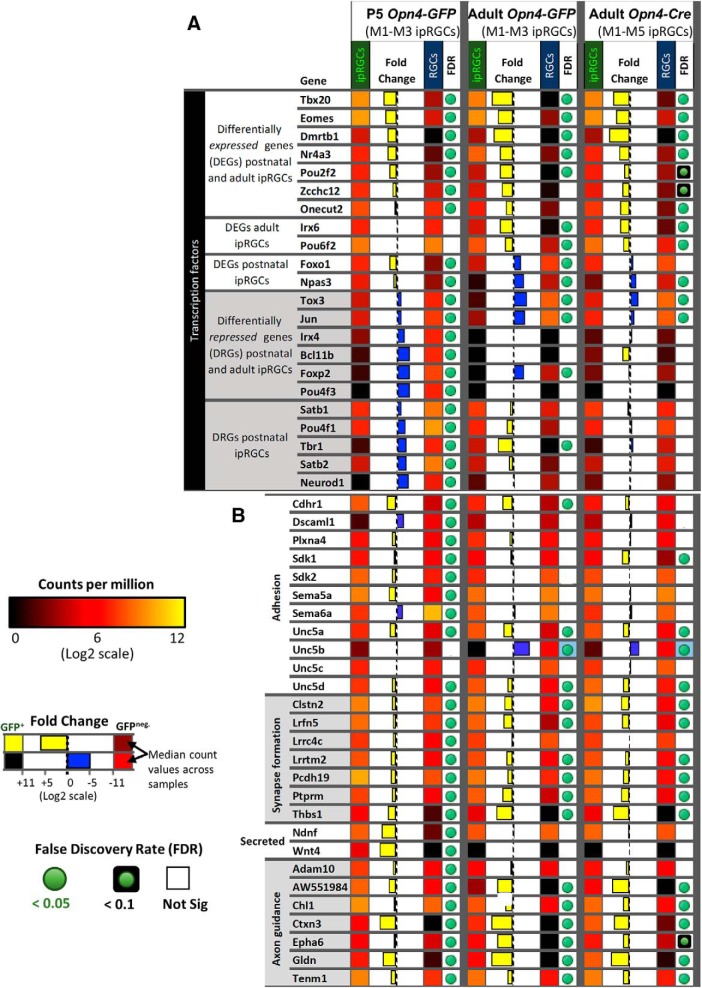
The expression pattern of developmentally regulated genes in ipRGCs. ***A***, Heat map of genes encoding transcription factors that have a particular temporal pattern of differential expression in ipRGCs (e.g., high gene expression in P5 ipRGCs relative to adult expression). Relative expression levels, fold-change, and FDR are color-coded as indicated in the figure. ***B***, Heat map of genes relevant for development of ipRGCs. Relative expression levels, fold-change, and FDR are color-coded as indicated in the figure.

#### Tolerance to stress

There is increasing evidence that ipRGCs are resistant to stress and able to survive under circumstances that are fatal for other retinal neurons (Li et al., 2008; de Sevilla Müller et al., 2014; Cui et al., 2015; Duan et al., 2015). The harsh dissociation and FACS processing has the potential of generating stress-induced gene expression changes (Fig. 6). 

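Of heat shock genes, 0 of 11 were called at P5, 0 of 10 in adult Opn4-GFP and 0 of 9 in adult Opn4-Cre/GFP, and also 0 adjusted over each list alone (camera adjusted p = 0.581, 0.938 and 0.312). Of immediate early genes, which cell stress and activity raise, 1 was higher in ipRGCs in each comparison, Nr4a3. At P5 1 of 23 was lower (Jun, 4 adjusted over the list alone, camera adjusted p = 0.101). In adult Opn4-GFP 3 of 22 were lower (Jun, Cyr61 and Zfp36, camera adjusted p = 0.0138, adjusted p = 0.0746 with an estimated correlation), and the same 3 of 24 in adult Opn4-Cre/GFP (camera adjusted p = 0.0210, adjusted p = 0.470 with an estimated correlation). The Müller glia sum was 18.2 and 17.5 times as high in cRGCs as in ipRGCs of these adult strains. Other cells in the adult cRGC pools thus stay open as a source of the adult falls, untested.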

We attempted to identify potential survival molecular programs that are specific to ipRGCs compared with generic RGCs. 

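Igf1, a growth factor gene, was higher in ipRGCs in all 3 comparisons, at 2478 ± 481 against 332 ± 47.3 CPM at P5 (log2 fold change 2.89, SE 0.22, adjusted p = 8.80e-07), 550 ± 205 against 44.4 ± 41.8 CPM in adult Opn4-GFP (log2 fold change 4.33, SE 0.74, adjusted p = 4.20e-04) and 966 ± 351 against 56.8 ± 39.9 CPM in adult Opn4-Cre/GFP (log2 fold change 4.39, SE 0.58, adjusted p = 3.11e-04). Spp1 (osteopontin), an extracellular phosphoprotein gene, is not listed at P5 and was higher in both adult strains. It was at 47.0 ± 28.3 against 0.0658 ± 0.0881 CPM in Opn4-GFP (log2 fold change 5.24, SE 0.83, adjusted p = 1.86e-04), where 3 of 6 cRGC libraries are at 0, and at 33.4 ± 10.4 against 1.77 ± 3.46 CPM in Opn4-Cre/GFP (log2 fold change 4.26, SE 0.87, adjusted p = 0.00766). The Opn4-Cre/GFP call is lost with edgeR's exact test (adjusted p = 0.135), and with its likelihood ratio (0.0990) and quasi-likelihood tests (0.268), both added after values had been seen. Adult ipRGC levels of Adcyap1 (PACAP) in Opn4-Cre/GFP were 208 ± 66.3 against 3.13 ± 2.68 CPM, and P5 levels 70.9 ± 16.4 against 31.3 ± 2.41 CPM. As a list chosen by the study on these samples, which is not independent evidence, 2 of 2 members were higher at P5 (camera adjusted p = 9.31e-06, adjusted p = 0.118 with an estimated correlation), 3 of 3 in adult Opn4-GFP (camera adjusted p = 1.31e-07) and 3 of 3 in adult Opn4-Cre/GFP (camera adjusted p = 8.35e-07, adjusted p = 0.0597 with an estimated correlation).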

The genes *Adcyap1* (PACAP), *Igf1*, and *Spp1* (*osteopontin*), all of which have previously described roles in promoting ipRGC survival (Atlasz et al., 2010; Duan et al., 2015) were differentially expressed in ipRGCs. We also identified a number of genes related to glial function differentially expressed in ipRGCs, including *Gldn*, *Cntn2*, *Lama4*, and *Astn2*, and *Thbs1* (Fig. 6).

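Gldn (gliomedin), which clusters sodium channels at nodes, was higher in ipRGCs in all 3 comparisons, at 127 ± 56.9 against 2.50 ± 1.73 CPM at P5 (log2 fold change 5.24, SE 0.42, adjusted p = 1.17e-06), 71.0 ± 31.1 against 0.871 ± 1.94 CPM in adult Opn4-GFP (log2 fold change 5.51, SE 0.88, adjusted p = 2.01e-04) and 284 ± 140 against 2.26 ± 2.33 CPM in adult Opn4-Cre/GFP (log2 fold change 6.62, SE 0.71, adjusted p = 8.32e-05). Astn2 (astrotactin 2), a gene of neuronal migration along glia, was higher at P5 and in adult Opn4-GFP, with 1.07 (SE 0.28, adjusted p = 0.0386) at P5, 3.72 (SE 0.96, adjusted p = 0.0201) in adult Opn4-GFP and 1.81 (SE 0.69, adjusted p = 0.167) in adult Opn4-Cre/GFP. Cntn2, a contactin adhesion gene, had log2 fold changes of 0.33 (SE 0.25, adjusted p = 0.724) at P5, 2.34 (SE 0.87, adjusted p = 0.134) in adult Opn4-GFP and 1.61 (SE 0.66, adjusted p = 0.210) in adult Opn4-Cre/GFP. Lama4, a laminin chain gene, had -0.21 (SE 0.45, adjusted p = 0.943) at P5, 3.04 (SE 0.91, adjusted p = 0.0512) in adult Opn4-GFP and 2.38 (SE 0.90, adjusted p = 0.165) in adult Opn4-Cre/GFP. With Thbs1 this list, which the study chose on these samples and is not independent evidence, had 3 of 5 members higher at P5 (camera adjusted p = 1.06e-05, adjusted p = 0.0590 with an estimated correlation), 2 of 5 in adult Opn4-GFP (camera adjusted p = 8.84e-06) and 2 of 5 in adult Opn4-Cre/GFP (camera adjusted p = 2.18e-05). Adjusted over the list alone it was 5 of 5 in each adult strain. At P5 the call for Astn2 is lost without cRGC pool 1 (adjusted p = 0.112), cRGC pool 3 (0.114), ipRGC pool 1 (0.131) or ipRGC pool 2 (0.166). The adult Opn4-GFP call is lost without cRGC pool 5 (adjusted p = 0.0518), ipRGC pool 2 (0.0701) or ipRGC pool 4 (0.0645). It is gained in adult Opn4-Cre/GFP without cRGC pool 4 (adjusted p = 0.0495). Cntn2 is called in adult Opn4-GFP without cRGC pool 4 (adjusted p = 0.00631). Lama4 is called there without cRGC pool 6 (adjusted p = 0.0458) or ipRGC pool 4 (0.00642). Astn2 loses its adult Opn4-GFP call with single-run libraries left out (adjusted p = 0.127). Lama4 is called higher in adult Opn4-GFP with DESeq2 (adjusted p = 0.0240) or the pool number as a block (0.0424).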

#### Phototransduction

Photoactivation of melanopsin photopigment typically triggers a phosphoinositide signaling cascade resembling that in rhabdomeric (invertebrate) photoreceptors, involving G proteins in the Gq family, phospholipase C, and canonical TRP channels. In ipRGCs, the phototransduction cascade typically signals through Gq-family proteins and phospholipase C beta 4 (PLCB4) to open canonical TRP channels (Trpc7 and Trpc6; Graham et al., 2008; Xue et al., 2011; Hu et al., 2013; Emanuel and Do, 2015; Emanuel et al., 2017; Fig. 10*A*). Additionally, M2 and M4 ipRGCs use distinct ciliary phototransduction pathway components, including cyclic nucleotide as the second messenger and HCN as the ion channel for phototransduction (Jiang et al., 2018). Further, contrast sensitivity of M4 cells is enhanced by Opn4 phototransduction through the regulation of potassium leak channels (Sonoda et al., 2018).

**Figure 10.**
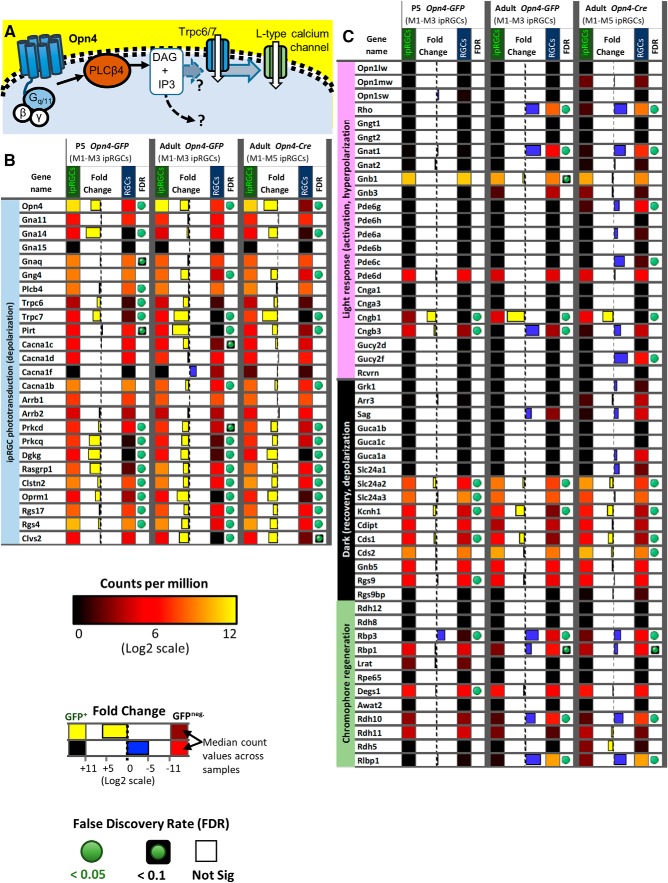
Phototransduction-related gene expression. ***A***, Distinct from rod and cone photoreceptors, the light-activation of Opn4 triggers a membrane-bound signaling cascade including G_q/11_ type G-proteins, the generation of DAG by PLCβ4, the opening of downstream TRPC6 and TRPC7 channels, and ultimately leads to the influx of calcium through L-type voltage-gated calcium channels. ***B***, Heat map of genes that are potentially relevant to the Opn4-mediated phototransduction signaling cascade. Relative expression levels, fold-change, and FDR are color-coded as indicated in the figure. ***C***, Heat map of genes previously described to play a role in the light response, dark adaptation, and chromophore regeneration of rod and cone photoreceptors. Relative expression levels, fold-change, and FDR are color-coded as indicated in the figure.

We determined that the genes in this signaling cascade (*Opn4*, *Trpc7*, *Trpc6*, *Plcb4*, and several Gq genes) were expressed at relatively high levels in all three ipRGC pools (i.e., selective-postnatal; selective-adult; or pan-subtype adult). Moreover, two key genes, *Opn4* and *Trpc7*, were more highly expressed in ipRGCs than in cRGCs in all three ipRGC pools. 

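Plcb4, the phospholipase of melanopsin signaling, and Gnaq, a Gq alpha subunit gene, were among the more abundant members of the cascade in ipRGCs. Plcb4 means in ipRGCs were 427 ± 16.6 CPM at P5, 525 ± 263 in adult Opn4-GFP and 489 ± 69.2 in adult Opn4-Cre/GFP. Gnaq means were 459 ± 62.9, 293 ± 136 and 253 ± 81.0 CPM. Trpc7 means outside adult Opn4-GFP were 68.8 ± 6.02 CPM at P5 and 159 ± 118 in adult Opn4-Cre/GFP. Of the Gq and diacylglycerol signaling list, 5 of 30 members were higher and 2 lower in P5 ipRGCs (camera adjusted p = 0.105). In adult Opn4-GFP 4 of 27 were higher and 1 lower (camera adjusted p = 0.237), and in adult Opn4-Cre/GFP 5 of 29 were higher and 1 lower (camera adjusted p = 0.193).

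**Figure D4:**
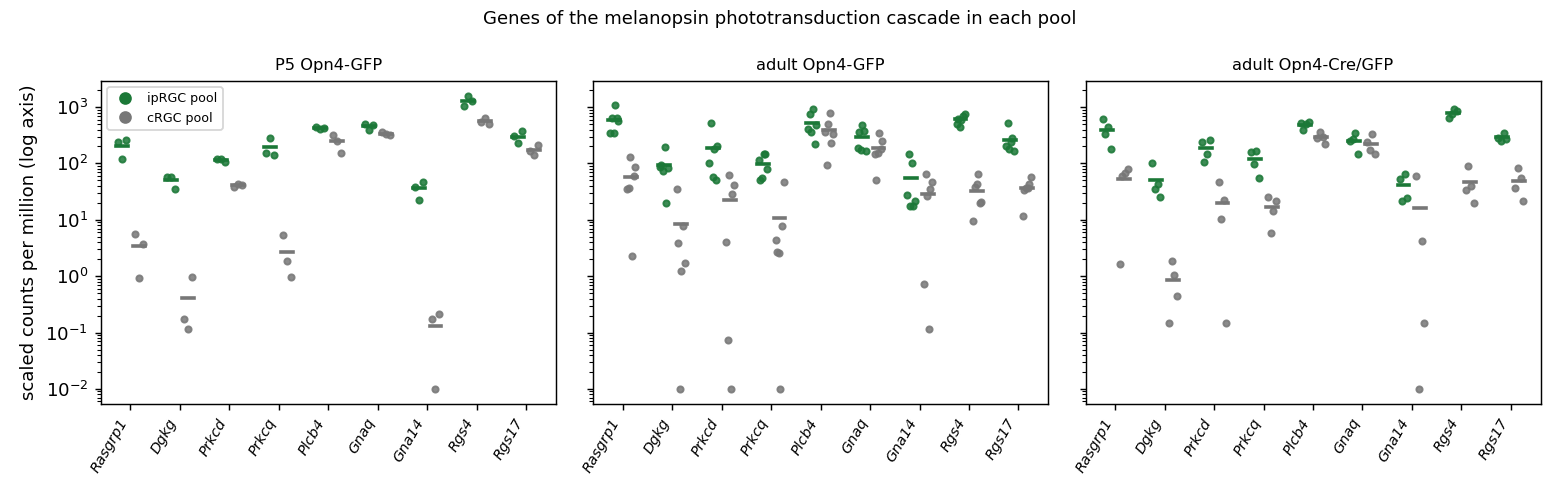
Rasgrp1, Dgkg, Prkcd, Prkcq, Plcb4, Gnaq, Gna14, Rgs4 and Rgs17 in each library (dots) and group means (bars), CPM on a log axis. Values under 0.01 are drawn at 0.01. n = 3 pools a group at P5, 6 in adult Opn4-GFP and 4 in adult Opn4-Cre/GFP.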

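In ipRGCs Trpc7 held 6.43, 6.55 and 10.8 times the CPM of Trpc6 at P5, in adult Opn4-GFP and in adult Opn4-Cre/GFP, and more in each of the 13 ipRGC libraries. Trpc6 was at 10.7 ± 2.93 against 2.41 ± 0.520 CPM at P5 and 14.6 ± 7.93 against 7.31 ± 10.2 CPM in adult Opn4-Cre/GFP. CPM values are not corrected for transcript length.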

*Trpc6* was also significantly overexpressed in ipRGCs in younger animals, with a trend in this direction also in adult ipRGCs, but *Trpc7* was expressed at much higher levels than *Trpc6*. 

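In ipRGCs Plcb4 held 6.65, 18.1 and 5.06 times the CPM of Plcb1 at P5, in adult Opn4-GFP and in adult Opn4-Cre/GFP, and 97.4, 107 and 158 times that of Plcb3. It exceeded both in each of the 13 ipRGC libraries. Plcb1 and Plcb3 code for other phospholipases of the beta family. Plcb1 means in ipRGCs were 64.2 ± 7.23, 28.9 ± 18.0 and 96.6 ± 84.2 CPM, and Plcb3 means 4.39 ± 2.62, 4.91 ± 8.18 and 3.09 ± 1.74. In adult Opn4-GFP, ipRGC pool 4 held 20.9 CPM of Plcb3 and the next pool 6.24, so the ratio of 107 leans on 1 library. Plcb3 is called lower in adult Opn4-Cre/GFP with DESeq2 (adjusted p = 2.59e-04) or edgeR's exact test (0.00944).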

Plcb4 appears essential for melanopsin phototransduction in some cells, and it was expressed at much higher levels than Plcb1, 2, or 3. However, Plcb4 was differentially expressed in postnatal age ipRGCs compared with cRGCs, but had similar expression during adulthood.

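Log2 fold changes of Plcb4, the phospholipase gene, in ipRGCs against cRGCs were 0.86 (SE 0.25, adjusted p = 0.0634) at P5, 0.57 (SE 0.47, adjusted p = 0.611) in adult Opn4-GFP and 0.74 (SE 0.33, adjusted p = 0.261) in adult Opn4-Cre/GFP. All 3 pools at P5 were higher in ipRGCs, 4 of 6 in adult Opn4-GFP and 4 of 4 in adult Opn4-Cre/GFP. Without cRGC pool 1 it is called at P5 (log2 fold change 1.09, adjusted p = 0.0334).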

Recent evidence indicates that multiple the Gα subunits of the Gq family, including Gnaq, Gna11, or Gna14 subunits, redundantly contribute to phototransduction in ipRGCs (Hughes et al., 2015). Our studies suggest a similar expression pattern, including a lack of Gna15 expression (Fig. 10*B*). 

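Gna14, a Gq alpha subunit gene, was higher in P5 ipRGCs, at 36.2 ± 13.0 against 0.130 ± 0.114 CPM (log2 fold change 4.98, SE 0.43, adjusted p = 2.72e-06). Adult Opn4-GFP pools held 55.2 ± 54.9 against 28.7 ± 25.3 CPM (log2 fold change 1.53, SE 1.04, adjusted p = 0.517) and those of adult Opn4-Cre/GFP 41.1 ± 21.2 against 16.0 ± 29.2 CPM (log2 fold change 3.12, SE 1.12, adjusted p = 0.142). Without cRGC pool 1 it is called in adult Opn4-Cre/GFP (log2 fold change 4.38, adjusted p = 0.0133).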

Further, we determined that Gna14 was differentially expressed in our P5 ipRGC samples, but it did not reach a statistical significant difference in adult Opn4-GFP ipRGCs. Gnaq appears to be among the highest expressing Gq/11 subunits in our study, which conflicts with the negative finding of Siegert et al. (2012). 

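Within ipRGCs Gnaq held 4.73, 2.50 and 2.30 times the CPM of Gna11 at P5, in adult Opn4-GFP and in adult Opn4-Cre/GFP, and 12.7, 5.31 and 6.17 times that of Gna14. It exceeded Gna11 in 12 of 13 ipRGC libraries and Gna14 in all 13. Its log2 fold changes against cRGCs were 0.43 (SE 0.20, adjusted p = 0.361) at P5, 0.72 (SE 0.49, adjusted p = 0.508) in adult Opn4-GFP and 0.19 (SE 0.40, adjusted p = 0.872) in adult Opn4-Cre/GFP. Those of Gna11, another Gq alpha subunit gene, were -0.35 (SE 0.29, adjusted p = 0.767) at P5, 0.90 (SE 1.00, adjusted p = 0.735) in adult Opn4-GFP and -0.26 (SE 0.52, adjusted p = 0.861) in adult Opn4-Cre/GFP.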

To date, the Gβγ complex involved in the ipRGCs signaling cascade remains unknown. Our studies determined that the beta subunit Gnb1 is by far the most highly expressed in ipRGCs, having a 15-fold higher expression than the other subunits Gnb2, Gnb4, or Gnb5; Gnb3 was not detectably expressed in adult ipRGCs (Fig. 10*C*). Additionally, we found that the gamma subunit Gng4 is differentially expressed in ipRGCs.

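Gnb1, a G protein beta subunit gene, was the most abundant of its family in ipRGCs. Its mean exceeded those of Gnb2, Gnb4 and Gnb5 by 34.2, 12.5 and 31.0 times at P5, 11.5, 27.0 and 21.2 times in adult Opn4-GFP and 13.3, 23.1 and 11.7 times in adult Opn4-Cre/GFP. Without ipRGC pool 4 the excess over Gnb2 becomes 25.0 times in adult Opn4-GFP and 23.2 in adult Opn4-Cre/GFP, and without ipRGC pool 5 that over Gnb4 becomes 41.4 in adult Opn4-GFP. Against cRGCs Gnb1 was at 1603 ± 176 against 1758 ± 150 CPM at P5 (log2 fold change -0.14, SE 0.22, adjusted p = 0.908). It was at 1047 ± 596 against 450 ± 170 CPM in adult Opn4-GFP (log2 fold change 1.18, SE 0.37, adjusted p = 0.0707) and 949 ± 249 against 589 ± 214 CPM in adult Opn4-Cre/GFP (log2 fold change 0.73, SE 0.36, adjusted p = 0.325).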

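Gng4, a G protein gamma subunit gene, was higher in ipRGCs of both adult strains. It was at 339 ± 108 against 15.7 ± 11.9 CPM in Opn4-GFP (log2 fold change 4.89, SE 0.73, adjusted p = 8.23e-05) and 362 ± 77.9 against 35.5 ± 38.6 CPM in Opn4-Cre/GFP (log2 fold change 4.06, SE 0.73, adjusted p = 0.00349). At P5 the change was 0.07 (SE 0.22, adjusted p = 0.964).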

Also differentially expressed in ipRGCs were two factors with known roles in diacylglycerol (DAG) signaling, Ras guanyl nucleotide-releasing protein 1 (*Rasgrp1*), and diacylglycerol kinase gamma (*Dgkg*; Fig. 10*B*). 

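Rasgrp1 (ENSMUSG00000027347, chromosome 2, 117105729 to 117168737 of mm9), a Ras activator that binds diacylglycerol, and Dgkg, a diacylglycerol kinase gene, were higher in ipRGCs in all 3 comparisons. Rasgrp1 had log2 fold changes of 5.65 (SE 0.42, adjusted p = 8.19e-07) at P5, 3.86 (SE 0.67, adjusted p = 4.91e-04) in adult Opn4-GFP and 3.55 (SE 0.87, adjusted p = 0.0246) in adult Opn4-Cre/GFP. Dgkg was at 50.5 ± 12.8 against 0.418 ± 0.472 CPM at P5 (adjusted p = 1.20e-06) and had 4.06 (SE 0.93, adjusted p = 0.00726) in adult Opn4-GFP and 4.70 (SE 0.78, adjusted p = 0.00199) in adult Opn4-Cre/GFP. Rasgrp1 loses its adult Opn4-Cre/GFP call without ipRGC pool 1 (adjusted p = 0.0794) or ipRGC pool 3 (0.0683), and with the pool number as a block (adjusted p = 0.0732). Dgkg loses its adult Opn4-GFP call with single-run libraries left out (adjusted p = 0.0739).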

*Rasgrp1* is a GEF that activates *Ras* by facilitating its GTP binding (Bivona et al., 2003). Rasgrp1 binds DAG and Ca^2+^, both of which are elevated by melanopsin phototransduction. This provides a possible basis for intrinsic photoresponses of ipRGCs to modulate Ras signaling and thus genes governing cell growth, differentiation and survival. We will return to a more detailed consideration of Rasgrp1 later in this report.

*Dgkg* converts DAG to phosphatidic acid, thus acting as a terminator of DAG signaling (Bivona et al., 2003; Shulga et al., 2011). Because DAG appears to be a key link between early steps in phototransduction and gating of the light-activated channels, Dgkg may regulate the kinetics of the photoresponse in ipRGCs. The protein products of the two overexpressed genes may interact. Diacylglycerol kinases are also known to bind to Rasgrp and modulate its activity (Topham and Prescott, 2001). 

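Prkcd and Prkcq, genes of protein kinases C that diacylglycerol activates, were higher in ipRGCs in all 3 comparisons. Prkcq had log2 fold changes of 5.81 (SE 0.41, adjusted p = 4.53e-07) at P5, 4.05 (SE 0.88, adjusted p = 0.00472) in adult Opn4-GFP and 2.82 (SE 0.60, adjusted p = 0.0108) in adult Opn4-Cre/GFP. Prkcd had 1.48 (SE 0.22, adjusted p = 5.38e-04) at P5, 3.96 (SE 1.00, adjusted p = 0.0177) in adult Opn4-GFP and 4.00 (SE 0.89, adjusted p = 0.0142) in adult Opn4-Cre/GFP. Prkcq was at 192 ± 77.0 against 2.70 ± 2.30 CPM at P5 and 99.1 ± 44.1 against 10.6 ± 17.7 CPM in adult Opn4-GFP. Calls in adult Opn4-Cre/GFP are lost for Prkcd without ipRGC pool 1 (adjusted p = 0.0521) or ipRGC pool 4 (0.0576), and for Prkcq without ipRGC pool 1 (adjusted p = 0.0623) or ipRGC pool 3 (0.0646). The call for Prkcd in adult Opn4-GFP is lost without ipRGC pool 2 (adjusted p = 0.0624), and with the pool number as a block (0.0559). Prkcd loses its adult Opn4-GFP call with DESeq2 (adjusted p = 0.0720), edgeR's exact test (0.141) or single-run libraries left out (0.0542). Prkcq loses its adult Opn4-GFP call with edgeR's exact test (adjusted p = 0.0567).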

Diacylglycerol and calcium are also known to activate the protein kinase C (PKC) family members Prkcd and Prkcq (Oancea and Meyer, 1998), which we determined to be differentially expressed in ipRGCs. PKC activity has been suggested to be important for deactivating TRPC activity in the invertebrate photoreceptors and potentially also for the Opn4 phototransduction cascade (Graham et al., 2008). Peirson et al. (2007) previously identified another PKC member, Prkcz, as being important for ipRGC-mediated photoentrainment of circadian rhythms (Peirson et al., 2007). However, Prkcz is only moderately expressed in ipRGCs in our data, at levels and similar to those in cRGCs.

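Prkcz, the gene of an atypical protein kinase C, was at 34.9 ± 5.77 against 26.2 ± 4.74 CPM at P5 (log2 fold change 0.40, SE 0.28, adjusted p = 0.682). Adult levels were 43.8 ± 34.5 against 25.0 ± 15.0 CPM in Opn4-GFP (log2 fold change 0.54, SE 0.86, adjusted p = 0.834) and 39.6 ± 19.1 against 47.8 ± 49.1 CPM in Opn4-Cre/GFP (log2 fold change 0.11, SE 0.68, adjusted p = 0.961).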

In other photoreceptors, RGS (regulator of G-protein signaling) proteins play a key role in terminating the photoresponse by accelerating the intrinsic GTPase activity of the cognate G-protein (e.g., transducin in rods). 

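Rgs4, whose product speeds GTP hydrolysis by G alpha subunits, was higher in ipRGCs in all 3 comparisons, with log2 fold changes of 1.18 (SE 0.22, adjusted p = 0.00404) at P5, 4.38 (SE 0.50, adjusted p = 2.61e-06) in adult Opn4-GFP and 4.27 (SE 0.45, adjusted p = 7.71e-05) in adult Opn4-Cre/GFP. Rgs17, a related gene, was higher in both adult strains (log2 fold changes 0.76 (SE 0.23, adjusted p = 0.0937) at P5, 2.84 (SE 0.53, adjusted p = 0.00116) in adult Opn4-GFP and 2.69 (SE 0.46, adjusted p = 0.00247) in adult Opn4-Cre/GFP). At P5 its levels were 299 ± 71.6 against 175 ± 35.9 CPM, with all 3 pools higher in ipRGCs. The adult changes of Rgs17 are near the medians of pan-RGC markers (2.45 and 2.47). Of the family, 1 of 15 members was higher and 1 lower (Rgs8) at P5 (camera adjusted p = 0.319). In adult Opn4-GFP 2 of 13 were higher and 2 lower (Rgs6 and Rgs8, camera adjusted p = 0.938), and in adult Opn4-Cre/GFP 2 of 15 were higher (camera adjusted p = 0.369). The call for Rgs8 at P5 is lost without cRGC pool 1 (adjusted p = 0.0572) or cRGC pool 2 (0.0654), and that for Rgs6 with single-run libraries left out (adjusted p = 0.0711).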

Two RGS genes were overexpressed in all three ipRGC pools: *Rgs4* and *Rgs17*. At least one of these (Rgs17) regulates Gq signaling (Mao et al., 2004; Ji et al., 2011; Fig. 10*B*).

The arrestins also contribute to response termination by binding to phosphorylated opsin. ipRGCs exhibited strong expression of both beta arrestin genes (*Arrb1*, *Arrb2*) but low expression of rod (*Sag*) and cone (*Arr3*) arrestin genes. This is consistent with earlier evidence that beta arrestins rather than conventional retinal arrestins bind photoactivated melanopsin in ipRGCs (Cameron and Robinson, 2014; Mure et al., 2018). 

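Arrb1 and Arrb2, the beta arrestin genes, were not called in any comparison. Arrb1 was at 150 ± 36.3 against 161 ± 38.9 CPM at P5, 267 ± 196 against 226 ± 95.4 CPM in adult Opn4-GFP and 293 ± 42.9 against 279 ± 163 CPM in adult Opn4-Cre/GFP. Its adjusted p was 0.956, 0.964 and 0.853 in that order. Arrb2 was at 22.8 ± 8.64 against 15.3 ± 9.22 CPM, 21.6 ± 20.2 against 16.4 ± 18.0 CPM and 29.7 ± 6.03 against 66.8 ± 44.6 CPM, with adjusted p = 0.648, 0.801 and 0.522.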

Still, these beta arrestin transcripts are both at similarly high levels in cRGCs as in ipRGCs, presumably because these arrestins regulate diverse GPCRs (Fig. 10*B*).

Many of the genes involved in rod and cone phototransduction had low expression (scarce or no read alignment) and/or were present at much lower levels in ipRGCs than cRGCs. These include the genes for opsins, transducin alpha, and arrestin in rods (*Rho*, *Gnat1, Sag*) and cones (*Opn1mw, Opn1sw, Gnat2,* and *Arr3*; Fig. 10*C*). 

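Gnat1, the rod transducin gene, was lower in ipRGCs of adult Opn4-GFP, at 0.920 ± 2.09 against 133 ± 149 CPM (log2 fold change -5.31, SE 1.07, adjusted p = 0.00248). In adult Opn4-Cre/GFP it was at 65.0 ± 127 against 128 ± 44.1 CPM (log2 fold change -4.31, SE 1.30, adjusted p = 0.0725). Sag, the rod arrestin gene, was at 0.762 ± 0.980 against 8.11 ± 8.65 CPM and 9.49 ± 16.6 against 20.6 ± 15.9 CPM in the adult strains (adjusted p = 0.304 and 0.452). Of cone genes listed with adult Opn4-Cre/GFP, Gnat2 was at 2.61 ± 3.15 against 6.71 ± 10.4 CPM (adjusted p = 0.856), Arr3 at 33.2 ± 62.3 against 13.9 ± 14.9 CPM (adjusted p = 0.993) and Opn1mw at 22.4 ± 38.3 against 28.0 ± 49.4 CPM (adjusted p = 0.969). At P5 Opn1sw was at 0.735 ± 0.655 against 1.54 ± 1.05 CPM (adjusted p = 0.810). In ipRGC pool 4 of adult Opn4-Cre/GFP, Gnat1 was at 256 CPM, Arr3 at 127 and Sag at 34.3. Without this pool Gnat1 is called lower there (log2 fold change -6.10, adjusted p = 5.00e-04). Gnat1 is called lower in adult Opn4-Cre/GFP with single-run libraries left out (adjusted p = 0.00167).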

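Cngb1, a cyclic nucleotide-gated channel subunit gene, was higher in ipRGCs in all 3 comparisons. It was at 9.10 ± 3.78 against 0.320 ± 0.282 CPM at P5 (log2 fold change 2.90, SE 0.46, adjusted p = 9.79e-04), 37.6 ± 35.1 against 0.0516 ± 0.126 CPM in adult Opn4-GFP (log2 fold change 4.64, SE 0.84, adjusted p = 8.54e-04) and 28.6 ± 16.8 against 1.80 ± 3.18 CPM in adult Opn4-Cre/GFP (log2 fold change 3.69, SE 0.91, adjusted p = 0.0256). Of 6 adult Opn4-GFP cRGC libraries, 5 are at 0. Its adult Opn4-Cre/GFP call is lost without cRGC pool 1 (adjusted p = 0.0765), cRGC pool 4 (0.0522), ipRGC pool 1 (0.0893), ipRGC pool 2 (0.0752) or ipRGC pool 3 (0.0761). Cngb1 loses its adult Opn4-Cre/GFP call with edgeR's exact test (adjusted p = 0.0891). Cngb1 loses its adult Opn4-GFP call with single-run libraries left out (adjusted p = 0.0711).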

Although Cngb1 was differentially expressed in ipRGCs, the total reads aligning to the Cngb1 locus were low and derived mainly from a limited region of the gene, and the obligatory alpha subunits were not detected, so this could be a false-positive (Fig. 10*C*).

### Genes differentially repressed in ipRGCs

The lack of contamination by non-RGC retinal neurons in the P5 samples allowed us to identify genes that were differentially repressed in ipRGCs compared with cRGCs in early postnatal development. Our data suggested that the transcription factor *Jun* (Jun proto-oncogene) and *Irx4* are differentially repressed in P5 ipRGCs samples (Fig. 9). 

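Jun, an immediate early transcription factor gene, and Irx4, an Iroquois homeobox gene, were lower in P5 ipRGCs. Jun was at 27.1 ± 10.9 against 90.3 ± 32.9 CPM (log2 fold change -1.70, SE 0.32, adjusted p = 0.00450) and Irx4 at 7.09 ± 0.907 against 57.7 ± 8.53 CPM (log2 fold change -2.86, SE 0.30, adjusted p = 2.16e-05). Jun was also lower in adult ipRGCs, with log2 fold changes of -4.45 (SE 0.70, adjusted p = 1.55e-04) in adult Opn4-GFP and -1.85 (SE 0.51, adjusted p = 0.0482) in adult Opn4-Cre/GFP. Irx4 is not listed with adult Opn4-GFP and was at 3.33 ± 3.04 against 13.8 ± 22.1 CPM in adult Opn4-Cre/GFP (log2 fold change -0.53, SE 1.14, adjusted p = 0.872). The adult Opn4-Cre/GFP call for Jun is lost without any one of 7 libraries. Adjusted p = 0.128, 0.0876 and 0.146 without cRGC pool 1, 2 or 3, and 0.164, 0.0870, 0.120 and 0.0599 without ipRGC pool 1, 2, 3 or 4. It is 0.0894 with the pool number as a block.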

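Satb1 and Foxp2, transcription factor genes of other RGC types, were lower in P5 ipRGCs. Foxp2 was at 3.69 ± 3.18 against 108 ± 14.9 CPM (log2 fold change -4.74, SE 0.41, adjusted p = 2.44e-06) and Satb1 at 71.6 ± 6.55 against 273 ± 54.6 CPM (log2 fold change -1.90, SE 0.22, adjusted p = 4.59e-05). Of 15 marker genes of conventional RGC subtypes tested at P5, 10 were lower and none higher (12 lower and 1 higher adjusted over the list alone, camera adjusted p = 2.95e-17). In adults none of 13 was called in Opn4-GFP (camera adjusted p = 0.938) and none of 14 in Opn4-Cre/GFP (camera adjusted p = 0.863). Adult log2 fold changes were -2.87 (SE 0.97, adjusted p = 0.0923) in adult Opn4-GFP and -0.09 (SE 1.08, adjusted p = 0.981) in adult Opn4-Cre/GFP for Foxp2. Foxp2 is called lower in adult Opn4-GFP without cRGC pool 2 (adjusted p = 0.0381). Foxp2 is called lower in adult Opn4-GFP with DESeq2 (adjusted p = 0.0108).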

Other genes that were differentially repressed in the P5 ipRGC samples included *Satb1*, *Satb2*, and *Foxp2*, all of which are known to have restricted expression in the abundant F-RGC type that is likely included in the cRGC samples (Rousso et al., 2016). The *Pou4f1* (*Brn3a)* and *Pou4f3* (*Brn3c*) transcription factors were both differentially repressed in P5 ipRGCs, consistent with their known lack of expression in ipRGCs (Jain et al., 2012; Fig. 9). 

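Pou4f1 (Brn3a) and Pou4f3 (Brn3c), POU domain transcription factor genes of RGCs, were lower in P5 ipRGCs. Pou4f1 was at 63.5 ± 26.0 against 655 ± 151 CPM (log2 fold change -3.40, SE 0.27, adjusted p = 1.17e-06) and Pou4f3 at 1.61 ± 1.52 against 48.9 ± 11.5 CPM (log2 fold change -4.38, SE 0.44, adjusted p = 1.41e-05). Pou4f1 in adults had 1.84 (SE 1.04, adjusted p = 0.398) in adult Opn4-GFP and -0.86 (SE 0.64, adjusted p = 0.543) in adult Opn4-Cre/GFP. Pou4f3 is listed at P5 alone.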

The transcriptional repressors *Bcl11b (CTIP2)*, *Irx4*, and *Tbr1* were all found to be differentially repressed in ipRGC compared with cRGCs samples. Furthermore, the *Cdkn1c* (*p57KIP2),* a gene known to be transcriptionally repressed by Bcl11b (Topark-Ngarm et al., 2006), had relatively increased expression in ipRGCs (Fig. 6).

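Bcl11b (CTIP2), a zinc finger repressor gene, and Tbr1, a T-box gene, were lower in P5 ipRGCs. Log2 fold changes were -4.48 (SE 0.40, adjusted p = 3.87e-06) for Bcl11b and -3.33 (SE 0.42, adjusted p = 1.01e-04) for Tbr1. The list of such factors that the study chose on these samples had 9 of 9 members lower at P5, which is not independent evidence (camera adjusted p = 3.17e-27). Of its members, 1 of 6 was lower in adult Opn4-GFP (camera adjusted p = 0.938) and 1 of 8 in adult Opn4-Cre/GFP (camera adjusted p = 0.369), in both cases Jun. Adult log2 fold changes were 2.80 (SE 1.00, adjusted p = 0.119) in adult Opn4-GFP and -1.19 (SE 0.94, adjusted p = 0.578) in adult Opn4-Cre/GFP for Tbr1. Bcl11b is listed with adult Opn4-Cre/GFP alone of the adult strains (1.30 (SE 0.86, adjusted p = 0.488)). Tbr1 is called higher in adult Opn4-GFP without ipRGC pool 2 (adjusted p = 0.0393).

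**Figure D5:**
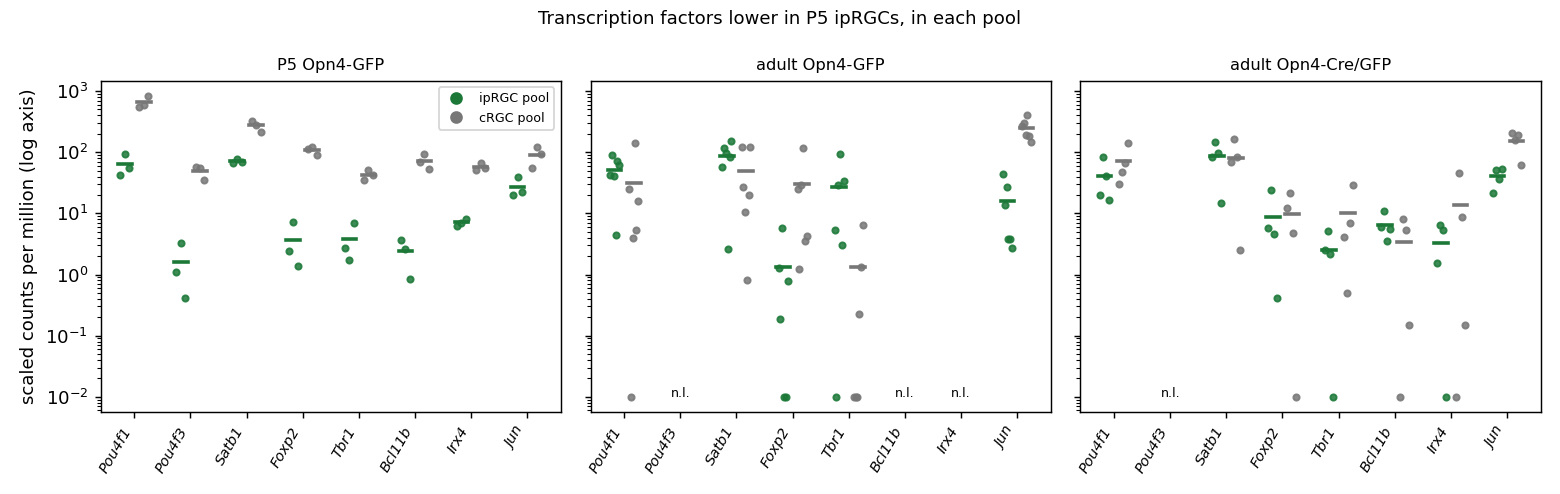
Pou4f1, Pou4f3, Satb1, Foxp2, Tbr1, Bcl11b, Irx4 and Jun in each library (dots) and group means (bars), CPM on a log axis. Values under 0.01 are drawn at 0.01, and n.l. marks a gene not listed. n = 3 pools a group at P5, 6 in adult Opn4-GFP and 4 in adult Opn4-Cre/GFP.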

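Cdkn1c (p57KIP2), a cell cycle inhibitor gene, was higher in P5 ipRGCs, at 158 ± 54.3 against 6.02 ± 2.18 CPM (log2 fold change 4.48, SE 0.33, adjusted p = 6.25e-07). Adult Opn4-GFP pools were at 95.8 ± 134 against 12.0 ± 12.4 CPM (log2 fold change 2.97, SE 0.93, adjusted p = 0.0673) and adult Opn4-Cre/GFP pools at 54.9 ± 24.7 against 18.4 ± 5.11 CPM (log2 fold change 1.39, SE 0.61, adjusted p = 0.249). All 13 ipRGC libraries exceeded their cRGC partner.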

### Rasgrp1 is selectively expressed in ipRGCs

Because differential mRNA expression does not guarantee a correspondence with protein product (Koussounadis et al., 2015), we sought to test our transcript-level differential expression analysis at the protein level and to determine whether their expression is selective for particular adult ipRGC subtypes. 

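Rasgrp1 was at 207 ± 74.8 against 3.44 ± 2.39 CPM at P5, 601 ± 279 against 58.4 ± 45.1 CPM in adult Opn4-GFP and 392 ± 180 against 52.1 ± 34.7 CPM in adult Opn4-Cre/GFP. This Ras activator gene was higher in the ipRGC library of each of the 13 pairs. The lowest ipRGC values were 121, 342 and 181 CPM, and the highest cRGC values 5.67, 131 and 80.4.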

Transcriptional profiling suggested that Rasgrp1 is expressed differentially, possibly even selectively, in ipRGCs. Rasgrp1 has both a calcium and a diacylglycerol binding domain and has well-described role in lymphocytes as a Ras GEF, a nucleotide exchange factor activating Ras through the exchange of bound GDP for GTP activating Erk/MAP kinase. The phototransduction cascade in ipRGCs elevates DAG and intracellular calcium, both of which mediates the Ras GEF activity of Rasgrp1 cascades (Bivona et al., 2003). Therefore, Rasgrp1 is well-positioned to provide a unique form of Ras signaling to a subset of ipRGCs.

We used immunofluorescence against Rasgrp1 (Puente et al., 2000) to label the Rasgrp1 protein in whole-mount retinas from adult wild-type mice. Rasgrp1-immunopositive somata were present in the ganglion cell layer (GCL) and in the inner nuclear layer (INL). The latter likely represent amacrine cells or displaced ganglion cells, judging by their close proximity to the inner plexiform layer (IPL; Fig. 11). Immunolabeling marked the cytoplasm as well as the somatic plasma membrane of these cells. Occasionally, particularly strongly Rasgrp1-labeled cells had some dendritic labeling. Rasgrp1 immunostaining was also observed in a subset of photoreceptors in the outer retina (data not shown).

**Figure 11.**
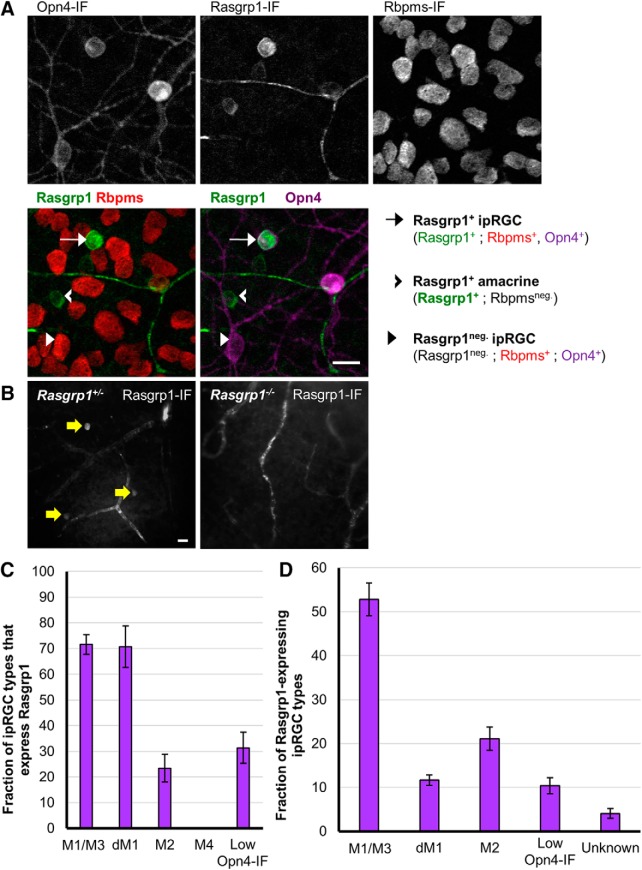
Rasgrp1 is selectively expressed in ipRGCs. ***A***, Whole-mount retina immunostained for Opn4, Rasgrp1, and the pan-RGC marker Rbpms (gray scale). Focal plane is at the GCL. We quantified colocalization of the three markers in confocal images of 49 regions that were topographically dispersed across three whole-mount adult retinas. Colocalization of Rasgrp1 (green), Rbpms (red), and Opn4 (magenta). Rasgrp1 is expressed in a subpopulation of amacrine cells and RGCs (Rbpms-negative and -positive, respectively). Scale bar, 20 µm. ***B***, Rasgrp1 immunolabeling (antibody sc-8430) of cell bodies in GCL of Rasgrp1± heterozygous mice (left, yellow arrows). Absence of cell body immunolabeling in Rasgrp1^-/-^ knock-out mice (right) suggests a lack of cellular off-target antibody staining. ***C***, Quantification of Rasgrp1-expression across Opn4-immunopositive ipRGC subtypes. 70% of M1 and displaced M1 (dM1) cells were Rasgrp1-immunopositive, whereas only 20–30% of either M2, M5, or M6 cells were Rasgrp1-immunopositive. None of the identified M4 cells were Rasgrp1-immunopositive. M1 and M3 types were combined during the process of coexpression analysis (designated M1/M3). Error bars represent SEM. ***D***, Distribution of all Rasgrp1-expressing RGCs (Rasgrp1^+^;Rbpms^+^) that belong to specific RGC types, to the extent that could be determined, including Opn4-immunoreactive ipRGC subtypes. No examples of M4 cells were observed to express Rasgrp1. The vast majority (96%) of Rasgrp1-RGCs are Opn4-immunopositive and therefore ipRGCs. The remaining “unknown” RGC types expressing Rasgrp1 (Rasgrp1^+;^ Rbpms^+;^ Opn4^neg.^) could be a low-expressing ipRGC type or conventional RGCs. Error bars represent SEM.

To test whether the Rasgrp1-positive cells in the ganglion-cell layer were RGCs, we conducted double immunofluorescence for both Rasgrp1 (antibody m199) and the RNA-binding protein Rbpms, which selectively labels all and only RGCs (Rodriguez et al., 2014). Approximately one-half of Rasgrp1-immunopositive cells in the GCL were RGCs, as determined by colabeling for Rbpms (56%, *n* = 708 across 3 retinas, 3 mice; Fig. 11*A*). Most of these Rasgrp1-expressing RGCs were ipRGCs, as revealed by their immunoreactivity for melanopsin (95.9 ± 1.1%, *n* = 412; Fig. 11*A*). In contrast, only a fraction of Opn4-immunopositive ipRGCs were Rasgrp1-immunopositive (34%, *n* = 1169). The remainder of the Rasgrp1-immunopositive cells that are immunonegative for Rbpms (non-RGCs), expectedly, lack Opn4-immunoreactivity and can be assumed to be displaced amacrine cells. Thus, Rasgrp1 expression in the GCL is apparently restricted to a subpopulation of ipRGCs and many amacrine cells.

We next tested whether the immunolabeling of RGCs represented endogenous Rasgrp1 protein expression. The antibody used in this study has been previously shown to specifically label Rasgrp1 protein expression in hippocampal neurons (Pierret et al., 2000). As a further test for the specificity of the antibody, we compared immunofluorescence labeling of whole-mount retinas from normal and Rasgrp1-knock-out mice generated by inserting *LacZ* and a *Neo* cassette into the Rasgrp1 gene to disrupt its expression (Dower et al., 2000). Our control experiments showed that the GCL and INL cellular immunolabeling is absent in the Rasgrp1 knock-out (Fig. 11*B*). However, vasculature and photoreceptor cell labeling persisted in Rasgrp1-knock-out mouse retinas, suggesting cross-reactivity of antibody with other proteins.

### Rasgrp1 expression is restricted to diverse ipRGC subtypes

We next determined which of the established morphologic subtypes of ipRGCs express Rasgrp1 into adulthood (Fig. 11*C*). For this purpose, we used key characteristics such as relative Opn4 expression, soma size, and dendritic morphology. In the GCL, the majority of M1/M3 cells (71.6 ± 3.9%, *n* = 300 M1/M3 across 3 retinas, 3 mice), but only a fraction of M2 cells (23.4 ± 5.4%, *n* = 389 M2 cells) expressed Rasgrp1 (Fig. 11*C*). Additionally, many cells with low Opn4-immunofluorescence (designated “low Opn4-IF”) also expressed Rasgrp1 (31.4 ± 6.13%, *n* = 138). Within the INL, displaced M1 cells express Rasgrp1 at a similar percentage as conventionally placed M1 cells (70.7 ± 8.0%, *n* = 3 retinas). We found no examples of Rasgrp1 immunoreactivity in M4 cells (0%, *n* = 172; Fig. 11*C*). Of the Rasgrp1-expressing ipRGCs, half were M1/3 cells (52.8 ± 3.8%), nearly a quarter were M2 cells (21.1 ± 2.7%) and a small percentage (10.4 ± 1.8%) were low Opn4-IF cells (*n* = 396 Rasgrp1^+^/Opn4^+^ cells across 3 retinas, 3 mice; Fig. 11*D*). Therefore, Rasgrp1 is selectively expressed in a diverse set of ipRGC subtypes.

### Tbx20 is expressed in a diverse subset of ipRGCs

The T-box transcription factor Tbx20 was suggested from our gene expression analysis to be differentially expressed in ipRGCs. We selected it for further analysis in part for its potential role in maintaining the adult identity of ipRGCs. Tbx20 colocalization analysis with ipRGC subtypes was characterized as with our previous studies, but with the exception that M3 were combined with M2 types during ipRGC classification (annotated M2/M3) instead of with M1 types as in our other colabeling studies. Immunofluorescence colocalization analysis of Tbx20 and Opn4 expression confirmed its high expression in a subset of ipRGCs (Fig. 12). Tbx20 was expressed in most M1 cells (82.6 ± 1.8%, *n* = 514 across 4 retinas), but only in a minority of M2/3 cells (30.2 ± 6.5%, *n* = 1305) and low Opn4-IF cells (12.4 ± 3.4%, *n* = 603). One-half of the displaced M1 (dM1) cells expressed Tbx20 (46.0 ± 7.1%, *n* = 153). Strikingly, however, Tbx20 was not expressed at all in M4 cells (0%, *n* = 283).

**Figure 12.**
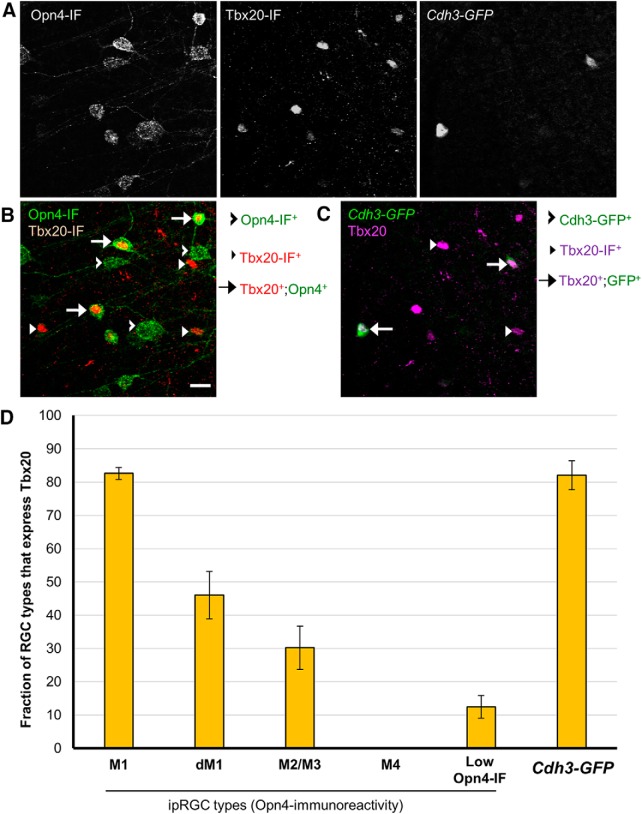
Colocalization study of Tbx20-expression in ipRGC subtypes. ***A***, Triple immunofluorescence of Opn4, Tbx20, and *Cdh3-GFP* (gray scale). ***B***, Tbx20-expression in subset of M1–M3 ipRGCs as well as an additional population of Opn4-immunonegative cells. ***B***, ***C***, Tbx20 is concentrated in the nucleus of most *Cdh3-GFP*-cells. ***D***, Quantification of Tbx20-expression across Opn4-immunopositive ipRGC subtypes. Tbx20 immunofluorescence labels multiple ipRGC subtypes, including M1s, M2 cells and small soma, low Opn4 expression cells (presumptive M5/M6 ipRGCs), and *Cdh3-GFP* cells (M6-type enriched). M2 and M3 types were combined during the process of coexpression analysis (designated M2/M3). Error bars represent SEM.

Many Tbx20 cells were not detectably immunopositive for Opn4. Only 41% of Tbx20-immunopositive were also Opn4-immunoreactive (18.5 ± 2.6% were M1 cells; 16.0 ± 2.0% were M2/3 cells; and only 3.6 ± 0.9% were low Opn4-IF cells; *n* = 2184 across 4 retinas; Fig. 13). The remaining Tbx20-immunopositive cells were RGCs, as confirmed by Rbpms-immunoreactivity (data not shown). Additionally, Tbx20-immunopositive RGCs that were also Opn4-immunonegative were topographically enriched in the ventral retina, with most Tbx20-positive cells in the dorsal retina being accounted for by Opn4-immunoreactivity. These results demonstrate that Tbx20 is expressed in a diverse set of RGCs, including ipRGC subpopulations.

**Figure 13.**
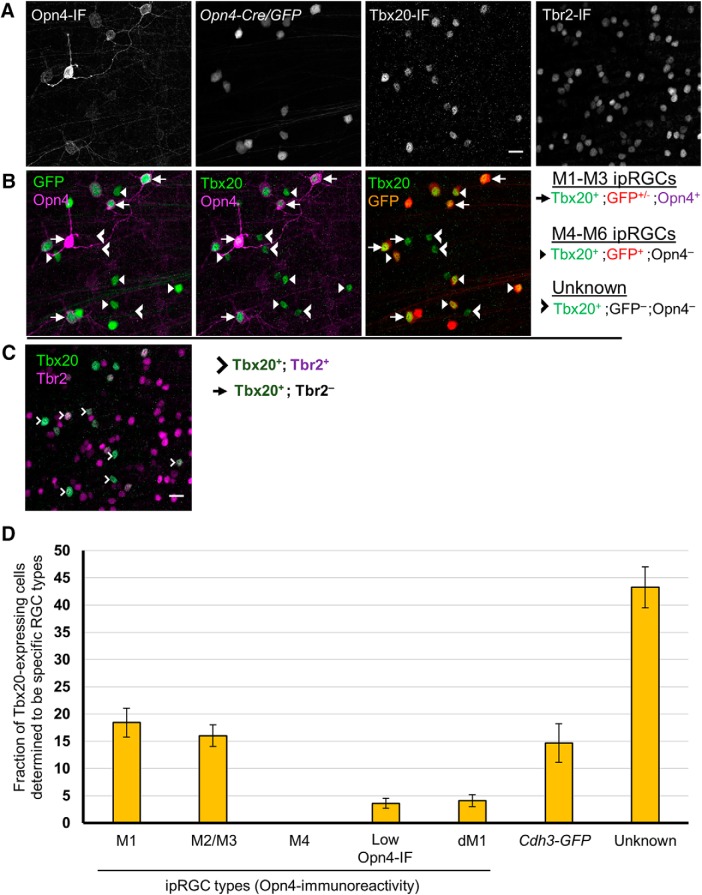
Coexpression study of Tbx20 with *Opn4-Cre/GFP* and Tbr2, including distribution of Tbx20-expression across ipRGC subtypes. ***A***–***C***, Quadruple immunofluorescence of Opn4, Tbx20, Opn4-Cre/GFP, and Tbr2. Scale bar, 20 μm. ***A***, Gray scale of Opn4, Opn4-Cre/GFP, and Tbx20 immunofluorescence. ***B***, Coexpression study of Tbx20 (green) in the context of Opn4 (magenta) and *Opn4-Cre/GFP* (red) labeling. GFP cells that are Opn4-immunonegative are inferred M4-M6 types. ***C***, Coexpression analysis of Tbr2 (magenta) with Tbx20 (green). ***D***, Distribution of Tbx20 expressing cells that belong to specific RGC types, to the extent that could be determined, including Opn4-immunoreactive ipRGC subtypes and RGCs labeled by the *Cdh3-GFP* transgenic reporter. Unaccounted Tbx20-expressing cells are designated as “unknown” RGC types. Error bars represent SEM.

### Tbx20 expression in M5–M6 ipRGCs

To investigate whether some or all of the Tbx20-immunopositive RGCs that were Opn4-immunonegative might be ipRGCs of the M5 and M6 subtypes that exhibit weak Opn4 immunostaining, we examined the colocalization of Tbx20-immunopositive cells, Opn4-immunopositive cells, and all GFP-labeled cells in the *Opn4-Cre;Z/EG* mouse reporter, which among other ipRGCs, labels M5 and M6 cells. We observed examples of Tbx20-immunopositive cells that were GFP-positive (M1–M6 ipRGCs), but not Opn4-immunopositive M4-M6, and relatively small (not M4), suggesting that Tbx20 may be expressed in at least a subset of M5 or M6 ipRGCs (Fig. 13*A*,*B*).

To test the implication that many Tbx20 cells were M5 or M6, we turned to Cdh3-GFP mice. Most GFP+ RGCs in this mouse line are M6 cells and the remainder is M5 cells (Quattrochi et al., 2019). We tested Tbx20 immunoreactivity in the context of Opn4 immunofluorescence and *Cdh3-GFP* labeling (Fig. 12*B*,*C*). For the purpose of this study, we focused on GFP cells in the GCL that are Opn4-immunonegative (to distinguish from Opn4-immunopositive M2 types). We found that at 3 weeks after birth, most *Cdh3-GFP* cells express the Tbx20 protein (82.1 ± 4.3%, *n* = 439 across 4 retinas; Fig. 12*C*). Many, but not all, of the Opn4-immunonegative Tbx20-positive cells were GFP^+^ (27%, *n* = 1277 Tbx20^+^;Opn4^-^ cells; 4 retinas). The dorsal-ventral gradient of Tbx20-positive cells that are Opn4-immunonegative was broadly similar to the retinal labeling of the *Cdh3-GFP* reporter. A large portion of Tbx20-immunopositive cells remained unclassified (43.3 ± 3.8%, *n* = 2184; Fig. 13*D*).

Further, we determined whether Tbx20 expression correlates with the related T-box transcription factor Tbr2, a gene previously described to be enriched in adult ipRGCs (Mao et al., 2014; Sweeney et al., 2014). All Tbx20-expressing cells were strongly Tbr2-immunopositive (*n* = 328; 4 regions distributed across a single adult *Opn4-Cre/GFP* retina; Fig. 13*C*). Therefore, whereas Tbr2 is expressed in a broad range of types that includes the entire ipRGC family, Tbx20 expression is confined to a diverse subset of ipRGC subtypes.

### Molecular diversity of Rasgrp1 and Tbx20 expression in ipRGCs

Our expression studies revealed that Rasgrp1 and Tbx20 have a strikingly similar pattern of expression among ipRGC subtypes. Both genes were expressed in the majority of M1 cells, a minority of M2 cells, and a small population of low Opn4-IF cells, but not in M4 cells (Figs. 12 and 14). To directly test for coexpression, we compared and contrasted the expression patterns of Tbx20- and Rasgrp1-immunoreactivity in the context of the M1–M4 subtypes revealed by Opn4-immunoreactivity (Fig. 14). Rasgrp1 coexpression with Tbx20 was only observed in a fraction of M1/3 cells (26.0 ± 1.8%; *n* = 241 across 2 retinas, 2 mice; Fig. 14). Further, M1 cells expressing either Rasgrp1 or Tbx20 alone accounted for approximately similar fractions of M1 cells (37.3 ± 4.0% and 31.1 ± 3.5%, respectively). Only a small fraction of M1 cells were immunonegative for both Rasgrp1 and Tbx20 (5.3 ± 0.7%). In contrast, one-half of M2 cells lacked Rasgrp1 and Tbx20 immunoreactivity (57.7 ± 3.3%; *n* = 388 across 2 retinas, 2 mice). Approximately one- third of M2 cells expressed Tbx20 (31.0 ± 0.7%), whereas only 11.3 ± 5.1% expressed Rasgrp1. We did not observe any example of an M2 cell expressing both Rasgrp1 and Tbx20.

**Figure 14.**
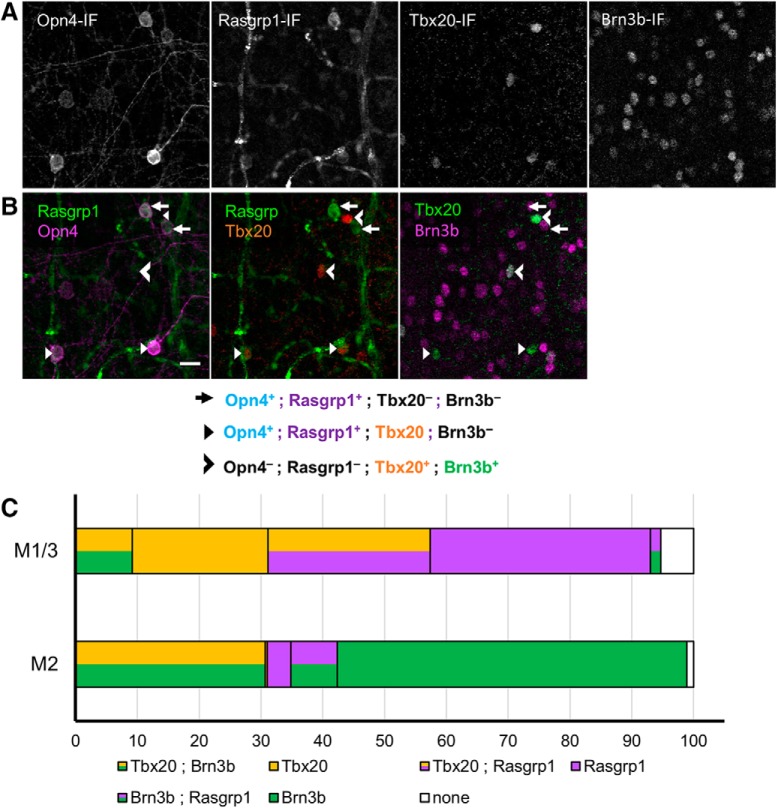
Complex pattern of Rasgrp1-Tbx20-Brn3b coexpression suggests further diversity in ipRGC family. ***A***, Quadruple immunofluorescence study of Tbx20, Brn3b, Opn4, and Rasgrp1 (gray scale). ***B***, Rasgrp1 and Opn4 (left) were initially quantified for ipRGC subtype expression before comparison with Tbx20 (middle) and Brn3b (right) expression. Rasgrp1, Brn3b, and Tbx20 expression are partially overlapping. ***C***, Integrated coexpression patterns of Brn3b, Rasgrp1, and Tbx20 with M1 and M2 ipRGC subtypes. The M1 group includes displaced M1 and M3 types.

### Molecular diversity of SCN-projecting ipRGCs

We further examined the Rasgrp1- and Tbx20-expressing ipRGC subtypes to seek intersectional expression patterns that would divide ipRGCs by their downstream visual pathways. Earlier studies showed that M1 cells could be subdivided based on their level of expression of Brn3b (Chen et al., 2011; Jain et al., 2012). We used quadruple immunolabeling to simultaneously test Brn3b expression with Rasgrp1- and Tbx20-immunoreactivity in the context of Opn4-immunolabeled ipRGCs (25 regions, 3 wild-type retinas; Fig. 14*A*,*B*). We determined that a minority of M1/3 cells express Brn3b (7.9 ± 6.0%, *n* = 241), which is similar to previous studies (Jain et al., 2012). The Brn3b^+^ M1/3 cells expressed either Tbx20 or Rasgrp1 (91.0 and 9.0 ± 10.1%, respectively; *n* = 30; Fig. 14*C*).

Further, we determined that most M2 cells expressed Brn3b (90.8 ± 6.9, *n* = 168). In contrast to M1/M3 ipRGCs, the majority of Brn3b^+^ M2 ipRGCs did not express either Rasgrp1 or Tbx20 (67.4.6 ± 13.8, *n* = 222). Most M2 cells expressing Tbx20 were also Brn3b-immunopositive (84.5 ± 25.1, *n* = 118). The small subset of M2 cells that express Rasgrp1 could be further divided by Brn3b presence or absence (5.0 ± 6.0% and 4.5 ± 1.4%, respectively; *n* = 168). Generally, we found no cells coexpressing all three genes (*n* = 729).

Although Brn3b has been used as a proxy for distinguishing M1 ipRGC subpopulations targeting distinct brain regions, many M1 cells have transient Brn3b expression in development that is downregulated by adulthood (Chen et al., 2011). Therefore, we directly correlated gene expression of Rasgrp1 and Tbx20 in the retina with retrograde labeling from the SCN (Fig. 15*A*). We injected rhodamine-conjugated retrobeads in the SCN, followed by immunofluorescence labeling for Opn4, Rasgrp1, and Tbx20 (Fig. 15*A*–*C*). All injection sites clearly involved the SCN, as revealed by DAPI labeling, but did not spread to the optic chiasm or tract (Fig. 15*B*). Quantitative coexpression analysis (18 confocal images collected across the contralateral and ipsilateral retinas) revealed that nearly all retrolabeled cells were Opn4-immunopositive (95.2%, 248 retrolabeled cells). Most retrolabeled Opn4-immunoreactive cells expressed both Rasgrp1 and Tbx20 (79 ± 5%, across 18 sections, 235 cells), but equal minorities expressed either Rasgrp1 (10 ± 3%) or Tbx20 (10 ± 4%; Fig. 15*C*). This expression pattern was consistent across the ipsilateral and contralateral retina (Fig. 15*D*), as suggested by a bilateral input to the SCN (Hattar et al., 2006; Fernandez et al., 2016). Therefore, we show that SCN-projecting ipRGCs have a complex pattern of Rasgrp1 and Tbx20 gene expression. Together, these results provide evidence for previously unrecognized molecular diversity in adult ipRGCs.

**Figure 15.**
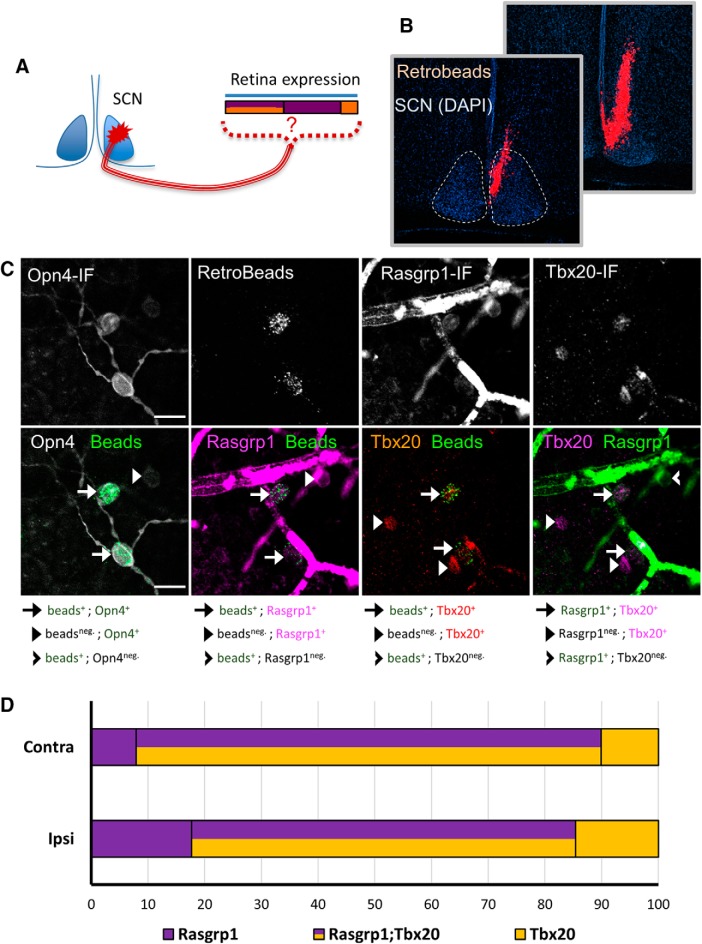
The ipRGCs projecting to the SCN have a molecularly diverse pattern of Rasgrp1 and Tbx20 expression. ***A***, Experimental design of fluorescent bead injection to SCN, followed by examination of Rasgrp1 and Tbx20 expression in retrograde labeled RGCs. ***B***, Neuro-anatomical study to verify that retrograde injection is within the SCN, but not the optic nerve. ***C***, Triple immunofluorescence of Opn4, Rasgrp1, and Tbx20 in combination with fluorescent Retrobeads. Retrobeads were mostly observed in Opn4-immunopositive RGCs (M1–M3 ipRGCs). Quantification of Rasgrp1 and Tbx20 in retrolabeled cells. ***D***, SCN-projecting ipRGCs in the ipsilateral and contralateral retina are molecularly diverse for Tbx20 and Rasgrp1 expression.

## Discussion

Prior efforts to assess the distinctive genetic composition of ipRGCs have been complicated by their rarity among diverse retinal cell types and the inherent difficulties of maintaining viability of dissociated mature neurons (Lobo et al., 2006). Our approach was first to isolate RGCs by immunoaffinity, then to further purify ipRGCs from these based on genetic labeling and FACS, and to finally to compare the transcriptional profiles of the purified ipRGCs to those of the residual cell pool, consisting mainly of conventional RGCs. The relative purity of our ipRGC sample is supported by enrichment for transcripts of genes known to be differentially expressed in ipRGCs and the low levels of transcripts selectively expressed in potentially contaminating populations, including the abundant rod photoreceptors. Our isolation method and differential expression analysis allowed us to identify >75 DEGs in ipRGCs relative to conventional RGCs.

### Genes differentially expressed in adult ipRGCs

There is limited knowledge of specific gene expression in ipRGCs generally and within particular ipRGC subtypes, especially non-M1 ipRGCs. Many diverse genes appeared more highly expressed in ipRGCs than in conventional RGCs. We confirmed differential protein expression in ipRGCs immunohistochemically for two of these genes: Tbx20, a transcription factor implicated in visual development; and Rasgrp1, a G-protein exchange factor that may interact with the melanopsin phototransduction cascade. However, only a subset of ipRGCs appeared to express detectable levels of these proteins, and such variable expression was apparent even among ipRGCs of the same subtype. Some ipRGCs expressed both proteins, but many did not. This diversity even extended to the M1 cells projecting to the SCN, which had been thought to share the distinctive molecular feature of little or no expression of the transcription factor Brn3b. These novel markers of molecularly distinctive ipRGC varieties open the way for cell-type-specific manipulations through intersectional strategies.

### Which type(s) of adult ipRGCs express Rasgrp1?

Rasgrp1 expression has previously been detected in the hippocampus, striatum and olfactory regions of the brain (Ebinu et al., 1998; Toki et al., 2001), but our study appears to be the first to explore Rasgrp1 expression in the eye. Rasgrp1-like immunoreactivity marked a diverse subpopulation of ipRGC subtypes, including the M1-M3 ipRGC subtypes but not the M4-type. Either M5 or M6 ipRGCs, or both, also appear likely to express Rasgrp1, because some Rasgrp1-immunoreactive cells had weak Opn4-immunoreactivity without the characteristic dendritic labeling of M1–M3 ipRGCs and with somas too small to be M4 cells (Ecker et al., 2010; Stabio et al., 2018; Quattrochi et al., 2019).

We find Rasgrp1 to be expressed not only in SCN-projecting M1 ipRGCs, but also in other ipRGC subtypes, especially M2 cells and apparently M5 and/or M6 cells. Collectively, these types project to various non-image-forming visual centers, including the OPN, intergeniculate leaflet, and dorsal lateral geniculate nucleus (Stabio et al., 2018; Quattrochi et al., 2019).

The function of Rasgrp1 in ipRGCs is unknown, but it could interact with the melanopsin phototransduction cascade. The direct photoresponse of ipRGCs appears to increase levels of both DAG and calcium. Both of these signaling molecules bind to and activate Rasgrp1, and trigger its translocation to the Golgi apparatus (Bivona et al., 2003; Graham et al., 2008; Zhang et al., 2010). However, ipRGC phototransduction Rasgrp1 signaling does not appear to be essential for ipRGC phototransduction because more than a quarter of M1 ipRGCs and the great majority of M2 cells are immunonegative for Rasgrp1. Even in ipRGCs, Rasgrp1 may be activated by DAG and calcium signals unrelated to Opn4 phototransduction, and such signals are presumably also responsible for modulating Rasgrp1 in cells (such as certain amacrine cells), which express Rasgrp1 but not melanopsin.

Rasgrp1 has the potential to affect any number of neuronal signaling pathways. Ras signaling pathways are enormously complex and the cross talk between pathways makes it even harder to identify specific effects. One basic mechanism for specificity in Ras signaling is the distinct subcellular targeting of downstream components of the signaling pathway. In lymphocytes, localized Ras signaling of Rasgrp1 occurs preferentially on the Golgi apparatus, which is a rare form of compartmentalized Ras signaling (Bivona et al., 2003; Zhang et al., 2010). The Golgi apparatus in neurons provides the posttranslational protein modifications required for organizing protein and organelle trafficking throughout the cell. Rasgrp1 could play a crucial role in orchestrating a specific set of post-translational modifications at the Golgi.

### Tbx20 is expressed in a diverse set of ipRGC subtypes

The T-box transcription factor Tbx20 exhibited enriched expression relative to conventional RGCs in postnatal and adult retinas. Double immunolabeling revealed that many ganglion cells that expressed this protein also expressed melanopsin. Similar to Rasgrp1, Tbx20 was determined to be expressed in most M1 ipRGCs (83%), a substantial minority of M2 cells (30%) and an additional population of RGCs whose identity was not immediately obvious. We decided to then compare Tbx20 against other known molecular patterns in ipRGCs. Whereas most RGCs follow a Brn3b-dependent developmental program, the M1 ipRGCs that project to the SCN do not express Brn3b, whereas OPN-projecting M1 ipRGCs express Brn3b. We found that Brn3b-expressing M1 cells are also Tbx20-immunopositive. The Brn3b-negative M1 cells are split between cells that express Tbx20 and those that do not. This finding suggests that ipRGCs are more molecularly diverse than originally anticipated: Tbx20 is expressed in ipRGCs with differing brain targets, Tbx20 is expressed across multiple morphologically defined subtypes, and Tbx20 is not expressed in all of any one type. The exploration of Tbx20 coexpression with Rasgrp1 revealed a complex coexpression pattern among M1-M3 ipRGCs.

Tbx20 has well-established roles in embryonic development and is continuously required in mature neurons and other cell types to maintain their identities and functional properties during adulthood (Naiche et al., 2005). Tbx20 functions as a repressor in early embryonic ocular development (Carson et al., 2000; Pocock et al., 2008) and is required for the expansion of the small pool of precursor cells in the optic vesicle (Carson et al., 2004). However, little is known about the function of Tbx20 in the adult retina.

Tbx20 can function as a transcriptional activator in parallel with its repressor activity, with these two roles impinging on distinct biological processes (Sakabe et al., 2012). In addition to its key developmental roles, Tbx20 appears vital for maintaining the structure and function of cardiac muscle cells in the adult mouse heart (Stennard et al., 2003; Shen et al., 2011). In adult cardiomyocytes, Tbx20 is responsible for directly activating genes critical for normal adult cardiac function such as those required for ion transport and heart contraction (Shen et al., 2011; Sakabe et al., 2012). In contrast, genes directly repressed by Tbx20 have known roles in non-heart developmental programs, cell cycle, proliferation, and immune response (Sakabe et al., 2012). The transcriptional effects of Tbx20 shift during cardiac development, from early mediation of proliferation of cardiac progenitors, to implementation of an anti-proliferative program in the adult heart (Cai et al., 2005; Takeuchi et al., 2005). Therefore, Tbx20 cooperates with distinct cohorts of transcription factors to either promote or repress distinct molecular programs in a context-dependent manner (Sakabe et al., 2012). Similarly, binary cell fate specification in the retina is driven by complex genetic programs that require the simultaneous activation and repression of genes by transcription factors. Tbx20 may prove to have a similar reversal in its transcriptional activity in the retina when transitioning from broad embryonic development program to regulating adult neuron identity of a subset of ipRGCs. Further, Tbr2 is another Tbox family member that is known to have a critical role in the development of RGCs (Mao et al., 2008), which later becomes essential to a restricted set of ipRGCs that participate in non-image forming visual circuits (Mao et al., 2014; Sweeney et al., 2014). Our studies determined that Tbx20 and Tbr2 are coexpressed in adult ipRGCs. They may work cooperatively to specify ipRGC subtype identity by regulating cell-specific transcriptional programs and repressing alternate fates.

### Characterization of ipRGC subtypes

Retinal cell types are generally classified using a combination of morphology, gene expression, mosaic organization, light responses and synaptic connectivity (Sanes and Masland, 2015). By these criteria, intrinsically photosensitive RGCs comprise at least six distinct cell types. Though all express melanopsin, they differ from one another in the strength of the intrinsic response, their morphology, pattern of light responses, and projections to the brain. However, the further subdivision may be in order. The M1 type appears subdivisible into at least two subtypes, one expressing the transcription factor Brn3b and innervating the OPN and geniculate complex, while the other lacks Brn3b expression and innervates the SCN (Chen et al., 2011). Our study shows further diversity in the M1 and M2 types based on the expression of Rasgrp1 and Tbx20. For example, we find molecular diversity among in the SCN-projecting ipRGC subtypes. It is unclear to us whether this should be used to propose a further formal subdivision of M1 and M2 cells. For example, the expression of these proteins could fluctuate over time in individual cells and be uncorrelated across cells of the same type.

### Comparison with other ipRGC gene expression profiles

Siegert et al. (2012) surveyed gene expression in many different sets of mouse retinal neurons, using specific mouse reporters strains (including the *Opn4-Cre* reporter system for ipRGCs), FACS isolation of labeled cells, and microarray analysis. Many of the genes they found strongly expressed in ipRGCs were also among the genes we found differentially expressed in ipRGCs. However, dozens of additional genes differentially expressed in ipRGCs emerged from our analysis that were not detected in theirs (Siegert et al., 2012). Discrepancies between their findings and ours may stem from technical factors such as differing degrees of contamination of the starting material with rod photoreceptor transcripts, the use of internal control cell populations for relative gene expression comparison in our study but not theirs, and differences between microarray and RNA-sequencing methodologies.

Another study used single-cell transcriptomic analysis of the mouse retina and were able to identify ipRGCs from their cell suspensions (Macosko et al., 2015). Macosko et al., 2015 distinguished the main broad class of RGCs, but they required *posthoc* supervised analysis to distinguish a limited number of genes attributed to Opn4-positive cell clusters. They identified nine genes with a twofold increase in expression compared with Opn4-negative cells. Three genes (Tbr2, Igf1, and Tbx20) were also found to be enriched in our ipRGC samples. In contrast, Tbx20 did not reach above threshold for Siegert et al. (2012), but it is among the highest expressing ipRGC-enriched genes in our study. Our study complements a recently published single-cell RNA-seq study of RGCs from pre-eye opening age (P5) mice (Rheaume et al., 2018). Although ipRGCs were not a major focus, Rheaume et al. (2018) recognized ipRGCs by clustering and considering established markers such as Opn4 and Eomes/Tbr2 in clusters 6, 25, 26, 33, and 37. They identified further molecular diversity that maps well onto known ipRGC subtypes and those described in our current study. Rheaume et al. (2018), determined that the ipRGCs clusters 25 and 37 have major expression of Tbx20, with minor expression in cluster 6. Although not explicitly mentioned, their dataset also includes restricted Rasgrp1 expression in clusters 6 and 25. Considering our gene expression datasets and coexpression studies of Rasgrp1 and Tbx20 in subsets of M1 and M2 cells, we suggest that clusters 6 and 25 constitute these types. Further, we infer that clusters 26 and 37 represent M5 and M6 cells, respectively, considering the following information: (1) Cdh3 expressed in clusters 6, 26, and 37. The *Cdh3-GFP* reporter preferentially labels bistratified M6 ipRGCs, but also labels some monostratified M2 and M5 ipRGCs (Quattrochi et al., 2019); (2) *Cdh3-GFP* labeled RGCs express Cdh6 (Osterhout et al., 2011), which is expressed in clusters 26 and 37; and (3) our study determined that Tbx20 was highly expressed in *Cdh3-GFP* reporter, suggesting enriched expression in M6 ipRGCs. Important differences remain between the experimental parameters of these two studies. Droplet-based scRNA-seq technologies used by Rheaume et al. (2018) provides hierarchies of molecular types and classes, but the sequencing is relatively shallow and our complementary approach of deep sequencing purified populations of ipRGCs generates more complex cDNA libraries with increased sensitivity of detected gene enrichment. In addition to postnatal age group similar to Rheaume et al. (2018), we expanded our gene expression profiles to adult ipRGCs, which required substantial optimizations of our dissociation and FACS acquisition process to obtain viable samples of the relatively fragile adult neurons.

### Further considerations

Our identification of DEGs in ipRGCs should be treated as hypothesis for genes that are functionally relevant for ipRGC function. Although our selection criteria dramatically decreased the potential heterogeneity obscuring differential gene expression in ipRGC, the transgenic reporters used in our studies are known to label multiple morphologically and physiologically distinct ipRGC types. For example, genes determined to be differentially expressed using the *Opn4-GFP* reporter can, at best, be inferred to have restricted expression within the M1–M3 ipRGC types. However, it would be impossible to know whether this gene is expressed in all M1–M3 types or a subset. Further, we cannot assume that DEGs in our studies are uniquely expressed in ipRGCs and absent in non-ipRGCs. Our studies are based on relative abundance of ipRGCs compared with cRGC populations. As exemplified by Tbx20, we cannot rule out scenarios that DEGs are enriched in ipRGCs, but are also expressed in additional subsets of other RGCs.

The study of transcriptomes and differential gene expression has certainly proven important for revealing otherwise unknown molecular underpinnings to specialized cell function. However, the transcription of genomic DNA to mRNA is only one of many intermediate steps to the synthesis of functional proteins. Translational control, post-translational modifications, and subcellular localizations are examples of ways that the level and function of proteins can be decoupled from the relative abundance of mRNA expression. Therefore, additional follow-up localization studies using *in situ* hybridization or immunofluorescence will be required to test the validity and cell-type-specific expression of our proposed DEGs.

## Conclusion

In conclusion, our results demonstrate a method to purify ipRGCs and identify an extensive list of >75 genes that are differentially expressed in adult ipRGCs compared with generic RGCs. These genes will be useful for the identification of marker genes for ipRGC subtypes, comparison of gene expression across types, understanding the intracellular gene networks underlying ipRGC phenotypes, and the testing for conservation of ipRGC molecular programs across mammalian species.

## Synthesis

Reviewing Editor: Tatyana Sharpee, The Salk Institute for Biological Studies Decisions are customarily a result of the Reviewing Editor and the peer reviewers coming together and discussing their recommendations until a consensus is reached. When revisions are invited, a fact-based synthesis statement explaining their decision and outlining what is needed to prepare a revision will be listed below. Note: If this manuscript was transferred from JNeurosci and a decision was made to accept the manuscript without peer review, a brief statement to this effect will instead be what is listed below.

Please revise the manuscript to address comments from the reviewers and provide a point-by-point description of the changes made. I would like to send the manuscript to the original reviewers.

How the deposited data were processed for this re-analysis (not part of the article)

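The authors' tables come from 26 RNA-seq libraries of GFP-positive (ipRGC) and GFP-negative (cRGC) retinal ganglion cell pools. The authors trimmed reads with fastx_clipper, filtered them with fastq_quality_filter, aligned them to mm9 with TopHat2, counted them with htseq-count and scaled them in edgeR. Versions of these tools are not given in the sources used here.

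The signal values were deposited by the authors as CPM of the library size scaled by the trimmed mean of M values (TMM), for each comparison on its own, after removal of genes below 1 CPM in most samples. The log2 fold changes and the log2 mean abundances in the authors' deposited tables were made by the authors in edgeR. The p-values and FDR values were deposited by the authors too and come from edgeR, with the FDR after Benjamini and Hochberg. The deposited log2 fold changes correlate best with a likelihood ratio test that takes the pool number as a block (r = 0.99989 at P5, 0.99999 in adult Opn4-GFP and 0.99996 in adult Opn4-Cre/GFP). Without the block the same test gives r = 0.975, 0.867 and 0.913.

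Divided by the recorded scaling, 100% of the values are whole reads within 0.01. Gene symbols were blank for 1911 of 14580 genes, and 1885 were filled from the annotation of mm9. A gene with no value in a set of columns was taken as not listed there, never as 0. Reads left after the quality filter are recorded for 24 libraries (9404548 to 97241362, median 38511000). In the recorded totals, 2 further library entries belong to no column and were not used here.

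The paper states that its ipRGC and cRGC pools of one number were split from one pool of cells. The labels give only replicate numbers within each group, and neither source says how these map to the paper's numbering. By the labels, that equal replicate numbers mark one pool is therefore an assumption, on which the fits with the pool as a block and the counts within pools rest. The authors' log2 fold changes are matched far more closely with these numbers as a block, which points to the authors pairing libraries the same way. The main limma test takes no account of the pairs. As a check, values with the group mean removed correlated within pairs over the 1000 most variable genes at a mean r of 0.151 at P5, 0.0587 in adult Opn4-GFP and 0.102 in adult Opn4-Cre/GFP, and 6 of 6, 10 of 12 and 6 of 8 libraries correlated best with their own partner. Over all tested genes the mean r was 0.212, 0.0584 and 0.123, with 6 of 6, 7 of 12 and 8 of 8 best with their own partner. The pools of one condition are separate collections of mice by the paper. Each is a pool, so the spread is between pools and not between animals.

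Tests were run with limma 3.58.1 (trend, log2 of CPM + 1), edgeR 4.0.16 and DESeq2 1.42.0 in R 4.3.3. Tables and plots were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. Every adjusted p of a gene is from limma unless a sentence names another tool. Every adjusted p of a gene list is from camera of limma, and every p of a marker sum from an exact permutation test of the pools. Marker sums are CPM of the reads of listed genes, without the TMM scaling that the values of single genes carry.

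The design fixed before the values were read named edgeR's quasi-likelihood test for counts, and limma if the tables held CPM, unless whole reads could be recovered. The tables hold CPM and whole reads could be recovered, so by its wording the design pointed to the quasi-likelihood test. The limma test was kept as the main test because the deposited values themselves are not counts, and the quasi-likelihood test on recovered reads was added as an alternative after values had been seen. It calls 245 genes higher and 288 lower at P5, 74 and 228 in adult Opn4-GFP, and 116 higher in adult Opn4-Cre/GFP, so the choice matters most in adults. Tests across the sets of columns (adult strains against each other, P5 against adult) use recovered reads over genes listed in all sets, with a joint TMM scaling.

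Named genes follow a rule fixed beforehand. They are the genes that the results text names for an RNA-seq finding, the 10 largest rises and 10 largest falls of each comparison among genes with adjusted p below 0.05, a mean of at least 5 CPM and one direction in every pool, up to 4 called and 2 uncalled members of each gene list, and the 10 smallest adjusted p of each interaction test. The paper's text and figures had been read before. The gene lists were written before the values were read, from background knowledge or from the paper's text. A list taken from the paper's text was chosen by the study on these samples.

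A library was called far from its group by Dixon's ratio on the linear values that the text reports. It was run on marker sums, listed reads, genes at 0, and the genes that the paper's text names or whose level the text gives. The same rule on log2 values was tried after the linear count had been seen and is given only as a count.

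A self-test ran the same fit on simulated reads made from the libraries' means, spread and sizes, with 200 genes changed by a known amount. At a log2 change of 4 the main test recovered 100% at P5, 48% in adult Opn4-GFP and 73% in adult Opn4-Cre/GFP, and at a log2 change of 2 it recovered 91%, 9% and 21%. Unchanged genes called were 2 of 13186 genes, 0 of 10922 and 6 of 12765. For the direct comparison of adult strains the test recovered 63% at a log2 change of 4, and for the interactions 13% (strains) and 15% (ages). Absence of a call in adults is thus weak evidence of no change.

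Results that rest on certain single genes are not reported here. Immunofluorescence, electrophysiology and tracing have no processed tables used here. The human genome and other series were not used.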

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

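Of the tests in this part, the count of far libraries on the log2 scale was chosen after the result was seen. A library was set apart where its gap to the nearest other library of its group, over the whole range of the group, passed Dixon's 95% limit. This held for 112 of 532 adult groups tested (21.1%) on the linear scale and for 51 on the log2 scale. The limit gives about 1 in 20 groups only for normally distributed values. Linear CPM are bounded at 0 and can be skewed to high values. The share therefore has no chance rate beside it, and a flag alone does not mark a faulty library. The groups are those of the marker sums, the listed reads, the genes at 0, and the genes that the paper's text names or whose level is given in this text. In all 112 the far library was the highest. Values below are CPM of the scaled library size for genes and CPM of the listed reads, without that scaling, for sums, with the nearest other library in brackets.

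Adult Opn4-GFP ipRGCs come first. ipRGC pool 1 held Dscaml1 70.7 (19.5), Gnat1 5.19 (0.214) and Kdr 10.1 (2.54). High in ipRGC pool 2 were Zcchc12 104 (33.8), Hs3st2 237 (97.6), Sdk2 979 (315), Gnb1 2243 (891), Prkcd 516 (203), Rgs17 517 (287) and Arrb1 638 (275). It also held Cdkn1c 369 (50.1). The far values of ipRGC pool 3 were Grm6 11.8 (2.71), Apoe 9.43 (2.73), Chrna3 44.4 (15.7), Unc5b 64.7 (9.22) and Foxp2 5.75 (1.28). Set apart in ipRGC pool 4 were Nxph3 85.1 (17.3), Oprm1 313 (91.5), Kcnh1 352 (127), Plxna4 734 (234), Clstn2 1376 (553), Plcb3 20.9 (6.24) and Gnb2 331 (52.1). It also held Gnb3 21.1 (4.27), Tbr1 92.8 (33.3) and Pirt 223 (89.4). ipRGC pool 5 held the sum of astrocyte genes 5.08 (0.106), Irx6 124 (36.3), Ndst4 156 (79.1) and Gfap 4.49 (0.126). High in ipRGC pool 6 were Drd2 18.4 (2.33), Dkk3 1268 (714) and Pdc 13.7 (0.214).

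Among adult Opn4-GFP cRGCs the far libraries are these. Set apart in cRGC pool 1 were Nxph3 15.1 (0.229), Sdk1 154 (53.6), Thbs1 7.83 (2.63) and Dgkg 34.8 (7.89). cRGC pool 2 held Hs6st2 16.8 (3.36), Sema6a 1495 (532), Gnb4 81.1 (26.1) and Ldb3 1309 (287). High in cRGC pool 3 were Otx2 26.2 (9.99), Zcchc12 48.3 (5.59), Elavl2 54.3 (22.1), Htr1b 7.06 (0.567) and Cngb1 0.310 (0). The far values of cRGC pool 4 were the sum of dividing and progenitor cell genes 2309.6 (695), Opn4 487 (170.2), Ndst4 95.9 (4.99), Chrnb2 653 (253), Htr5a 529.8 (35.3), Cntn2 315 (24.7) and Plcb1 369 (92.1). It also held Foxp2 115 (29.5), Pou4f1 141 (24.6), Lhx2 3331 (535) and Ndnf 659 (324). Set apart in cRGC pool 5 were Trpc7 3.73 (0.458), Dmrtb1 5.48 (0.0263) and Gldn 4.82 (0.227). cRGC pool 6 held Eomes 36.3 (10.6), Irx6 47.0 (5.12), Hs3st4 12.4 (1.81), Chrna4 195 (70.7), Kcnh1 65.7 (10.1), Lama4 3.74 (1.10) and Prkcq 46.4 (7.67). It also held Tbr1 6.35 (1.32) and Nmb 4.20 (0.0525).

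For Opn4-Cre/GFP ipRGCs most far values belong to pool 4. ipRGC pool 1 held Chrna4 551 (300.2). High in ipRGC pool 2 were the sum of conventional RGC subtype markers 707 (358), Otx2 4.30 (0.0646), Trpm1 11.6 (1.56), Chrna6 290.2 (155), Gfap 0.521 (0.0323) and Ldb3 38.6 (11.0). ipRGC pool 3 held Synpr 624 (361). Set apart in ipRGC pool 4 were 1595 genes at 0 CPM (79), the sum of astrocyte genes 72.9 (9.44), the sum of cone genes 229 (39.2), the sum of dividing and progenitor cell genes 51.7 (15.0), the sum of rod genes 547 (127), Opn1mw 79.8 (5.42) and Anxa2 20.9 (6.65). It also held Gem 47.5 (12.1), Sema3d 27.8 (4.04), Rbp4 175 (5.61), Kcnk4 28.9 (5.34), Sag 34.3 (2.25), Arr3 127 (3.52) and Gnat1 256 (3.71). It also held Lhx2 44.4 (4.15) and Pax6 498 (260.0).

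Opn4-Cre/GFP cRGCs close the list. Set apart in cRGC pool 1 were Vim 1433 (262), Gna14 59.7 (4.23), Dkk3 11401 (3688), Gfap 126 (16.6) and Lhx2 727 (263). cRGC pool 2 held Opn1mw 102 (8.80), Sema3d 1.27 (0.0762), Nxph1 11.5 (1.14), Chrna6 150.1 (47.7) and Gnat2 22.0 (4.00). High in cRGC pool 3 were Trpc7 1.52 (0.291), Ndst4 13.6 (1.46), Thbs1 18.2 (0.312), Cngb1 6.55 (0.600), Ldb3 2.21 (0.148) and Nmb 3.28 (0.148). cRGC pool 4 held Spp1 6.96 (0.0762).

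A test of the difference itself separated the P5 and adult Opn4-GFP changes of 89 genes. The 10 genes of smallest adjusted p are Glul (-5.84, adjusted p = 4.11e-07), Ndnf (-6.20, adjusted p = 2.32e-06), Pvrl3 (-8.24, adjusted p = 1.45e-04), Crym (-7.97, adjusted p = 2.60e-04), Clu (-4.29, adjusted p = 2.60e-04), Timp3 (-7.76, adjusted p = 2.60e-04), Plekhb1 (-8.33, adjusted p = 5.47e-04), Dkk3 (-3.14, adjusted p = 6.81e-04), Synpr (-3.60, adjusted p = 0.00143) and Acsl3 (-3.60, adjusted p = 0.00143), each with its difference of log2 fold changes, adult minus P5. Ldb3, a gene that the paper's text does not name, was lower in Opn4-Cre/GFP than in Opn4-GFP ipRGCs (log2 fold change -3.45, adjusted p = 0.0405). Genes higher in ipRGCs in all 3 comparisons include 20 that the paper's text does not name: Adam19, Adra2a, Atp1b1, AW551984, Baiap3, Chl1, Ctxn3, Entpd1, Etl4, Fgf1, Gdf6, Ifitm10, Kitl, Sh3gl3, Slc24a2, Sparcl1, Stk32a, Tenm1, Thsd7b and Tnfrsf11a. Refits without 1 library that test the gene end at least 1 of these calls for 15 of the 20 and none for the other 5, Adra2a, Ctxn3, Etl4, Gdf6 and Kitl. Every refit tests Etl4, Gdf6 and Kitl. Adra2a is tested in only 4 of 8 refits of adult Opn4-Cre/GFP and Ctxn3 in only 3 of 6 at P5, so these calls are less fully checked. Lhx2, a transcription factor gene of progenitor cells and Müller glia that the paper does not discuss, was lower in ipRGCs of adult Opn4-GFP (-6.91, SE 1.03, adjusted p = 8.22e-05), as was Ccnd1, the cyclin D1 gene (-4.40, SE 1.08, adjusted p = 0.0140), whose call is lost with single-run libraries left out (adjusted p = 0.226).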

How the results depend on the processing

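Tests under added settings were brought in after the results were seen. These are edgeR's quasi-likelihood and likelihood ratio tests on recovered reads, the latter also with the pool as a block, pseudocounts of 0.5 and 5, camera with an estimated correlation, and fits without pools with over 1000 genes at 0 CPM. Of these, the design fixed beforehand had named the quasi-likelihood test for tables with recoverable reads, which held here. All other settings were set before the data were examined. Counts are genes higher and lower in ipRGCs unless stated, with the main count first. For all 26 libraries in one fit, P5 goes from 263 and 310 to 13 and 3, adult Opn4-GFP from 204 and 390 to 561 and 627, and adult Opn4-Cre/GFP from 262 and 465 to 148 and 189. The same fit gives 1 gene higher in Opn4-Cre/GFP than Opn4-GFP ipRGCs (main 0), 8 higher in all 3 comparisons (main 42) and 13 above the RGC markers at P5 (main 263, a count that at P5 the call itself fixes). DESeq2 gives 803 genes lower in adult Opn4-Cre/GFP, 1 higher and 2 lower between ipRGCs of the strains (main 0 and 1), 6 for the strain interaction (main 0), 153 for the age interaction (main 89), and 95 and 77 above the RGC markers in the adult strains (main 47 and 34). The exact test of edgeR gives 130 higher in adult Opn4-GFP, 61 in both adult strains (main 106) and 26 in all 3, and its likelihood ratio test 4 for the strain interaction. Leaving single-run libraries out gives 54 and 149 in adult Opn4-GFP, 42 in both adult strains, 24 in all 3, 27 for age and 0 lower between ipRGCs of the strains. That setting drops pools 5 and 6 of adult Opn4-GFP and pool 4 of adult Opn4-Cre/GFP, and the smaller n alone can lower its counts. With the quasi-likelihood test, 74 and 228 are called in adult Opn4-GFP, 116 higher in adult Opn4-Cre/GFP, 35 in both adult strains, 16 in all 3, 33 for age and 0 lower between strains. The likelihood ratio test on recovered reads gives 68 in both adult strains. With the pool as a block it gives 508 lower at P5, 417 higher in adult Opn4-Cre/GFP, 5 for the strain interaction and 209 for age. A pseudocount of 0.5 leaves 0 lower between strains, and a pseudocount of 5 leaves 18 above the RGC markers in adult Opn4-Cre/GFP. Without pools with over 1000 genes at 0 CPM, 0 are lower between strains and 291 differ with age. Within adult Opn4-Cre/GFP this fit is the same as that with single-run libraries left out, as both drop pool 4. Camera calls 47 of the tested pairs of list and comparison, and 19 with an estimated correlation. Sums of cell markers differ in 8 pairs, and in 5 without the most abundant gene of each sum. One sum turns over there, that of horizontal cell genes in adult Opn4-GFP (log2 ratio 1.75). Leaving out 1 library at a time gives these lowest and highest counts, with the filter applied anew, which leaves 36, 16 to 17 and 40 of the higher genes of the 3 comparisons untested without an ipRGC pool. At P5 they are 162 (without ipRGC pool 1) and 266 higher, 193 (without cRGC pool 1) and 301 lower. Adult Opn4-GFP has 128 (without ipRGC pool 5) to 242 higher and 271 (without cRGC pool 1) to 418 lower. Adult Opn4-Cre/GFP has 93 (without ipRGC pool 1) to 396 (without cRGC pool 2) higher and 264 (without cRGC pool 3) to 457 lower, and 7 of its 8 refits move the count of higher genes by over 1.5 times. Between ipRGCs of the strains the range is 0 to 1 in each direction, for the strain interaction 0 to 0 and for age 27 (without P5 cRGC pool 2) to 122. Genes higher in all 3 number 23 to 48, in both adult strains 61 to 128, and above the RGC markers 162 to 266 at P5, 31 to 60 in adult Opn4-GFP and 16 to 48 in adult Opn4-Cre/GFP, the lowest without Opn4-Cre/GFP ipRGC pool 1 for all 3, both adult and the last. Of values for single named genes, 29670 alternatives set beforehand kept the call or the lack of one, 685 lost the call, 320 gained it and 84 untested ratios moved by over 1 SD. Genes called in neither fit count as kept even where their sign changed, so these numbers are not a share of calls kept. No called gene changed direction. Under added settings 7924 kept the call or the lack of one, 161 lost the call and 228 gained it. Counts within gene lists stayed within 1.5 times in 3194 and moved in 432 settings set beforehand, and in 1132 and 126 added ones. Of marker sums, 73 stayed, 4 lost and 3 gained a call. Besides the fit of all 26 libraries and single libraries left out, 3 or more alternatives set beforehand end some calls. These include Chrna4, Kcnh7, Ndst4, Pdc, Prkcd, Rbpms and Thy1 in adult Opn4-GFP and Grin3a and Thbs1 in adult Opn4-Cre/GFP.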

Differences from the paper's values

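Every added setting named in this part was brought in after the results were seen, though the design had named the quasi-likelihood test for recoverable reads. Of cell types, the paper finds amacrine transcripts no more abundant in cRGCs, while their sum was 1.99 times higher in adult Opn4-GFP cRGCs (exact permutation test, adjusted p = 0.0349), with adjusted p = 0.129 in adult Opn4-Cre/GFP. At P5 the sum was 971 ± 103 against 1345 ± 97.0 CPM (adjusted p = 0.179). It finds vascular markers essentially absent, while 4 listed vascular genes summed to 33.1 ± 20.1 against 1226 ± 447 CPM in adult Opn4-GFP, most of it Kdr and Flt1. At P5 that sum was 12.3 ± 1.33 against 109 ± 167 CPM, and the cRGC mean is 13.0 CPM without cRGC pool 3. It places Glul and Vim at high levels in ipRGC samples. At P5, Vim was at 94.3 CPM in ipRGCs, where it was called higher than in cRGCs, and Glul at 91.6 CPM. Vim was at 10.4 and 9.81 CPM in the adult strains, and Glul at 112 and 213 CPM. It sees ipRGC and cRGC samples of one pool close together on dimension 2. The gap within pools was smaller than between pools at P5 and in adult Opn4-GFP, and larger in adult Opn4-Cre/GFP (1.77 against 1.45). The latter leans on pool 4, with its ipRGC library at 0.660 and its cRGC library at -3.45. The distances here are of log2(CPM + 1), while those of the paper are count-specific.

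Of genes that the paper reports as raised at P5 or in all ipRGC pools, Sdk1 (0.86, SE 0.32, adjusted p = 0.203), Rgs17 (0.76, SE 0.23, adjusted p = 0.0937) and Plcb4 (0.86, SE 0.25, adjusted p = 0.0634) were not called at P5. Sdk2 was (1.92, SE 0.35, adjusted p = 0.00294), Rgs17 was in both adult strains, and Plcb4 is called without cRGC pool 1 (adjusted p = 0.0334). Unc5a and Unc5d, reported as raised in adults too, were called at P5 and in adult Opn4-GFP, with 2.69 (SE 0.80, adjusted p = 0.0672) and 2.59 (SE 0.76, adjusted p = 0.0619) in adult Opn4-Cre/GFP. Unc5c, reported as low in ipRGCs, was not called in any comparison under any setting, with -0.36 (SE 0.56, adjusted p = 0.830) in adult Opn4-GFP, while Unc5b was lower in adult Opn4-Cre/GFP (-3.57, SE 0.66, adjusted p = 0.00416). Irx6 and Dmrtb1, reported as raised in adult ipRGCs, were called in adult Opn4-Cre/GFP, with 2.78 (SE 1.11, adjusted p = 0.175) and 2.57 (SE 0.83, adjusted p = 0.0742) in adult Opn4-GFP. Sema3d (2.50, SE 0.76, adjusted p = 0.0736), Rbp4 (3.46, SE 1.04, adjusted p = 0.0712), Rxrg (2.88, SE 0.88, adjusted p = 0.0760) and Kcnk4 (2.53, SE 0.76, adjusted p = 0.0720), reported for Opn4-Cre/GFP, were not called there, while Anxa2 and Gem were. Cntn2 (2.34, SE 0.87, adjusted p = 0.134) and Lama4 (3.04, SE 0.91, adjusted p = 0.0512), glial function genes of the paper, were called in no comparison, while Gldn, Astn2 and Thbs1 were.

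The nicotinic subunit genes Chrna3, Chrna6 and Chrnb3, which the paper names for ipRGCs, were lower in P5 ipRGCs (-1.16, -3.08 and -2.11). Chrna4 was higher in adult Opn4-GFP and Chrna3 in adult Opn4-Cre/GFP, while Chrna6, Chrnb2 and Chrnb3 were called higher in no comparison. Of the serotonin receptor genes described as modestly enriched, Htr1b and Htr1d were higher in adult Opn4-Cre/GFP, and Htr5a was lower at P5 (-1.05, SE 0.26, adjusted p = 0.0301) and not called in adults. Nxph1 and Nxph3 are assigned in the text to Opn4-GFP and Opn4-Cre/GFP, while Nxph1 is listed here with Opn4-Cre/GFP alone of the adult strains and Nxph3 with Opn4-GFP alone. Gnb3, described as not detectable in adult ipRGCs, was at 5.60 and 6.52 CPM there, and at 2.50 CPM in adult Opn4-GFP without ipRGC pool 4. Arrb2, described as strongly expressed, was at 22.8, 21.6 and 29.7 CPM, against 150, 267 and 293 for Arrb1.

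Settings that do call these genes as the paper does are the following. Set before the data were examined, the fit of all 26 libraries calls Irx6, Dmrtb1, Cntn2 and Lama4 in adult Opn4-GFP and Unc5d in adult Opn4-Cre/GFP. DESeq2 calls Lama4, Rxrg and Kcnk4, the exact test Rbp4, Rxrg and Kcnk4, the pool as a block Lama4, and single-run libraries left out Rbp4. Of the calls made here for genes the paper names, these settings drop 52, 6, 14, 7 and 19 in that order. Leaving out 1 library calls Unc5a without cRGC pool 2 and Unc5d without cRGC pool 1 or 2 of Opn4-Cre/GFP, and Chrna6 there without cRGC pool 2. In adult Opn4-GFP it calls Dmrtb1 without ipRGC pool 4, Cntn2 and Chrnb2 without cRGC pool 4, and Lama4 without cRGC pool 6 or ipRGC pool 4. Among settings brought in after seeing the values, the likelihood ratio test with the pool as a block calls Irx6, Dmrtb1, Chrna6, Unc5d, Sema3d, Rbp4, Rxrg and Kcnk4, and drops 2 of those calls. Without the block it calls Sema3d, Rbp4, Rxrg and Kcnk4 and drops 11, and the quasi-likelihood test calls Rbp4 and drops 31. A pseudocount of 0.5 calls Rbp4 and drops 2, and a pseudocount of 5 calls Lama4, Unc5a and Unc5d and drops 2. Without pools with over 1000 genes at 0 CPM, Dmrtb1, Cntn2, Lama4, Chrnb2 and Rbp4 are called and 8 calls dropped. No setting calls Sdk1 or Rgs17 at P5, or Chrnb3 in adults.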

Other observations

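Tests of Ldb3 against the reporter construct and normalization, of Kdr and Flt1 against other vascular genes in each adult strain and the reading of that test pool by pool, of Rbp4 against amacrine cell genes, of that pool's count against rod and cone genes, and of all splits that part every pool were chosen only after the result was seen. The change from cRGCs to ipRGCs differed between P5 and adult Opn4-GFP for 89 of 11218 genes, 14 of them with a larger log2 fold change in adults and 75 with a smaller one (limma interaction test). Ndnf, the gene of a secreted neurotrophic factor, was at 286 ± 31.6 against 4.15 ± 0.943 CPM at P5 (n = 3 pools) and 244 ± 83.3 against 338 ± 162 CPM in adults (n = 6), a difference of log2 fold changes of -6.20, SE 0.62, adjusted p = 2.32e-06. Synpr, a synaptic vesicle protein gene, was at 671 ± 275 against 60.8 ± 9.15 CPM and 398 ± 203 against 450 ± 126 CPM (-3.60, SE 0.57, adjusted p = 0.00143). Pirt, the gene of a membrane regulator of TRP channels, was at 56.1 ± 6.71 against 93.4 ± 38.9 CPM at P5 and 90.3 ± 67.9 against 0.219 ± 0.314 CPM in adults (6.72, SE 1.07, adjusted p = 0.00147). Among the 75 are the Müller glia list genes Glul, Clu, Crym, Dkk3, Rlbp1, Apoe, Cp, Slc1a3 and Vim. Glul was at 95.8 CPM in P5 cRGCs and 7024 in adult cRGCs. Among the 14 are the pan-RGC markers Sncg (5.15, adjusted p = 0.0150) and Tubb3 (3.99, 0.0268). A change with age in the cells that the cRGC pools hold stays open for genes of both groups, Pirt too, untested. The count falls to 31, 36 and 31 without P5 ipRGC pool 1, 2 or 3, to 32, 27 and 48 without P5 cRGC pool 1, 2 or 3, and to 58 without adult cRGC pool 5.

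Several channel and peptide genes were higher in ipRGCs at P5 or in adults. Of the TRP channel list, Trpa1, Trpc6, Trpc7 and Trpv1 were higher at P5 (4 of 17, camera adjusted p = 0.105), Trpc7 in adult Opn4-GFP (1 of 11, camera adjusted p = 0.431), and Trpa1 and Trpc7 in adult Opn4-Cre/GFP, where Trpv4 was lower (3 of 15 called, camera adjusted p = 0.666). Trpv4 loses that call without ipRGC pool 3 (adjusted p = 0.0510) and with single-run libraries left out (0.0515). Trpa1, an irritant-gated cation channel gene, was at 3.68 ± 0.667 against 0.0356 ± 0.0616 CPM at P5 (2.17, SE 0.44, adjusted p = 0.00653) and 12.7 ± 4.72 CPM against 0 in all 4 cRGC pools of adult Opn4-Cre/GFP. Trpv1, the capsaicin receptor gene, was at 5.91 ± 0.774 against 0.455 ± 0.241 CPM at P5 (2.25, SE 0.43, adjusted p = 0.00468). With a pseudocount of 5, added after values had been seen, the P5 changes of Trpa1 (0.784) and Trpv1 (0.998) fall under the fold threshold. Of the neuropeptide list, Adcyap1, Cck and Pnoc were higher and Cartpt and Npy lower at P5 (5 of 9 called, camera adjusted p = 0.409). Adcyap1 and Nmb were higher in adult Opn4-GFP (2 of 9, camera adjusted p = 0.00754, adjusted p = 0.0746 with an estimated correlation), and Adcyap1, Gal, Nmb and Nppb in adult Opn4-Cre/GFP (4 of 13, camera adjusted p = 0.00345, adjusted p = 0.161 with an estimated correlation). Nmb, the neuromedin B gene, was at 33.3 ± 16.8 against 0.708 ± 1.71 CPM (4.56, SE 0.85, adjusted p = 0.00108) and 92.7 ± 69.5 against 0.885 ± 1.59 CPM (5.58, SE 0.86, adjusted p = 0.00115) in the adult strains. The call of Nppb is lost without cRGC pool 1 (adjusted p = 0.0712), cRGC pool 2 (0.0522), cRGC pool 3 (0.0802) or cRGC pool 4 (0.0519), and in adult Opn4-GFP that of Nmb by the quasi-likelihood test. Clock genes were lower where called. These were Hlf, Nr1d1 and Rora at P5 (3 of 20, camera adjusted p = 0.00220, adjusted p = 0.206 with an estimated correlation), Per3 and Rorb in adult Opn4-GFP (2 of 19, camera adjusted p = 0.0263, adjusted p = 0.0746 with an estimated correlation) and 2 of 21 in adult Opn4-Cre/GFP, Nr1d1 among them (camera adjusted p = 0.00416, adjusted p = 0.0683 with an estimated correlation). The Müller glia sum was 18.2 and 17.5 times as high in cRGCs as in ipRGCs of the adult strains. Other cells in the adult cRGC pools thus stay open as a source of the adult falls of clock genes, and of Trpv4, untested. Rora, a nuclear receptor gene of the clock and of neuron differentiation, was at 113 ± 15.7 against 517 ± 41.8 CPM at P5 (-2.20, SE 0.20, adjusted p = 4.96e-06). Calls of Hlf end without cRGC pool 3 (adjusted p = 0.0650) or ipRGC pool 2 (0.0581) and of Nr1d1 without cRGC pool 1 (adjusted p = 0.122), cRGC pool 2 (0.121), ipRGC pool 1 (0.119) or ipRGC pool 3 (0.137) at P5. In adult Opn4-Cre/GFP that of Nr1d1 ends without cRGC pool 1 (adjusted p = 0.0663), cRGC pool 4 (0.0674), ipRGC pool 1 (0.0508), ipRGC pool 2 (0.0795), ipRGC pool 3 (0.0950) or ipRGC pool 4 (0.0521). Among adult Opn4-GFP refits Per3 is not called without cRGC pool 1 (adjusted p = 0.0810), cRGC pool 4 (0.0640), cRGC pool 5 (0.0512), cRGC pool 6 (0.0801), ipRGC pool 1 (0.0666), ipRGC pool 2 (0.0773), ipRGC pool 3 (0.0535), ipRGC pool 5 (0.0577) or ipRGC pool 6 (0.0685), nor Rorb without cRGC pool 1 (adjusted p = 0.0721), cRGC pool 3 (0.138), cRGC pool 5 (0.0566), cRGC pool 6 (0.124), ipRGC pool 1 (0.108), ipRGC pool 2 (0.0871), ipRGC pool 3 (0.0832), ipRGC pool 5 (0.103) or ipRGC pool 6 (0.0736). With single-run libraries left out Nr1d1 in Opn4-Cre/GFP, Per3 and Rorb lose their calls (adjusted p = 0.0760, 0.245 and 0.307), and Rorb with edgeR's exact test. Hlf gains a call as lower with the pool number as a block in adult Opn4-GFP (adjusted p = 0.0465) and adult Opn4-Cre/GFP (0.0472).

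Lists not given elsewhere follow. Of GABA and glycine receptor genes, Gabra3 was higher and Gabra2 and Gabrg1 lower at P5 (3 of 17 called, camera adjusted p = 0.0279, adjusted p = 0.417 with an estimated correlation), the median of 19 in adult Opn4-GFP was a log2 fold change of 0.65 (camera adjusted p = 0.146) and Gabbr2 was higher in adult Opn4-Cre/GFP (1 of 19, camera adjusted p = 0.377). The call of Gabra3 is lost without ipRGC pool 1 (adjusted p = 0.0539) or cRGC pool 2 (0.0554) and that of Gabbr2 without ipRGC pool 1 (adjusted p = 0.0696) or cRGC pool 3 (0.0636). Two-pore potassium channel genes had Kcnk2 higher at P5 (1 of 6, camera adjusted p = 0.534) and a median of -0.74 over 4 in adult Opn4-GFP (camera adjusted p = 0.732). Kcnk2 loses its P5 call without ipRGC pool 1 (adjusted p = 0.0988), ipRGC pool 3 (0.0605) or cRGC pool 1 (0.0529). Astrocyte genes had Gfap and Pdgfra lower at P5 (2 of 4, camera adjusted p = 0.00190, adjusted p = 0.252 with an estimated correlation) and Gfap in adult Opn4-Cre/GFP (1 of 3, camera adjusted p = 0.140). Prox1 was the one horizontal cell gene called, lower in all 3 comparisons (1 of 3 each, camera adjusted p = 0.238, 0.732 and 0.369). Of oligodendrocyte genes Mbp was lower at P5 (1 of 3, camera adjusted p = 0.157), and Cnp in adult Opn4-GFP (1 of 2, camera adjusted p = 0.0288, adjusted p = 0.0746 with an estimated correlation) and adult Opn4-Cre/GFP (1 of 3, camera adjusted p = 0.364). At P5 the call of Pdgfra ends in 4 of 6 refits without 1 library (adjusted p = 0.0510 to 0.112) and that of Mbp in 4 of 6 refits without 1 library (adjusted p = 0.0590 to 0.159). That of Cnp ends with single-run libraries left out (adjusted p = 0.156) in adult Opn4-GFP and without cRGC pool 1 (adjusted p = 0.0523) in adult Opn4-Cre/GFP, and that of Cngb3, a cone gene named next, with single-run libraries left out (adjusted p = 0.241). Cone genes had Thrb lower at P5 (1 of 5, camera adjusted p = 0.497), Cngb3 lower in adult Opn4-GFP (1 of 2, camera adjusted p = 0.102) and a median of -1.12 over 6 in adult Opn4-Cre/GFP (camera adjusted p = 0.129). Median log2 fold changes were 0.43, -0.18 and 1.17 for pigment epithelium genes (2, 1 and 2 listed) and 0.09, 1.30 and -0.86 for the 1 red blood cell gene listed, in the order P5, adult Opn4-GFP and adult Opn4-Cre/GFP, with no gene of either past the test.

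Ldb3, a gene 1937 bp from Opn4 on chromosome 14, was at 132 ± 21.4 CPM in ipRGCs and 356 ± 472 in cRGCs of adult Opn4-GFP mice, and at 16.5 ± 14.9 and 0.609 ± 1.07 with Opn4-Cre/GFP, the 1 gene called between ipRGCs of the strains. Without cRGC pool 2 the Opn4-GFP cRGC mean is 166 CPM, and with Opn4-Cre/GFP the ipRGC mean is 9.09 without ipRGC pool 2 and the cRGC mean 0.0751 without cRGC pool 3. The joint scaling of both strains puts the median log2 difference over all genes near 0 by design (0.11), so this median is no separate test of scaling. Ldb3 at -3.45 lies apart from it, while a single scaling factor would move all genes alike. The paper describes the Opn4-GFP line as a BAC transgenic and does not say what else the construct carries. Extra copies of Ldb3 in the Opn4-GFP construct are a candidate explanation. Of the 12 adult Opn4-GFP libraries 100% exceed the highest Opn4-Cre/GFP library, but any difference between the lines at Ldb3 would give this too. A stretch of chromosome that differs between the lines cannot be told apart from extra copies. P5 pools of the Opn4-GFP line, scaled on their own, held 124 ± 12.4 CPM of Ldb3 in ipRGCs and 91.8 ± 13.4 in cRGCs, which both explanations allow. Of the other tested genes within 500 kb of Opn4, 0 differ, and a stretch that acts on Ldb3 alone would leave them so. The call is lost with the quasi-likelihood test (adjusted p = 0.728), single-run libraries left out (0.975), a pseudocount of 0.5 (0.0506), without pools with over 1000 genes at 0 CPM (0.244) and without 8 of 10 libraries in turn (0.0917 to 0.268, kept without Opn4-GFP pool 4 or Opn4-Cre/GFP pool 2), and over its settings adjusted p spans 3.33e-06 to 0.975, while its log2 fold change spans -3.06 to -3.93. Between cRGCs of the strains it is -7.35 (SE 0.92, adjusted p = 6.55e-04). Strain background stays open, untested.

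Kdr and Flt1, the VEGF receptor genes, were high in adult cRGC pools and low in ipRGC pools of both strains. Vascular cells as their source cannot be told apart from other cells. The other vascular genes of the list reach 3.71% of Kdr plus Flt1 over adult Opn4-GFP cRGC pools and 6.37% over those of adult Opn4-Cre/GFP, both under the 10% set against vascular cells. By pool, 5 of 6 stay under it in adult Opn4-GFP (14.9% in pool 5, 1.15% to 3.17% in the others) and 2 of 4 in adult Opn4-Cre/GFP (2.03% to 13.1%), which keeps the question open. In the latter Pdgfrb, a pericyte gene, was lower in ipRGCs too, at 0.469 ± 0.277 against 46.9 ± 7.90 CPM (-5.03, SE 0.72, adjusted p = 6.37e-04). In adult Opn4-GFP, Müller glia as a source cannot be told apart from expression in RGCs, as Pearson r with the Müller glia sum over 6 cRGC libraries is 0.635 (p = 0.201, Spearman 0.257) and turns to -0.53 without pools 2 and 1.

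Rbp4, a retinol binding protein gene, was at 175 CPM in Opn4-Cre/GFP ipRGC pool 4 and 5.61, 2.44 and 3.36 CPM in pools 1 to 3. With pool 4 left out of both groups, as when single-run libraries are left out, Rbp4 is called higher in ipRGCs. A rise over cRGCs thus does not rest on pool 4 alone. What follows concerns the high level of Rbp4 in pool 4. Amacrine cells as its source in that pool cannot be told apart from ipRGCs. The amacrine sum there is 2065 CPM, 0.823 times the highest of the other pools and within the 1561 to 2508 CPM of those pools, a level that would hide a small share of such cells. Uneven amplification from few starting molecules is a candidate explanation, since 111 genes at 20 CPM or more exceed the other pools over 10 times there, against 2, 1 and 0 in pools 1, 2 and 3. Photoreceptor transcripts add to this count, with 6 of the 111 on the rod and cone lists and a rod sum of 547 CPM against at most 127 in the other pools, so other cells caught in the pool stay open as a source of part of it. Rare ipRGC types caught in that pool stay open, untested.

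Other splits of the same libraries bear on each count of called genes. Splits that part the ipRGC and cRGC libraries of every pool number 4 at P5, 32 in adult Opn4-GFP and 8 in adult Opn4-Cre/GFP, the real one included. At P5 only 10 splits exist in all, too few for a share under 0.05, with 573 genes in the real split (1 split as large, itself) and 0 in the highest other. For adult Opn4-GFP chance can be excluded, with 594 against 113 in the highest other of 100 drawn splits and 1 as large, and against 10 in the highest other of the 32 that part every pool. For adult Opn4-Cre/GFP the real split calls 727 genes and the highest other 0 over 35 splits, and the 8 that part every pool are too few for a share under 0.05. Between ipRGCs of the strains 2 of 100 splits, the real one included, call as many as the real 1, a share under 0.05. With a real count of 1 gene this does not exclude chance, since the self-test gave 1 call among unchanged genes in this comparison. The highest other calls 14, which may point to a structure of the samples beside the strains, untested. The strain interaction has 0 genes by limma (272 at unadjusted p under 0.05, 6 by DESeq2, 4 by the likelihood ratio test), and 100 of 100 splits are as large, the highest other also 0. The age interaction has 89 against 3 over 84 splits, with 1 as large. The other splits mix pools of both ages within a group, so the age difference of all libraries adds to their spread. The share therefore cannot exclude chance for the interaction itself.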
